# SUCNR1 coordinates metabolic flux, mitochondrial function, and nutrient-dependent adaptation in hepatocytes

**DOI:** 10.1126/sciadv.aec8873

**Published:** 2026-06-12

**Authors:** Anna Marsal-Beltran, Laura Salmerón-Pelado, Aleix Ribas-Latre, Maria Repollés-de-Dalmau, M-Mar Rodríguez-Peña, Catalina Núñez-Roa, Joan Badia, Ana Madeira, Eva Novoa, Marc Beltrà, Ana Belén Plata-Gómez, Jordi Capellades, Joan Carles Escolà-Gil, Antonio Zorzano, Óscar Yanes, Alejo Efeyan, Ruben Nogueiras, Jordi Gracia-Sancho, Joan Vendrell, Victòria Ceperuelo-Mallafré, Sonia Fernández-Veledo

## Abstract

Succinate, a mitochondrial metabolite, also functions as an extracellular signal through its receptor succinate receptor 1 (SUCNR1), coordinating responses to nutrient availability. The physiological role of SUCNR1 within hepatocytes, however, is unclear. We show that hepatic succinate levels and *Sucnr1* expression are dynamically regulated by nutritional status. Mice lacking *Sucnr1* in hepatocytes [Hep-*Sucnr1* knockout (KO)] exhibit a fasting-like phenotype characterized by enhanced gluconeogenesis, elevated amino acids, and impaired metabolic flexibility. Mechanistically, loss of *Sucnr1* compromises glucose-derived oxidative flux through the tricarboxylic acid cycle, increases reliance on glutamine-dependent anaplerosis, and induces mitochondrial stress adaptations. Upon refeeding, Hep-*Sucnr1* KO mice show blunted mammalian target of rapamycin activation, incomplete glycogen restoration, and an altered hepatic proteomic response. *Sucnr1* expression increases during liver maturation, is enriched in pericentral hepatocytes, and its loss is associated with functional reprogramming of pericentral metabolic functions without disruption of zonation. Together, our findings establish SUCNR1 as a critical regulator of hepatic metabolic adaptation, linking succinate signaling to mitochondrial flexibility and nutrient-dependent metabolic responses.

## INTRODUCTION

The liver plays a central role in maintaining systemic homeostasis by dynamically responding to fluctuations in nutrient availability. This function is facilitated by the spatial zonation of hepatocytes, which exhibit distinct metabolic profiles according to their differential exposure to oxygen, nutrients, and hormones along the porto-central axis (*1*). For instance, periportal hepatocytes are characterized by the preferential use of β-oxidation pathway to obtain energy, while pericentral hepatocytes are more glycolytic because of the drop in oxygen availability (*2*).

Succinate is a key intermediate of the tricarboxylic acid (TCA) cycle, functioning both as a metabolic substrate and as a signaling molecule. In addition to fueling mitochondrial respiration via complex II (CII), succinate can accumulate and be exported to the extracellular space, where it activates the G protein–coupled receptor succinate receptor 1 (SUCNR1 or GPR91) (*3*, *4*). Notably, SUCNR1 is expressed across a wide array of tissues, with cell- and tissue-specific functions (*4*), and is increasingly recognized as a potential mediator of host-microbiota interactions, as succinate is also produced by gut bacteria (*5*). Although the succinate-SUCNR1 axis has been traditionally linked to pathological contexts, including obesity (*6*), type 2 diabetes (*7*, *8*), and metabolic dysfunction–associated steatotic liver disease (MASLD) (*9*–*11*), among others, recent data demonstrated that the succinate levels in circulation are responsive to food intake (*12*), indicating that succinate may have a physiological role in the organism through the activation of SUCNR1 in metabolic tissues. SUCNR1 was reported to stimulate leptin production in adipocytes (*13*) and insulin secretion in β cells (*14*). Focusing on the liver, no data on healthy hepatocytes are available, but in the context of MASLD, SUCNR1 was reported to protect against steatosis and decreased glycogen storage in in vivo and in vitro models (*9*). Given its role in modulating metabolic pathways in multiple tissues and its reported protective effects on lipid and glycogen metabolism in hepatocytes under lipid-overload conditions (*9*), it is plausible that succinate, via SUCNR1, contributes to the regulation of hepatic metabolic function. In this study, we investigated the physiological relevance of the succinate-SUCNR1 axis in the liver and its regulation by nutritional status.

We show that circulating succinate increases postprandially in mice and is accompanied by elevated hepatic succinate levels. Also, succinate secretion by hepatocytes is enhanced in response to glucose and glutamine exposure, implicating hepatocytes as a physiologically relevant source of circulating succinate in the fed state. Moreover, *Sucnr1* expression is nutritionally regulated, which supports a physiological role for hepatocyte SUCNR1 in adapting to nutrient availability. Hepatocyte-specific *Sucnr1* deletion mimics an energy-deprived state, promoting gluconeogenesis, altering mitochondrial substrate utilization, and eliciting adaptive TCA cycle and mitochondrial responses. During the transition from fasting to feeding, Hep-*Sucnr1* knockout (KO) mice display impaired mammalian target of rapamycin (mTOR) activation, partial restoration of hepatic glycogen, and a markedly altered proteomic profile. Notably, *Sucnr1* expression rises throughout postnatal liver development and is concentrated in pericentral hepatocytes, with its loss leading to a selective reprogramming of pericentral metabolic pathways while maintaining overall liver zonation. These observations highlight SUCNR1 as a central mediator of hepatic metabolic flexibility, integrating succinate signaling with mitochondrial function and nutrient-responsive adaptation.

## RESULTS

### Hepatic succinate secretion and *Sucnr1* expression are regulated by nutritional status

We initially investigated whether succinate and SUCNR1 are modulated by nutrient availability in the liver, with a particular focus on hepatocytes. Consistent with previous observations in humans (*12*), circulating succinate levels responded to nutritional changes, increasing in fed states compared to fasting animals (Fig. 1A). This systemic increase correlated with elevated succinate levels in the livers of 2-hour refed animals (Fig. 1B). Accordingly, we observed an up-regulation of *Sucnr1* in the livers of ad libitum–fed and 24-hour refed mice compared to those fasted for 24 hours (Fig. 1C). Similarly, a 60% caloric restriction for 4 days resulted in decreased *Sucnr1* gene expression (Fig. 1D). We further analyzed publicly available transcriptomic datasets from two independent studies (*15*, *16*), which confirmed our findings by showing a consistent ~50% reduction in *Sucnr1* expression in the liver during fasting (Fig. 1E).

**Fig. 1.**
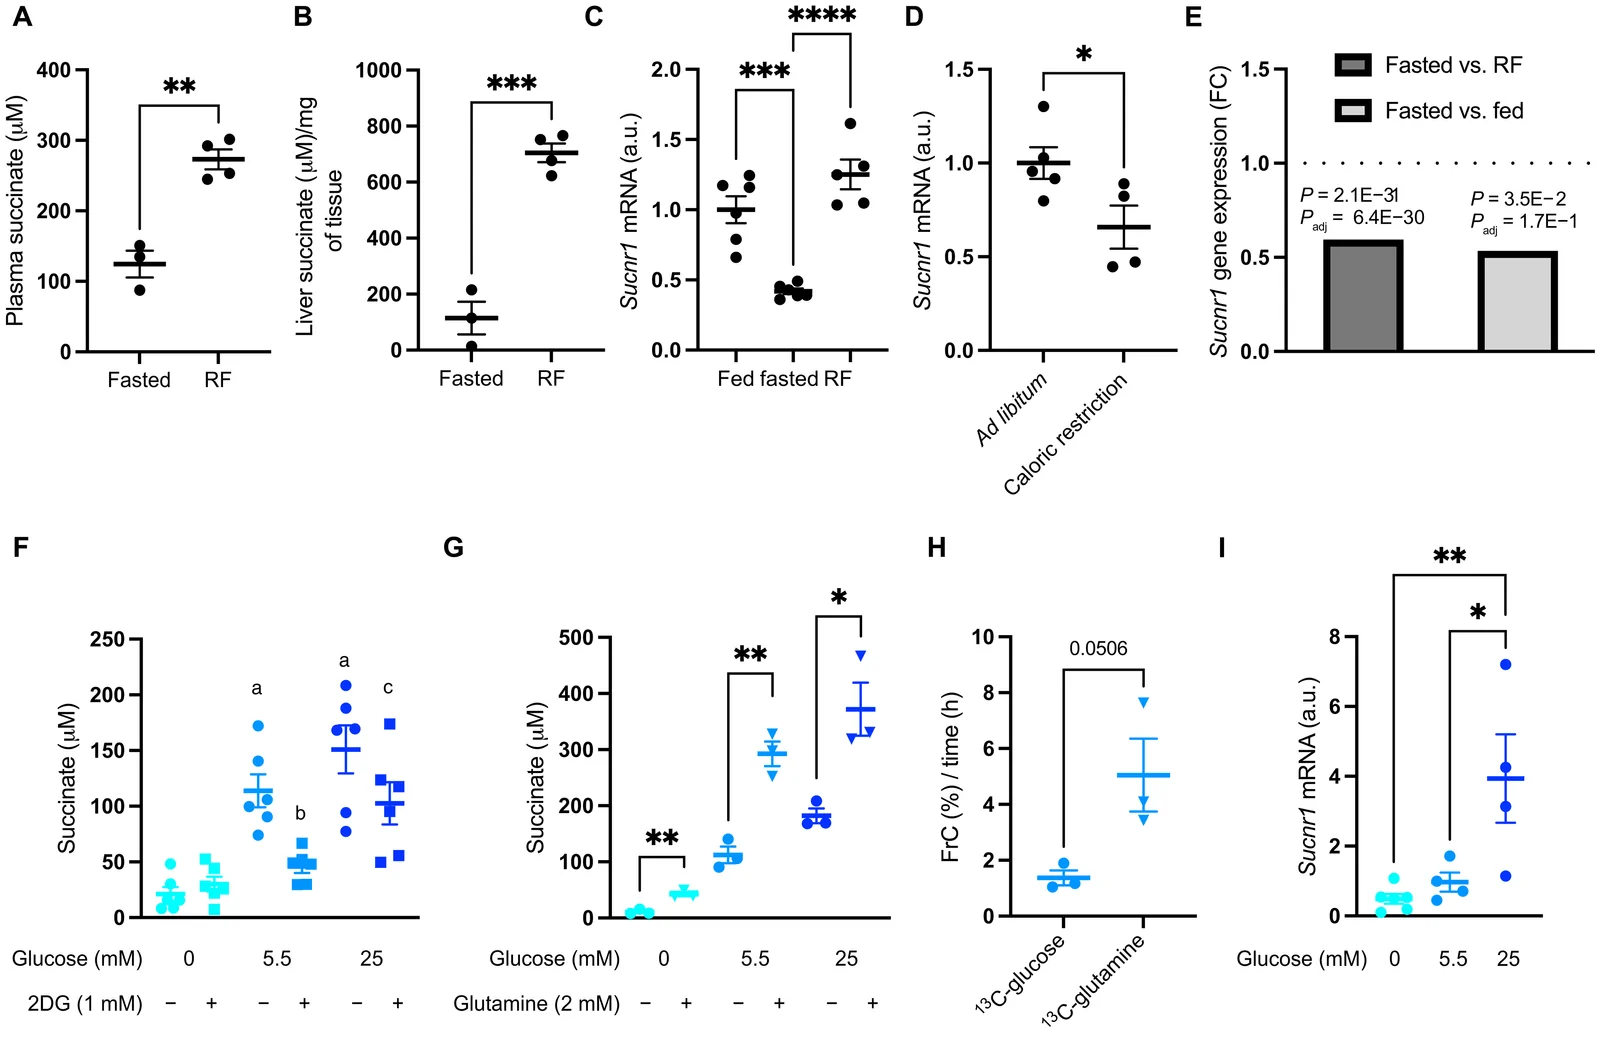
*Sucnr1* expression and succinate secretion in the liver are regulated in the fasted-to-fed transition. Plasma succinate in 8- to 12-week-old WT mice in overnight (o/n) fasting conditions or o/n fasting +2 hours (h) refed (RF) (*n* = 3 to 4) (**A**). Succinate in the livers of mice subjected to o/n fasting or o/n fasting +2 hours RF (*n* = 3 to 4) (**B**). *Sucnr1* mRNA expression in livers of 8- to 12-week-old WT mice ad libitum–fed, fasted for 24 hours, or fasted for 24 + 24 hours RF (*n* = 5 to 6) (**C**) and comparison between mice fed ad libitum or subjected to a caloric restriction (*n* = 5 to 4) (**D**). *Sucnr1* expression in murine livers extracted from transcriptomic data from two independent studies (*15*, *16*) comparing 24-hour fasting versus 24-hour fasting +2-hour RF (left bar) and 16-hour fasting versus control (right bar) (**E**). Succinate concentration in the conditioned medium of AML12 after 24-hour treatment of 0, 5, or 25 mM glucose, as well as 10 mM 2-deoxy-d-glucose (2DG) (*n* = 6) (**F**) or 2 mM glutamine (*n* = 3) (**G**). Fractional enrichment of succinate after administration of ^13^C-glucose or ^13^C-glutamine in primary hepatocytes of *Sucnr1*^fl/fl^ mice (*n* = 3) (**H**). *Sucnr1* mRNA expression after 24 hours of 0, 5, or 25 mM glucose treatment (*n* = 4 to 6) (**I**). Results are presented as means ± SEM [(A), (B), (C), (D), (F), (G), and (H)] or as fold change (fasted versus RF/fed) (E); *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001; a, *P* < 0.05 versus 0 mM glucose w/o 2DG; b, *P* < 0.05 versus 5.5 mM glucose w/o 2DG; c, *P* < 0.05 versus 25 mM glucose w/o 2DG [two-tailed unpaired *t* test [(A), (B), (D), (G), and (H)]; one-way analysis of variance (ANOVA) plus Tukey’s multiple comparisons test [(C) and (I)]; one-way ANOVA plus Šídák’s multiple comparisons test (F). a.u., arbitrary units.

In addition, plasma membrane succinate transporters, which mediate succinate uptake and release and are essential for its signaling functions, were also modulated by the nutritional status (fig. S1). At the cellular level, particularly in hepatocytes, glucose treatment stimulated succinate secretion, an effect decreased by coadministration of 2-deoxy-d-glucose, a nonmetabolizable glucose analog that competitively inhibits glycolysis (Fig. 1F). Succinate secretion by hepatocytes was also triggered by glutamine, which boosted the glucose effect (Fig. 1G). To further investigate the metabolic origin of secreted succinate, we performed stable isotope tracing experiments using ^13^C-labeled glucose and glutamine. Both substrates contributed to succinate labeling, indicating active carbon incorporation through glycolytic and glutaminolytic pathways. Notably, succinate ^13^C enrichment was higher following ^13^C-glutamine treatment in the presence of glucose, suggesting synergistic metabolic flux through anaplerotic entry points of the TCA cycle (Fig. 1H). The glucose-induced succinate secretion (Fig. 1F) correlated with an up-regulation of *Sucnr1* expression (Fig. 1I). These results suggest that the succinate/SUCNR1 axis in the liver may influence metabolic flexibility, positioning succinate as a potential metabolic regulator.

### Hepatic *Sucnr1* deficiency mimics energy deprivation and promotes gluconeogenesis

To further elucidate the role of SUCNR1 in hepatocytes, we generated a mouse model specifically lacking *Sucnr1* in hepatocytes by crossing mice with the floxed *Sucnr1* allele containing two loxP sites flanking exon 2 (*17*) with transgenic mice expressing Cre recombinase driven by the hepatocyte-specific *Alb* promoter. This resulted in *Sucnr1*^fl/fl^ *Alb-Cre*^+/−^ mice, hereafter referred to as Hep-*Sucnr1* KO mice. Cre-negative *Sucnr1*^fl/fl^ mice (*Sucnr1*^fl/fl^ *Alb-Cre*^−/−^) served as controls, referred to as *Sucnr1*^fl/fl^ mice (fig. S2). Hep-*Sucnr1* KO mice were born at a normal Mendelian ratio, were viable, and displayed no gross morphological differences between genotypes.

As expected, *Sucnr1* expression was negligible in the liver and isolated primary hepatocytes (Fig. 2A) of Hep-*Sucnr1* KO mice compared to *Sucnr1*^fl/fl^ controls. No differences were observed in other tissues, such as subcutaneous, visceral, and brown adipose tissues (fig. S3A), confirming the specific deletion of *Sucnr1* in hepatocytes. In adult male mice (8 to 12 weeks of age), *Sucnr1*^fl/fl^ and Hep-*Sucnr1* KO mice exhibited similar body weight (Fig. 2B), lipid profile (Fig. 2C), and glucose tolerance (Fig. 2D). However, an insulin tolerance test (ITT) revealed an increased glucose excursion in Hep-*Sucnr1* KO mice (Fig. 2E), which was accompanied by a slight but significantly enhanced gluconeogenic response in the pyruvate tolerance test (PTT) (Fig. 2F). In addition, after overnight fasting, glucose levels in the Hep-*Sucnr1* KO mice were higher (Fig. 2G). Although less pronounced, female mice showed similar differences in glucose metabolism (fig. S4). In contrast to control mice, which exhibited a progressive decline in glucose levels during fasting, Hep-*Sucnr1* KO mice maintained more stable glucose levels, particularly in the early stages of fasting (Fig. 2H). This metabolic stability suggests enhanced gluconeogenesis and was accompanied by a tendency for a delayed rise in circulating ketone bodies (Fig. 2I), indicating a slower metabolic shift toward fat oxidation and ketogenesis. While plasma levels of lactate, pyruvate, and glycerol remained unchanged (fig. S3B), Hep-*Sucnr1* KO mice showed a significant increase in circulating levels of several amino acids known to serve as gluconeogenic precursors, including glutamine, threonine, alanine, proline, methionine, isoleucine, and leucine (Fig. 2J), as well as a tendency toward elevated glucagon levels (Fig. 2K), a principal hormonal driver of gluconeogenesis.

**Fig. 2.**
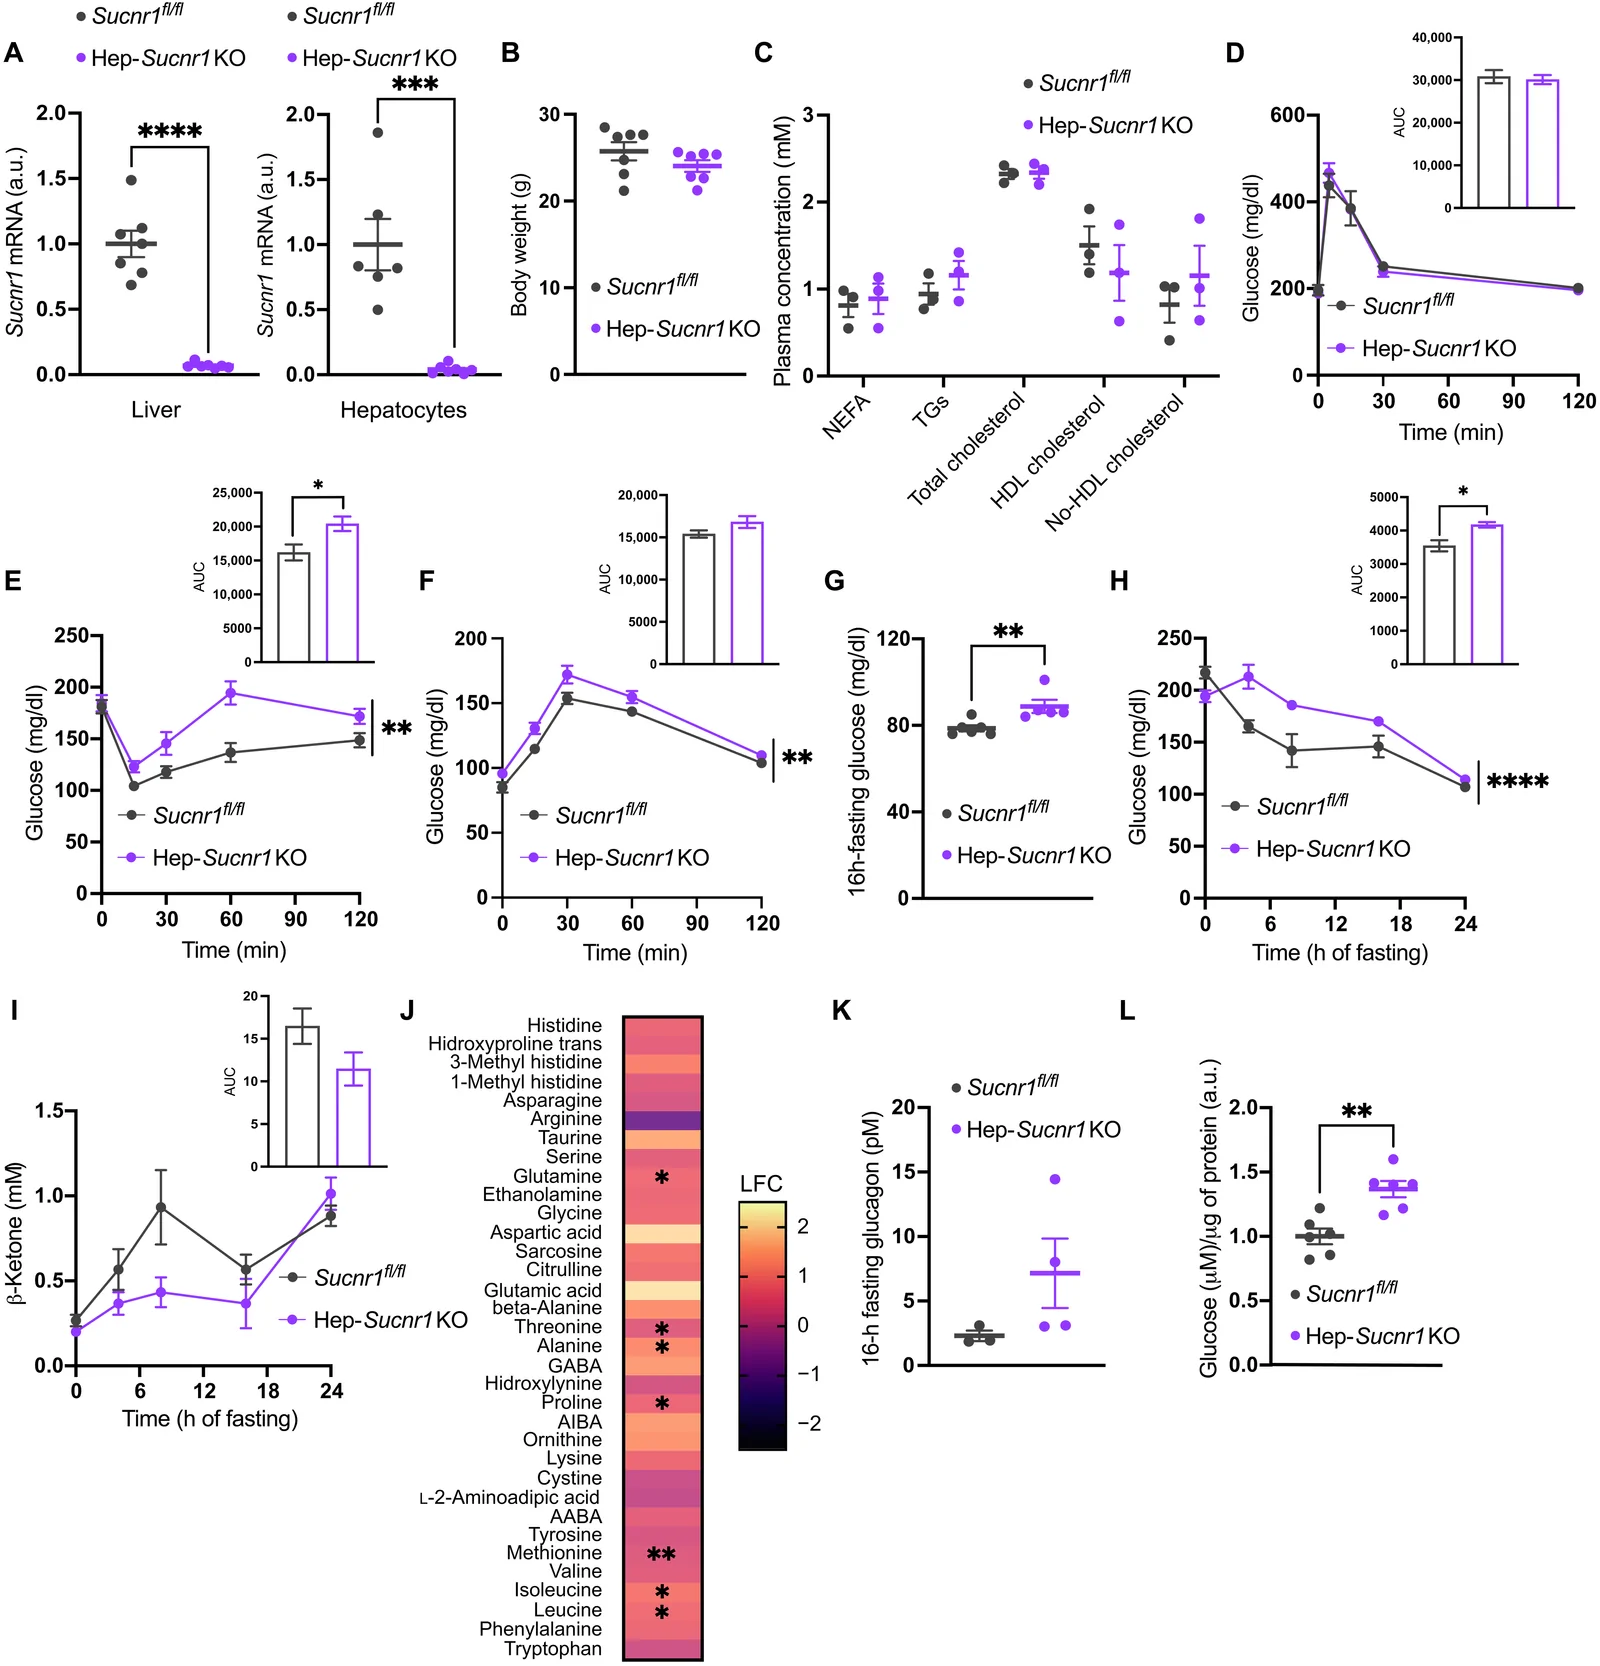
Mice lacking *Sucnr1* in hepatocytes show increased gluconeogenic capacity. Reverse transcription quantitative polymerase chain reaction (RT-qPCR) of *Sucnr1* in livers and hepatocytes from 10-week-old Hep-*Sucnr1* KO mice compared to controls (*n* = 7 to 7; 6 to 7) (**A**). Body weight (*n* = 7 to 7) (**B**). Plasma lipid profile (*n* = 3 to 3) (**C**). Glucose tolerance test and area under the curve (*n* = 6 to 3) (**D**). ITT and area under the curve (*n* = 9 to 5) (**E**). PTT and area under the curve (*n* = 9 to 9) (**F**). Glucose concentration in plasma after an o/n fasting (*n* = 6 to 5) (**G**). Glucose (**H**) and ketones (**I**) concentration in plasma in response to fasting and area under the curve (*n* = 3 to 8). Amino acids in plasma after an o/n fasting (*n* = 3 to 3) (**J**). Glucagon response in plasma to an o/n fasting (*n* = 3 to 4) (**K**). Glucose in the medium of primary hepatocytes isolated from *Sucnr1*^fl/fl^ mice and Hep-*Sucnr1* KO mice subjected to a medium without glucose supplemented with gluconeogenic precursors (*n* = 3 to 3) (**L**). Results are presented as means ± SEM or as log_2_ fold change Hep-*Sucnr1* KO versus *Sucnr1*^fl/fl^ mice (L) and statistical significance studied by two-tailed unpaired *t* test [(A), (C), (J), (K), and (L), bar graphs]; Mann-Whitney test [(B), (C), (G), and (J)]; two-way ANOVA [(D) to (F)] or mixed-effects model [(H) and (I)]; *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001. AABA, α-aminobutyric acid; AIBA, α-aminoisobutyric acid; GABA, γ-aminobutyric acid; HDL, high-density lipoprotein; NEFA, nonesterified fatty acids; TGs, triglycerides.

The potential role of SUCNR1 as a gluconeogenic inhibitor was confirmed in primary hepatocytes isolated from *Sucnr1*^fl/fl^ and Hep-*Sucnr1* KO mice. Despite no differences in the expression levels of key gluconeogenic enzymes (glucose-6-phosphatase, G6PASE; phosphoenolpyruvate carboxykinase 1, PCK1) or regulatory transcription factors (sirtuin 1, SIRT1; forkhead box O1, FOXO1) (fig. S3C), *Sucnr1*-deficient hepatocytes produced significantly more glucose when incubated in glucose-free medium supplemented with gluconeogenic precursors (Fig. 2L). These findings indicate that hepatic *Sucnr1* deficiency mimics an energy-deprived state, promoting gluconeogenesis and disrupting metabolic adaptation. This phenotype is characterized by increased circulating gluconeogenic amino acids, suggesting that enhanced hepatic glucose production may be substrate-driven rather than signaling dependent. Thus, SUCNR1 signaling appears to restrain hepatic gluconeogenic flux under fasting conditions, likely acting as a modulatory checkpoint to fine-tune glucose output and maintain energy homeostasis.

### Loss of *Sucnr1* impairs TCA cycle flux and elicits compensatory mitochondrial adaptations in hepatocytes

To further characterize the metabolic adaptations associated with *Sucnr1* deficiency, we conducted stable isotope–based flux analysis in primary hepatocytes to functionally assess changes in substrate utilization and pathway activity. When cells were treated with ^13^C-glucose, Hep-*Sucnr1* KO hepatocytes showed reduced ^13^C labeling of succinate, indicating impaired glucose oxidation via the TCA cycle (fig. S5). Nevertheless, when cells were cultured in glucose- and glutamine-rich medium, Hep-*Sucnr1* KO hepatocytes exhibited increased accumulation of glucose-6-phosphate, dihydroxyacetone phosphate, lactate, alanine, malate, and succinate (Fig. 3A), consistent with enhanced glycolytic flux, anaplerotic entry into the TCA cycle, and augmented amino acid catabolism.

**Fig. 3.**
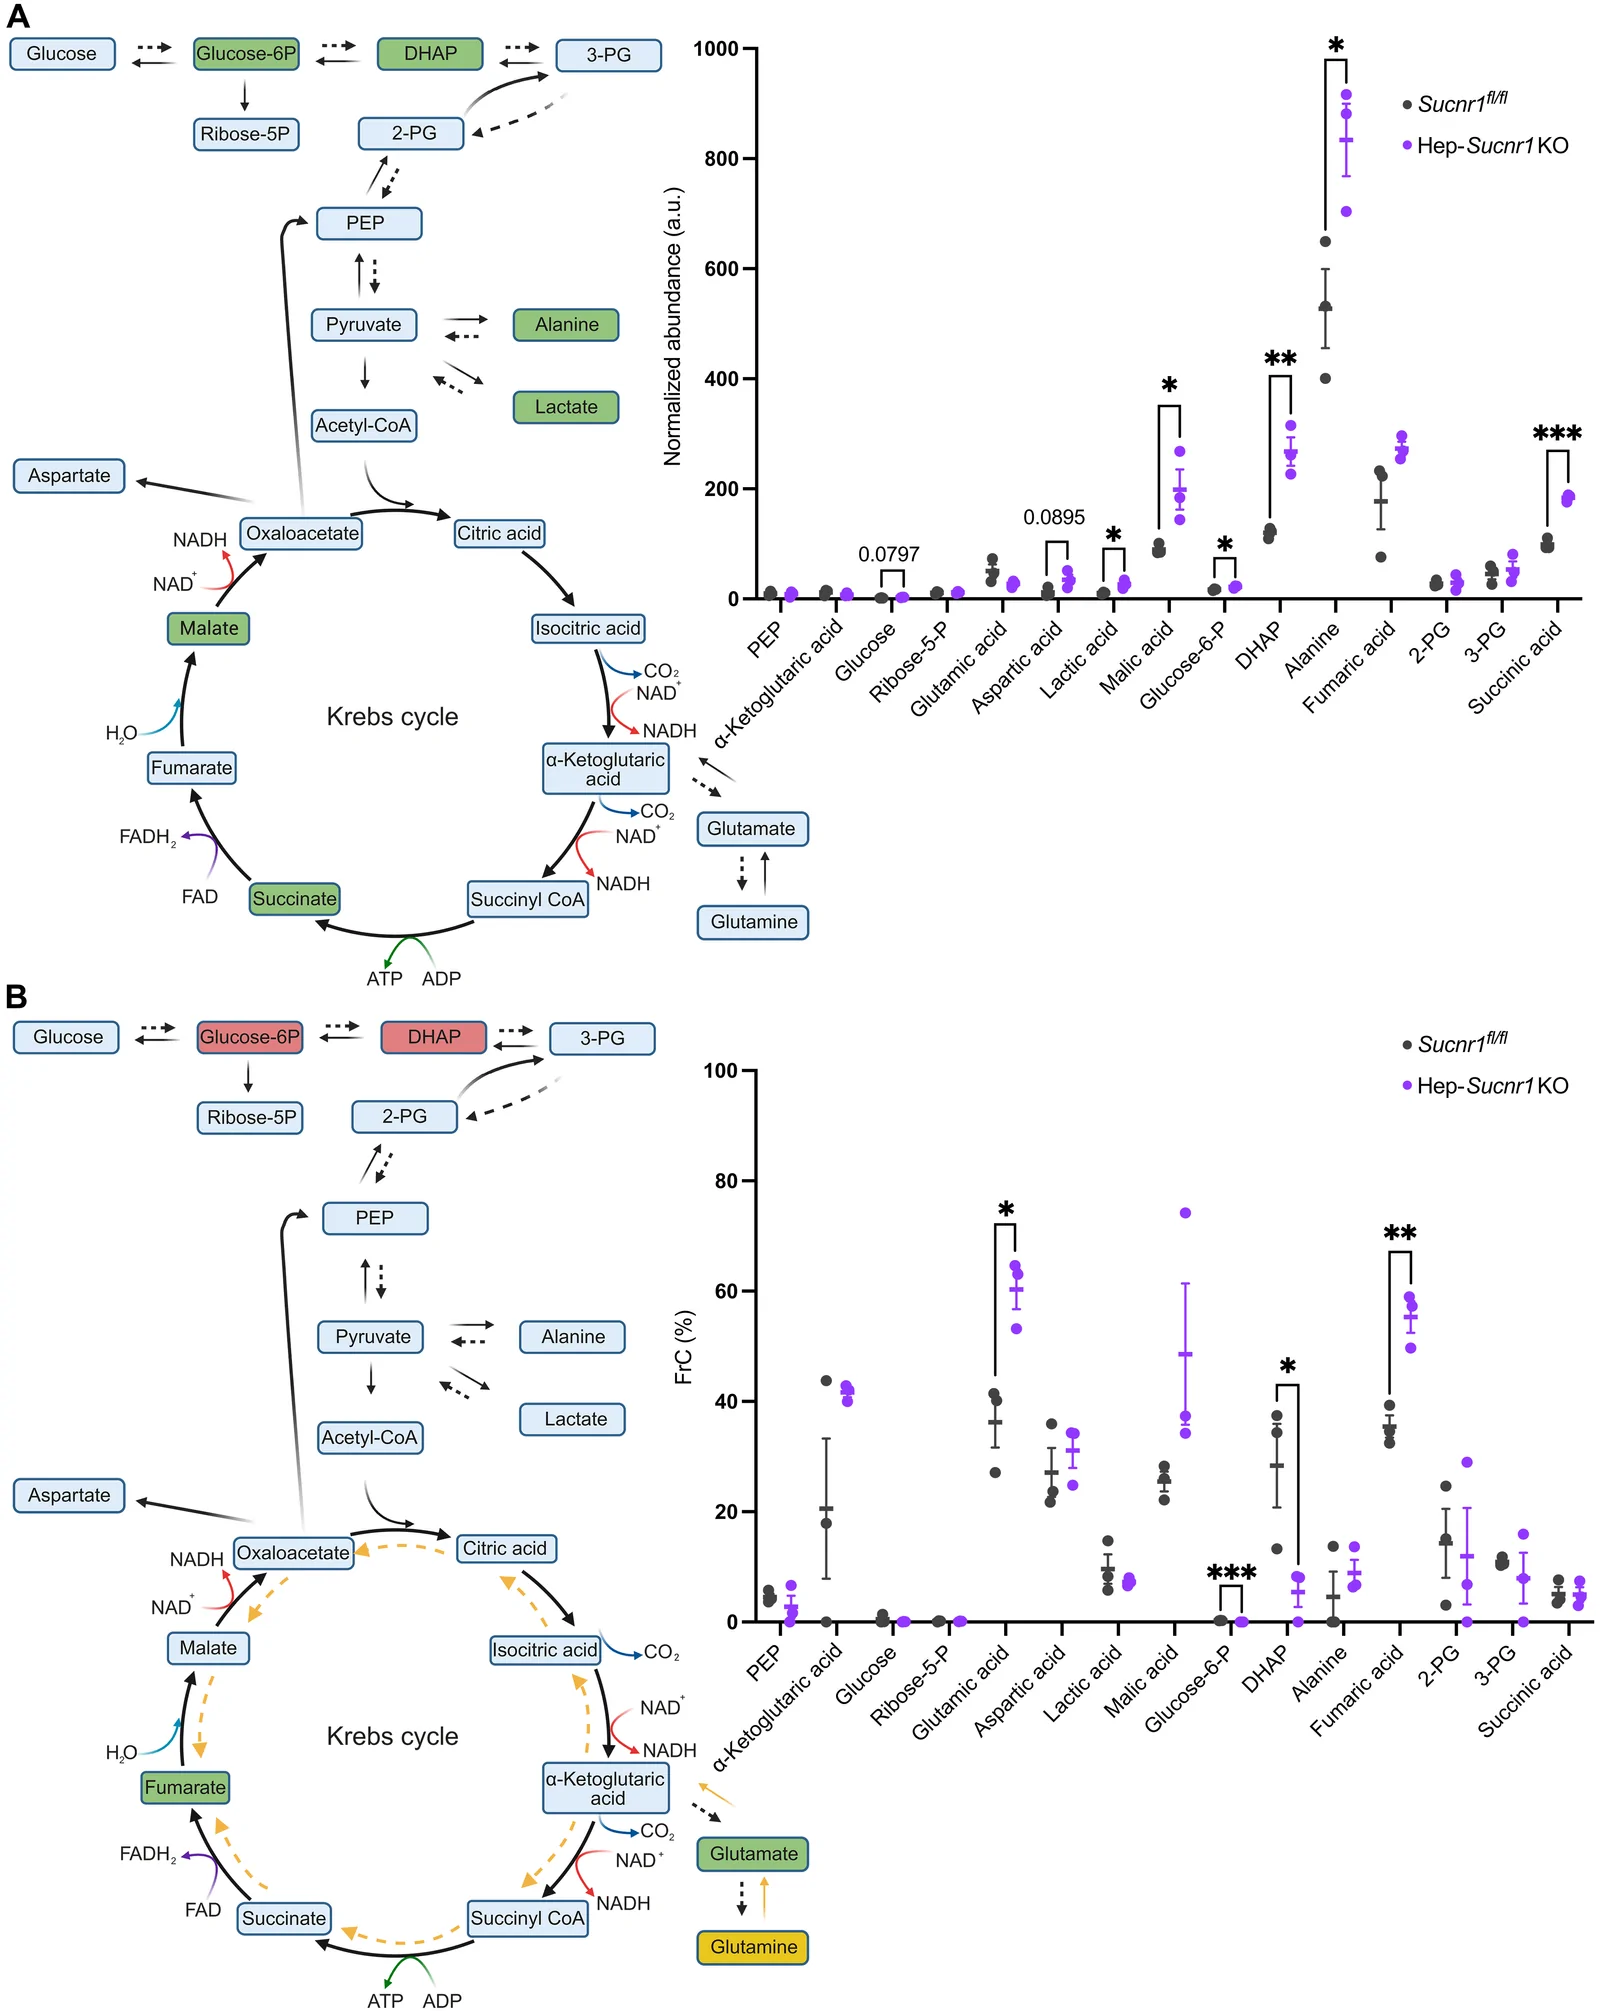
*Sucnr1* deletion regulates glutamine metabolism in hepatocytes. Normalized abundance (**A**) and fractional enrichment (**B**) of glycolytic, gluconeogenic, and TCA or Krebs cycle intermediates in response to ^13^C-glutamine administration to *Sucnr1*^fl/fl^ and Hep-*Sucnr1* KO hepatocytes for 1 hour (*n* = 3 to 3). Results are presented as means ± SEM and statistical significance studied by two-tailed unpaired *t* test or Mann-Whitney test; *P < 0.05; **P < 0.01; ***P < 0.001; green, up-regulated; red, down-regulated; yellow, suspected carbon flow. DHAP, dihydroxyacetone phosphate; glucose-6-P, glucose-6-phosphate; PEP, phosphoenolpyruvate; ribose-5-P, ribose-5-phosphate; 2-PG, 2-phosphoglycerate; 3-PG, 3-phosphoglycerate. Created in BioRender. Fernández-Veledo, S. (2026) https://BioRender.com/6yx74jq.

Tracing experiments using ^13^C-labeled glutamine revealed a significant increase in the fractional enrichment of glutamic acid and fumarate, along with a concomitant reduction in the labeling of glucose-6-phosphate and dihydroxyacetone-phosphate (Fig. 3B). These results suggest that glutamine is increasingly redirected toward oxidative TCA cycle anaplerosis to compensate for diminished glucose oxidation, as well as toward the reductive carboxylation pathway, possibly reflecting a disrupted NAD^+^/NADH balance and mitochondrial adaptation (*18*). Together, these findings highlight a critical role for SUCNR1 in sustaining mitochondrial TCA cycle activity and substrate-dependent anaplerosis and underscore its importance in maintaining hepatic metabolic flexibility.

To determine whether these alterations in substrate utilization and TCA cycle flux translate into functional changes in cellular energy metabolism, and given that succinate serves as a key indicator of mitochondrial bioenergetic state by linking TCA cycle activity to mitochondrial electron transport (*19*), we next assessed the role of SUCNR1 in mitochondrial respiration using Seahorse extracellular flux analysis. In murine AML12 hepatocytes, silencing *Sucnr1* via small interfering RNA (siRNA) (fig. S6A) led to a marked reduction in mitochondrial respiration when using substrates glucose, glutamine, and pyruvate, as evidenced by a decreased oxygen consumption rate (OCR) (fig. S6B). Concurrently, extracellular acidification rate (ECAR) was also reduced (fig. S6C), suggesting impaired glycolytic flux and overall reduced metabolic activity under these conditions. These findings were replicated in human THLE-2 cells treated with an SUCNR1 antagonist and were reversed by the SUCNR1 agonist *cis*-epoxysuccinic acid (fig. S6, D and E). The reduced mitochondrial respiration was accompanied by a decrease in the proportion of mitochondria with polarized membranes (fig. S6F), while the expression of oxidative phosphorylation (OXPHOS) subunits remained unchanged (fig. S6G). By contrast, Seahorse analysis of primary hepatocytes isolated from global *Sucnr1* KO (*Sucnr1*^−/−^) mice (Fig. 4, A and B) or Hep-*Sucnr1* KO mice (Fig. 4, C and D) revealed no significant differences in either the OCR or ECAR compared to wild-type (WT) or *Sucnr1*^fl/fl^ controls, respectively. This was accompanied by an elevated basal respiration, phosphorylating respiration, proton leak, and adenosine triphosphate (ATP) production in isolated liver mitochondria from Hep-*Sucnr1* KO mice supplied with succinate in the presence of rotenone, thereby providing electrons to CII and blocking CI, respectively (Fig. 4E). In contrast, respiration supported by CI substrates malate and pyruvate was unaltered across mitochondria from the different genotypes (fig. S6H). These results suggest that enhanced CII-supported respiratory capacity may represent an adaptive response to reduced TCA cycle flux, although this increase does not appear to be sufficient to markedly alter cellular respiration under substrate-limited conditions in vivo. Transmission electron microscopy of liver tissue from Hep-*Sucnr1* KO mice confirmed adaptive structural mitochondrial modifications, showing reduced mitochondrial area and perimeter, alongside increased circularity, and without changes in the number of mitochondria (Fig. 4, F and G), consistent with a fragmented or immature phenotype. These ultrastructural alterations occurred without differences in the expression of electron transport chain complexes (Fig. 4H), suggesting that enzyme abundance does not account for the observed differences in respiration of isolated mitochondria.

**Fig. 4.**
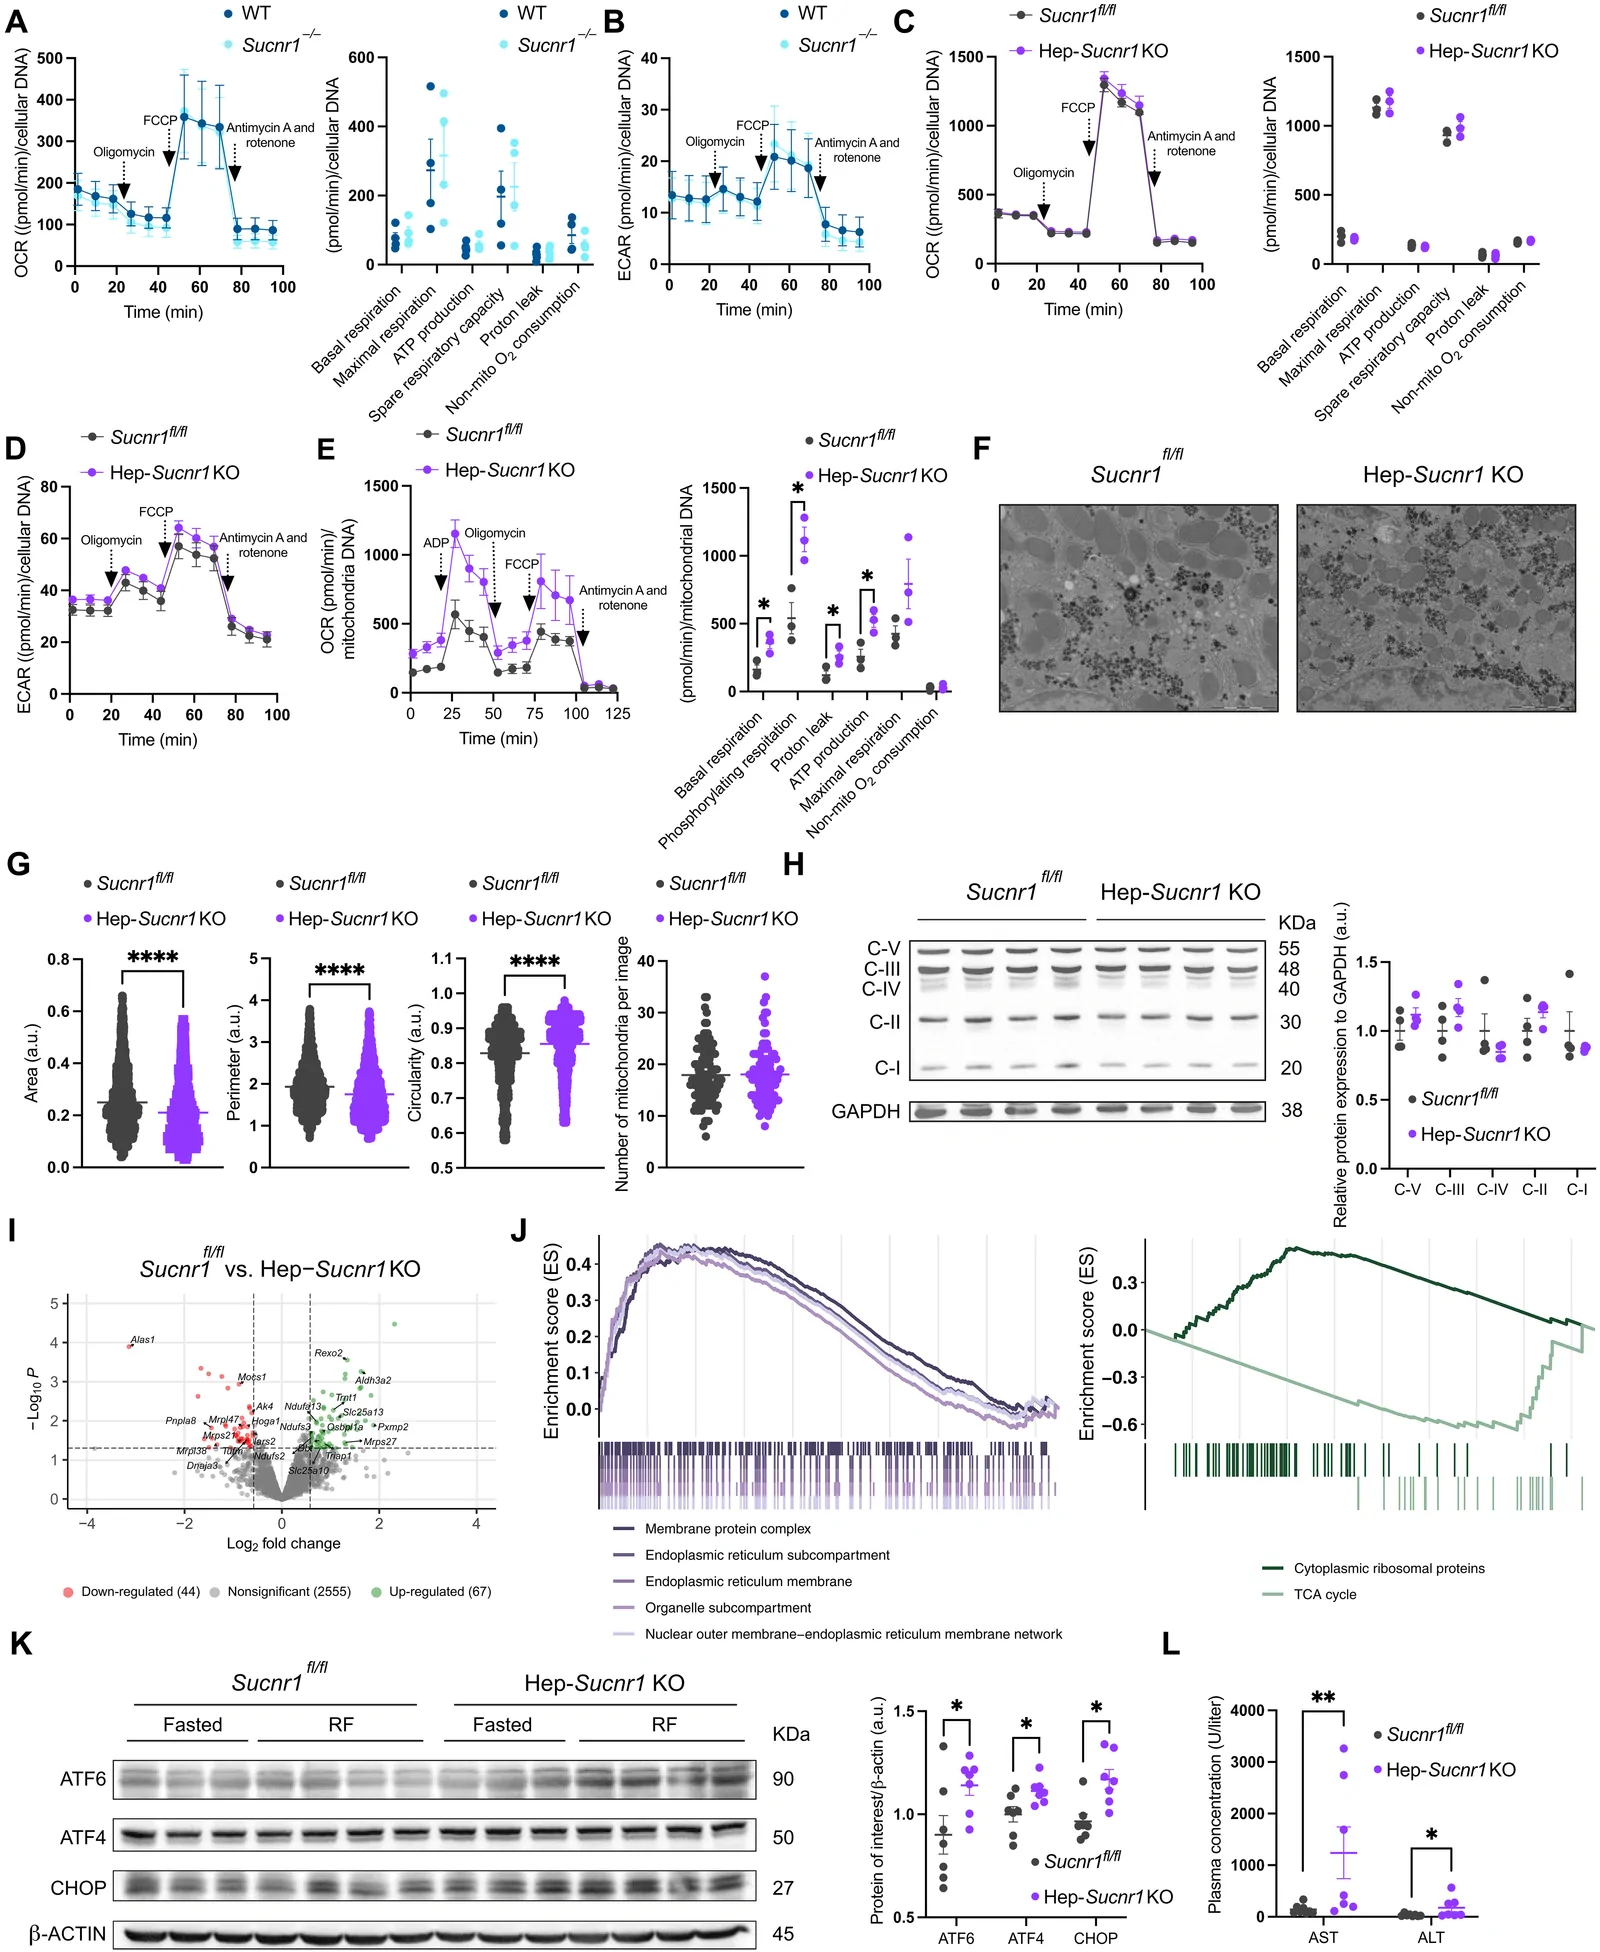
Lack of *Sucnr1* elicits compensatory mitochondrial adaptations and mild hepatic stress. OCR, basal and maximal respiration, ATP production, spare respiratory capacity, proton leak, and nonmitochondrial O_2_ consumption in primary hepatocytes from WT and *Sucnr1*^−/−^ mice; substrates: 10 mM glucose, 2 mM l-glutamine, 1 mM sodium pyruvate (*n* = 4 to 4) (**A**). ECAR under the same conditions (*n* = 4 to 4) (**B**). OCR parameters [as in (A)] and ECAR in primary hepatocytes isolated from *Sucnr1*^fl/fl^ and Hep-*Sucnr1* KO mice (*n* = 3 to 3) (**C** and **D**). OCR, basal respiration, phosphorylating respiration, proton leak, ATP production, maximal respiration, and nonmitochondrial O_2_ consumption in isolated mitochondria from *Sucnr1*^fl/fl^ and Hep-*Sucnr1* KO livers; substrates: 10 mM succinate, 2 μM rotenone (*n* = 3 to 3) (**E**). Transmission electron microscopy images of *Sucnr1*^fl/fl^ and Hep-*Sucnr1* KO livers (**F**). Area, perimeter, circularity, and number of mitochondria in the liver (*n* = 4 to 4) (**G**). Western blot of total OXPHOS complexes in liver extracts (*n* = 4 to 4) (**H**). Volcano plot of liver proteomics: Hep-*Sucnr1* KO versus *Sucnr1*^fl/fl^; labeled gene symbols denote mitochondrial proteins with *P* < 0.05 and −0.58 < log_2_ fold change <0.58 (*n* = 3 to 3) (**I**). Significantly enriched GO cellular component and Wiki pathways between genotypes (*n* = 3 to 3) (**J**). Immunoblot of ATF6, ATF4, and CHOP in o/n fasted (fasted) and o/n fasted plus 2 hours of refeeding (RF) livers, with densitometry normalized to β-actin (*n* = 7 to 7) (**K**). Plasma AST and ALT (*n* = 8 to 7) (**L**). Results are presented as means ± SEM; statistical analyses: two-tailed unpaired *t* test [(A), (B), (C), (D), (E), (H), and (K)] or Mann-Whitney test [(G), (H), (K), and (L)]. Proteomics are shown as log_2_ fold changes with limma’s empirical Bayes moderated *t* statistics (I). Pathway enrichment is presented as running enrichment scores (ES) across the ranked gene list (J); *P < 0.05; **P < 0.01; and ****P < 0.0001. ALT, alanine transaminase; AST, aspartate transaminase; ATF4, activating transcription factor 4; ATF6, activating transcription factor 6; C, complex; CHOP, C/EBP homologous protein.

To further substantiate these findings, we performed quantitative liver proteomics under fasting conditions. We identified 147 significantly altered proteins in Hep-*Sucnr1* KO mice relative to controls (*P* < 0.05), 111 of which met both statistical significance and log_2_ fold change thresholds (−0.58 < × < 0.58) (Fig. 4I and table S1). Cross-referencing this dataset with the Mouse MitoCarta 3.0 database revealed that 24 of the dysregulated proteins are mitochondrially localized, which are named in Fig. 4I. Down-regulated proteins were primarily involved in mitochondrial protein translation (e.g., proteins encoded by *Tufm*, *Mrpl38*, *Mrps21*, and *Mrpl47* genes), heme biosynthesis (*Alas1*), phospholipid metabolism (Pnpla8), and energy homeostasis (*Ak4*), whereas up-regulated proteins included proteins with aldehyde dehydrogenase (NAD+) activity (*Aldh3a2*), components of CI (*Ndufa13*, *Ndufs2*, and *Ndufs3*), proteins related to amino acid metabolism (*Dbt*), metabolite transport and gluconeogenesis (*Slc25a10*), and regulation of mitochondrial transcription and apoptosis (e.g., *Rexo2* and *Triap1*), among others. Gene set enrichment analysis (GSEA) revealed a significant up-regulation of pathways related to endoplasmic reticulum (ER) stress, membrane complexes, and organelle interactions [Gene Ontology (GO) Cellular Component analysis], alongside a marked down-regulation of the TCA cycle components (Wiki pathways) (Fig. 4J), indicative of increased cellular stress and impaired mitochondrial metabolic function. Although no overt histological changes were detected (fig. S7), mediators of unfolded protein response (UPR) and integrated stress response (ISR) activating transcription factor 6 (ATF6), ATF4, and C/EBP homologous protein (CHOP), which were not responsive to refeeding, were elevated in Hep-*Sucnr1* KO livers under fasting plus refeeding conditions (Fig. 4K). Consistently, higher plasma aspartate transaminase (AST) and alanine transaminase (ALT) levels were observed in Hep-*Sucnr1* KO mice (Fig. 4L), suggesting subclinical liver injury likely related to fuel-limited mitochondria. These data identify SUCNR1 as a regulator of oxidative fluxes and show that its loss elicits mitochondrial adaptation, resulting in mild but measurable hepatic damage.

### *Sucnr1* deficiency disrupts hepatic protein response during metabolic transition from fasting to refeeding

Given the link between mitochondrial dysfunction and reduced metabolic flexibility, we assessed the impact of *Sucnr1* deficiency on the hepatic adaptation to refeeding following fasting. Using a quantitative proteomics approach, we observed a marked impairment in the hepatic proteomic response of Hep-*Sucnr1* KO mice compared to controls after a 2-hour refeeding period. Specifically, while 475 proteins were significantly regulated in the control group, only 195 were differentially expressed in Hep-*Sucnr1* KO mice (table S1 and Fig. 5A). Among the top 20 proteins regulated by refeeding in controls, only five overlapped with those in the Hep-*Sucnr1* KO mice (encoded by *Chmp1a*, *Chchd2*, *Pygl*, *Agfg1*, *Necap1* genes; Fig. 5B), and the top 20 proteins identified in Hep-*Sucnr1* KO mice displayed a distinct pattern (Fig. 5B and fig. S8, A and B). Pathway enrichment analysis further revealed blunted activation of key pathways across GO categories (Biological Process and Cellular Component) and Reactome pathways. Although different pathways were modulated in each group, control mice exhibited mostly enriched pathways, such as intracellular transport and ER membrane–related processes. Conversely, in Hep-*Sucnr1* KO mice, refeeding led primarily to pathway down-regulation, including OXPHOS and inner mitochondrial membrane complex (Fig. 5C). The blunted refeeding-induced increase in binding immunoglobulin (IgG) protein and phosphorylated eukaryotic translation initiation factor 2 alpha (p-eIF2α)/total eIF2α ratio in Hep-*Sucnr1* KO livers supported the pathway enrichment in the proteomic analysis (fig. S8C). Consistent with these findings, the typical fasting-induced suppression of mTOR phosphorylation observed in the control mice was impaired in the Hep-*Sucnr1* KO mice (Fig. 5D), and the physiological refeeding response was attenuated, as evidenced by reduced hepatic glycogen accumulation (Fig. 5E) and altered circulating amino acid profiles (Fig. 5F). These findings indicate that SUCNR1 is essential for the hepatic adaptation to fasting-refeeding transitions, and its deficiency might compromise nutrient handling, leading to metabolic inflexibility.

**Fig. 5.**
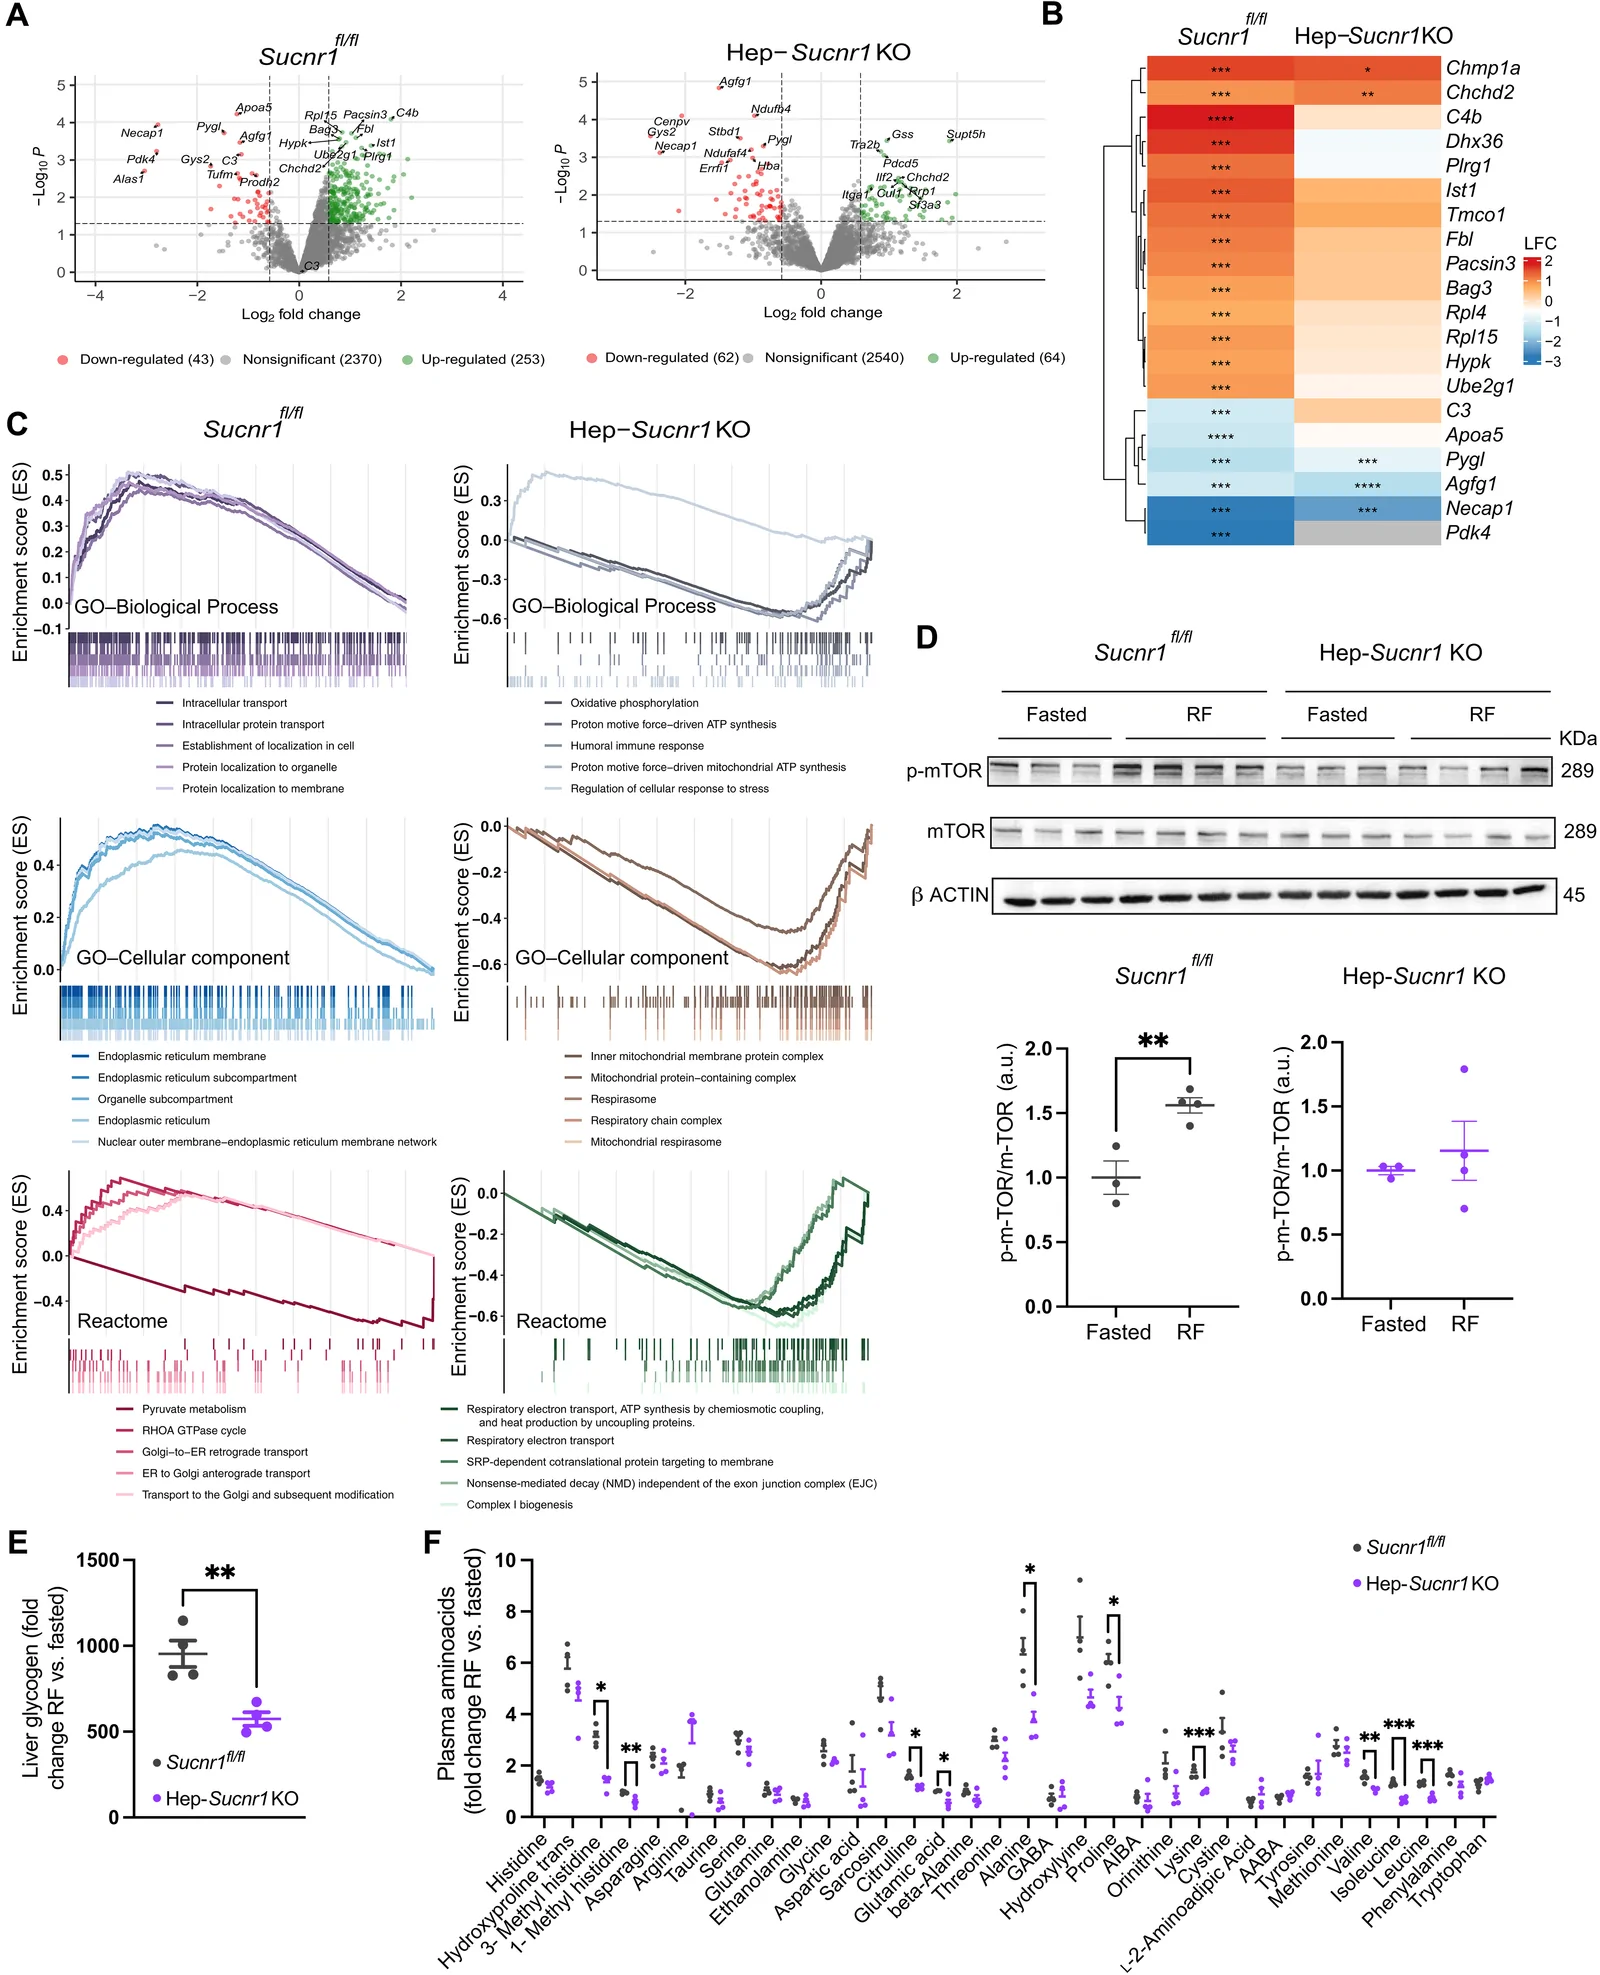
Lack of *Sucnr1* in hepatocytes reduces the hepatic refeeding response. Twelve-week-old *Sucnr1*^fl/fl^ and Hep-*Sucnr1* KO mice were subjected to o/n fasting (fasted) or o/n fasting +2 hours of refeeding (RF), and the livers and plasma were collected for analysis. Volcano plot illustrating the differential protein expression between RF and fasting in *Sucnr1*^fl/fl^ (left) and Hep-*Sucnr1* KO (right) mice with *P* value <0.05 and −0.58 < log_2_ fold change <0.58 (*n* = 3 to 4) (**A**). Log_2_ fold change (LFC) RF versus fasting in *Sucnr1*^fl/fl^ and Hep-*Sucnr1* KO of the top 20 most significantly different proteins in *Sucnr1*^fl/fl^ mice (*n* = 4 to 4) (**B**). GSEA for GO Biological Process, GO Cellular Component, and Reactome pathways in *Sucnr1*^fl/fl^ (top) and Hep-*Sucnr1* KO (bottom) mice (*n* = 3 to 4) (**C**). Western blot analysis of phosphorylated mTOR (p-mTOR) and total mTOR, with densitometric quantification of the p-mTOR/total mTOR ratio in livers of *Sucnr1*^fl/fl^ and Hep-*Sucnr1* KO mice in Fasted (*n* = 3) and RF (*n* = 4) conditions, normalized to β actin (**D**). Fold change of glycogen content RF versus fasting in the livers of *Sucnr1*^fl/fl^ and Hep-*Sucnr1* KO mice (*n* = 4 to 4) (**E**). Fold change of plasma amino acids RF versus fasting in *Sucnr1*^fl/fl^ and Hep-*Sucnr1* KO mice (*n* = 3 to 4) (**F**). Results are presented as log_2_ fold changes with limma’s empirical Bayes moderated *t* statistics [(A) and (B)] or as running enrichment score (ES) across the ranked gene list, with vertical bars marking the positions of pathway members (C). Results are shown as means ± SEM and statistical significance studied by two-tailed unpaired *t* test [(D) to (F)] or Mann-Whitney test [(D) and (F)]; *P < 0.05; **P < 0.01; ***P < 0.001. GABA, γ-aminobutyric acid; AIBA, α-aminoisobutyric acid; AABA, α-aminobutyric acid.

### SUCNR1 is postnatally induced, enriched in pericentral hepatocytes, and regulates pericentral metabolism

Last, to determine the potential link between the succinate-SUCNR1 axis and the metabolic programming of hepatocytes across liver zones, we assessed SUCNR1 spatial and temporal expression in the liver. Immunohistochemical analysis of liver sections from control adult mice revealed that SUCNR1 was predominantly localized in pericentral hepatocytes (Fig. 6A). Although not specifically reported in the original studies, we interrogated publicly accessible supplementary datasets and identified a central expression pattern of *Sucnr1* in liver endothelial cells (LECs) isolated and profiled according to a c-Kit–based zonation protocol (Fig. 6B) (*20*, *21*) and in paired hepatocytes-LECs (Fig. 6C) (*21*). Since liver zonation is established during postnatal development, we examined *Sucnr1* expression at key developmental stages: embryonic day 19.5 (E19.5); postnatal days 5, 10, and 14 (P5, P10, and P14); and in 3-month-old adult mice. Our results showed a significant increase in *Sucnr1* mRNA expression during early postnatal development, with levels 20-fold higher at P10 and P14 compared to E19.5, and a 30-fold increase in adult mice (Fig. 6D). In addition, the expression of succinate transporters (*Slc13a3*, *Slc16a1*, and *Slc22a7*) also presented an early postnatal regulation (fig. S9).

**Fig. 6.**
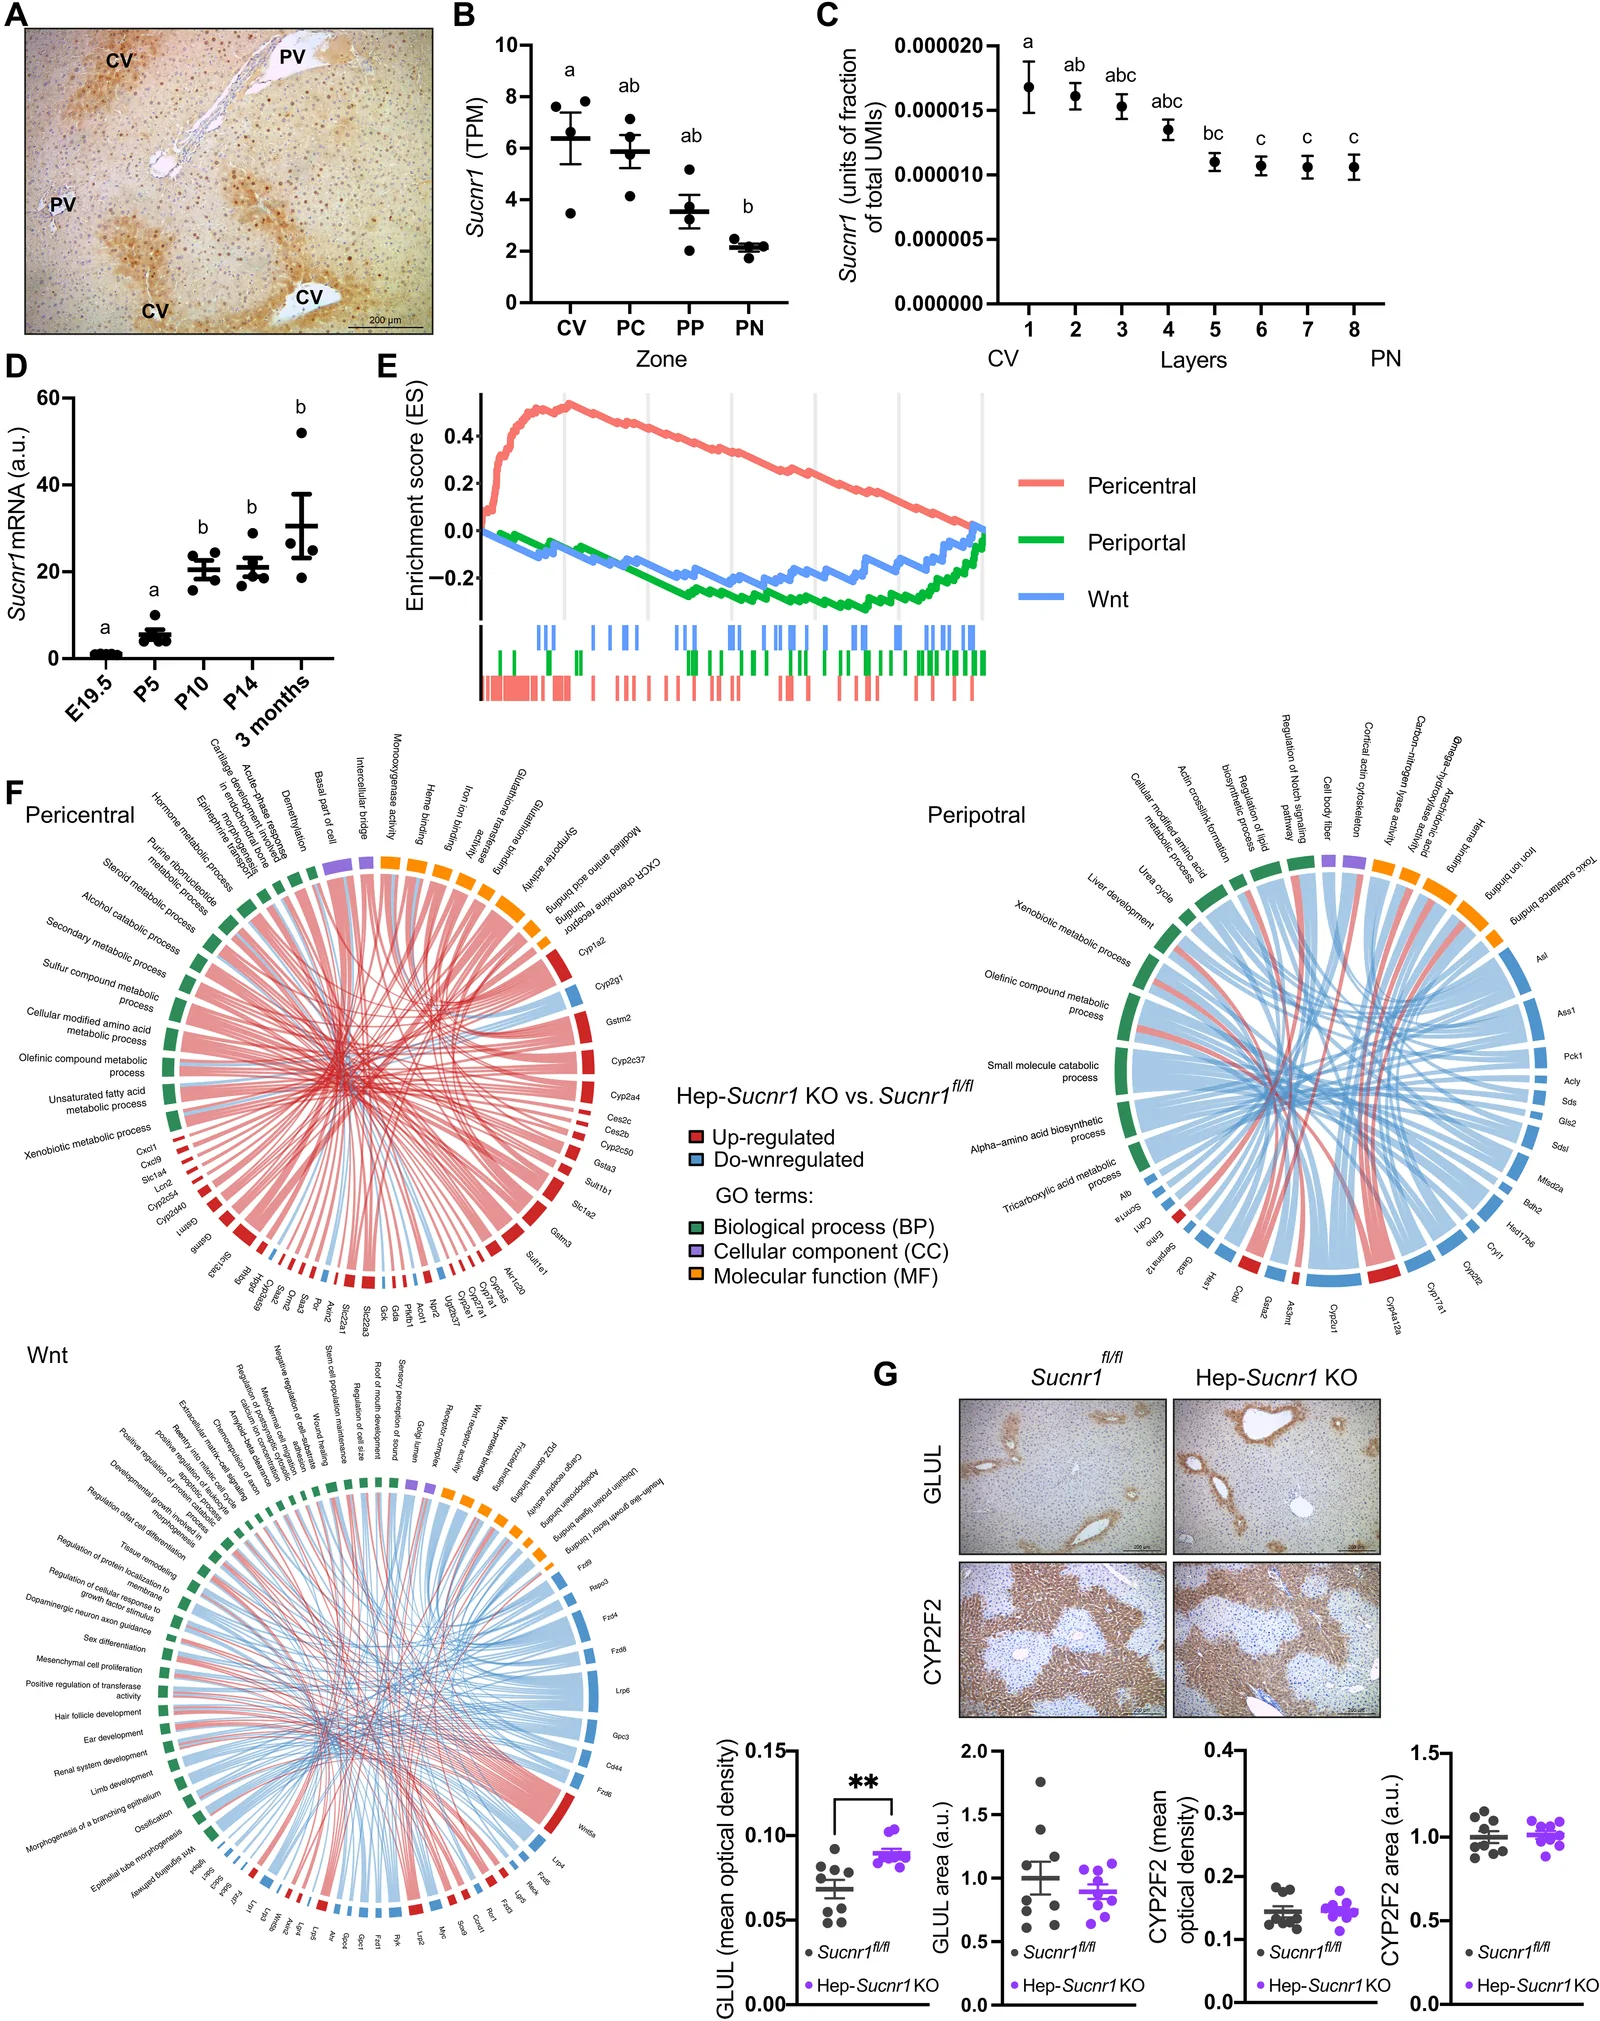
SUCNR1 is up-regulated in the liver during postnatal development, enriched pericentrally, and controls zonation-associated transcripts. SUCNR1 immunohistochemistry in adult WT mouse liver (**A**). *Sucnr1* expression (transcripts per million, TPM) in CD146 magnetic bead–prepurified LECs isolated from 30 C57BL/6 mice by fluorescence-activated cell sorting with c-kit antibody to separate four zones based on the gradient of expression along the porto-central axis of this protein (*21*): portal node (PN), periportal zone (PP), pericentral zone (PC), and central vein (CV) [data from table S1 in reference (*20*)] (**B**). *Sucnr1* expression [fraction of total unique molecular identifiers (UMIs)] in paired hepatocytes-LECs, isolated from three C57BL/6 mice assigned to layers one to eight according to zonation probability based on the expression of 21 pericentral and 30 periportal genes [data from table S5 in reference (*21*)] (**C**). RT-qPCR of *Sucnr1* mRNA in WT mouse liver at E19.5, P5, P10, and P14 (P5 to P14), and 3 months of age (*n* = 4 to 5) (**D**). GSEA of pericentral, periportal, and Wnt pathway gene signatures from hepatocytes’ transcriptomics data (Hep-*Sucnr1* KO mice versus *Sucnr1*^fl/fl^ mice) (*n* = 3 to 3) (**E**). Chord diagram of gene ontologies overrepresentation analysis in pericentral, periportal, and Wnt gene sets (*n* = 3 to 3) (**F**). Immunohistochemistry for glutamine synthetase (GLUL) and cytochrome P450 2F2 (CYP2F2) in *Sucnr1*^fl/fl^ and Hep-*Sucnr1* KO livers with quantification of mean optical density and stained area (*n* = 3 to 3) (**G**). Results are presented as means ± SEM; one-way ANOVA with Tukey’s multiple comparisons test (*P* < 0.05 indicated by different letters) [(B) to (D)]. GSEA results are shown as running enrichment scores (ES) across the ranked gene list (E). Results are shown as chord diagrams, with connection widths proportional to the absolute log_2_ fold change of each gene (F). Results are presented as means ± SEM and statistical significance studied by two-tailed unpaired *t* test or Mann-Whitney test (G); **P < 0.01.

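In the GSEA on the counts, the enrichment score reached 0.72 for the pericentral set, and 42 of its genes, 53.2% of the set, stood in the leading edge. The enrichment score was −0.55 for the periportal set, with 22 leading-edge genes (50.0%), and −0.45 for the Wnt pathway set, with 20 leading-edge genes (43.5%). Both genotypes were present on both extraction days, so the sets were also compared within each day. On day 1, with 1 library of each genotype and thus no replicate check, the median log2 fold change was 0.27 over the pericentral, −0.24 over the periportal and −0.15 over the Wnt pathway set. On day 2, with 2 libraries of each genotype, the medians were 0.26, −0.11 and −0.02. With 1 library of each genotype on day 1, no exact test of a difference between the days could be made. With only the day 2 libraries in the fit, the NES of the Wnt pathway set was −1.21 and its adjusted p in GSEA rose to 0.165.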

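The chord diagram shows only the most changed genes per parent term of the Gene Ontology (GO), and the paper's data for the figure list all the genes that it assigns to a term, with their directions. The 9 terms named in the text of the results hold 63 genes of the 3 sets, each counted once per set, and the count table gave 62 of them the direction in those data. With DESeq2, the package that the paper used, in place of edgeR it was 63. The paper's directions come from the same 6 libraries, so this is a comparison of 2 calculations and not independent evidence. An unadjusted p below 0.05 was reached by 6 of the 63 genes and an FDR below 0.05 by 0. Without Hep-*Sucnr1* KO replicate 4 the number of genes with the paper's direction was 40, and with each of the other libraries left out it was at most 54.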

Given that proteins regulated during postnatal development are known to orchestrate liver maturation and establish spatial hepatic identity (*22*), we investigated whether hepatic *Sucnr1* deficiency affects liver zonation. To this end, we conducted RNA sequencing (RNA-seq) analysis of primary hepatocytes isolated from *Sucnr1*^fl/fl^ and Hep-*Sucnr1* KO mice, focusing specifically on a curated set of liver zonation-associated genes and Wnt signaling components recently defined as key mediators of hepatic spatial patterning (full gene list in table S2) (*15*). 

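RNA was extracted from primary hepatocytes of 3 *Sucnr1* fl/fl and 3 Hep-*Sucnr1* KO mice after overnight culture on collagen, on 2 extraction days, and poly(A) RNA was sequenced as stranded paired-end libraries. One library of each genotype came from extraction day 1 and 2 libraries of each genotype from extraction day 2. The authors aligned the reads to GRCm38, counted read pairs on the genes of the Ensembl annotation and deposited these counts without normalization, for 25184 genes in 6 libraries. The total counts on genes were 38770694, 30504248 and 31817961 in *Sucnr1* fl/fl replicates 1, 2 and 3, with a median of 31817961, and 30903075, 34249741 and 34365399 in Hep-*Sucnr1* KO replicates 3, 4 and 5, with a median of 34249741. The 20 genes with the most counts took between 23.3 and 26.9% of a library. For the comparison of genotypes, counts were scaled with edgeR's TMM factors, genes with a mean normalized count above 5 were kept, and a quasi-likelihood model with extraction day and genotype was fitted to the remaining 15105 genes. The setting of the counting for read pairs that match several genes is not stated in the paper's text, so values of near-identical paralogs, such as members of the Cyp2c or Gstm families, can include reads of one another. The names of the library indexes fall into 2 series, with *Sucnr1* fl/fl replicates 1 and 2 in one and the other 4 libraries in the other, so the index series is partly confounded with genotype.
The deleted gene, *Sucnr1* (ENSMUSG00000027762), lies on chromosome 3 of GRCm38 from 60081869 to 60087566. Its counts were 258, 118 and 103 in *Sucnr1* fl/fl replicates 1, 2 and 3 and 84, 28 and 5 in Hep-*Sucnr1* KO replicates 3, 4 and 5. After normalization this was 4.55 ± 1.87 CPM (counts scaled to the library total; SD, n = 3) in *Sucnr1* fl/fl and 1.21 ± 1.30 CPM (SD, n = 3) in Hep-*Sucnr1* KO hepatocytes. Every Hep-*Sucnr1* KO library was below every *Sucnr1* fl/fl library, and the two-sided exact permutation test gave p = 0.1, the smallest p that 3 mice against 3 allow. The log2 fold change was −2.23 (standard error 0.54), with an unadjusted p of 0.00444 and an FDR of 0.998 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all genes tested. With DESeq2's Wald test in place of edgeR the log2 fold change was −2.315, with an adjusted p of 0.0328, and over the alternatives with edgeR the adjusted p of the log2 fold change of Sucnr1 ranged from 0.348 to 1. On simulated counts DESeq2 called more unchanged genes than its threshold allows, so its adjusted p may be too small. With each library left out in turn the log2 fold change with edgeR stayed between −2.82 and −1.71. Relative to the mean of the *Sucnr1* fl/fl libraries of the same day, Hep-*Sucnr1* KO replicate 3 kept 39.6% of the *Sucnr1* CPM, replicate 4 kept 23.8% and replicate 5 kept 4.37%. These counts cover the whole gene, whereas the loxP sites of the allele flank exon 2 only, so reads of other exons can remain. They cannot show how much functional *Sucnr1* was left. By RT-qPCR the paper found negligible *Sucnr1* in primary hepatocytes (Fig. 2A).

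**Figure D1:**
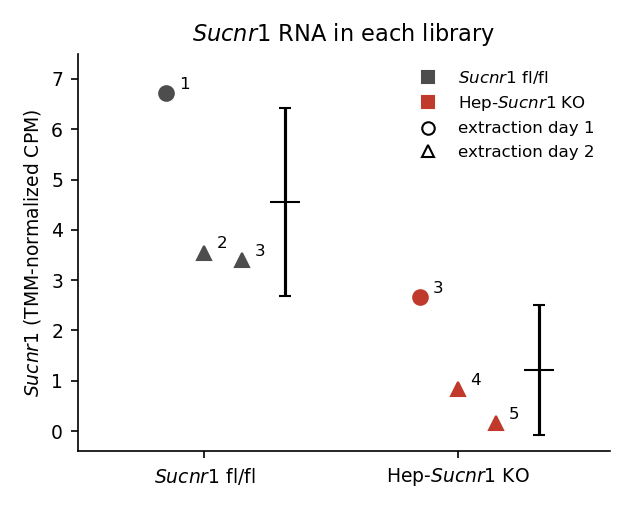
*Sucnr1* RNA in TMM-normalized CPM in each library, by genotype; each point is 1 library with its replicate number, circles are extraction day 1 and triangles extraction day 2, and the bars give the mean and SD of 3 libraries. The Hep-*Sucnr1* KO libraries lie at 2.66, 0.827 and 0.152 CPM, each below every *Sucnr1* fl/fl library.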

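The genes were ranked by the log2 fold change of Hep-*Sucnr1* KO against *Sucnr1* fl/fl hepatocytes, and the 3 gene sets were tested with preranked gene set enrichment analysis (GSEA). The normalized enrichment score (NES) was 2.48 for the pericentral set (adjusted p = 2.03e-11 from permutation of genes), −1.81 for the periportal set (adjusted p = 0.0020) and −1.51 for the Wnt pathway set (adjusted p = 0.0217). The median log2 fold change was 0.36 over the pericentral set, with 63 of its 79 genes higher and 16 lower in Hep-*Sucnr1* KO hepatocytes, −0.14 over the periportal set, with 10 of 44 genes higher, and −0.07 over the Wnt pathway set, with 15 of 46 genes higher. Among 10000 random lists of the same size matched on mean expression, these medians lay at percentiles 100, 0.01 and 1.9. No gene of the 3 sets had an FDR below 0.05 over all genes tested, and 9 pericentral, 5 periportal and 4 Wnt pathway genes had an unadjusted p below 0.05. Adjusted over the list alone, 1 pericentral gene, *Gstm3*, passed 0.05 with an adjusted p of 0.0441. It is named after its value was seen, and it shares near-identical sequence with other Gstm genes.
Permutation of genes takes no account of the spread between mice. In each library the score of a set was taken as the median, over its genes, of the deviation of log2 CPM from the mean of the 6 libraries. The pericentral score was −0.24, −0.01 and −0.13 in *Sucnr1* fl/fl replicates 1, 2 and 3 and −0.01, 0.71 and −0.38 in Hep-*Sucnr1* KO replicates 3, 4 and 5. Hep-*Sucnr1* KO replicates 4 and 5 were thus the highest and the lowest of the 6 libraries. The difference between the genotypes was smaller than the spread between mice for the pericentral set (−0.13 ± 0.12 in *Sucnr1* fl/fl and 0.11 ± 0.56 in Hep-*Sucnr1* KO hepatocytes, SD, n = 3 each, two-sided exact permutation test, p = 0.8). It was smaller than that spread for the periportal set too (0.08 ± 0.27 and −0.10 ± 0.32, SD, n = 3 each, exact p = 0.5), and of the size of the spread for the Wnt pathway set (0.05 ± 0.08 and −0.01 ± 0.06, SD, n = 3 each, exact p = 0.4). The rotation test fry, which uses the spread between libraries and is not an exact test, gave p values of 0.436, 0.390 and 0.148 for the pericentral, periportal and Wnt pathway sets, beside the exact permutation p values of their scores. Leaving out Hep-*Sucnr1* KO replicate 4 moved the pericentral set most, to an NES of −1.36 (adjusted p = 0.0741) and a median log2 fold change of −0.04, and took the periportal NES to −1.225 (adjusted p = 0.167). Without *Sucnr1* fl/fl replicate 3 the periportal NES was −1.31 (adjusted p = 0.0938). The median log2 fold change with 1 library left out was highest for the pericentral set without Hep-*Sucnr1* KO replicate 5, at 0.608. It ranged from −0.378 without Hep-*Sucnr1* KO replicate 5 to −0.031 without Hep-*Sucnr1* KO replicate 4 for the periportal set, and from −0.11 without Hep-*Sucnr1* KO replicate 4 to −0.02 without *Sucnr1* fl/fl replicate 1 for the Wnt pathway set. With each library other than Hep-*Sucnr1* KO replicate 4 left out in turn the pericentral NES was positive, up to 2.95 without Hep-*Sucnr1* KO replicate 5. The Wnt pathway set stayed negative in all 6 of these fits, from −1.73 to −1.20, and its adjusted p was above 0.05 in the 4 that left out *Sucnr1* fl/fl replicate 1 or 2 or Hep-*Sucnr1* KO replicate 3 or 5. Leaving out *Sucnr1* fl/fl replicate 1 or Hep-*Sucnr1* KO replicate 3 leaves the other alone on day 1, where the term for extraction day absorbs it. Both of these fits thus compare the genotypes in the day 2 libraries alone and are not separate checks.

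**Figure D2:**
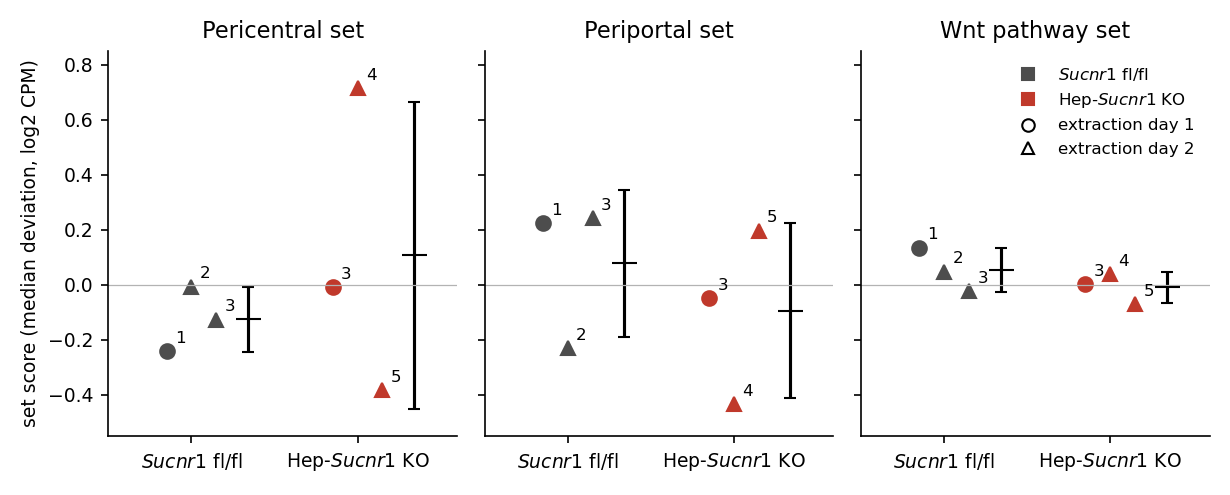
Score of each gene set in each library (median deviation of log2 CPM from the mean of the 6 libraries); each point is 1 library with its replicate number, circles are extraction day 1 and triangles extraction day 2, and the bars give the mean and SD of 3 libraries. In the pericentral panel Hep-*Sucnr1* KO replicate 4 lies at 0.71 and Hep-*Sucnr1* KO replicate 5 at −0.38, with the *Sucnr1* fl/fl libraries between them.

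**Figure D3:**
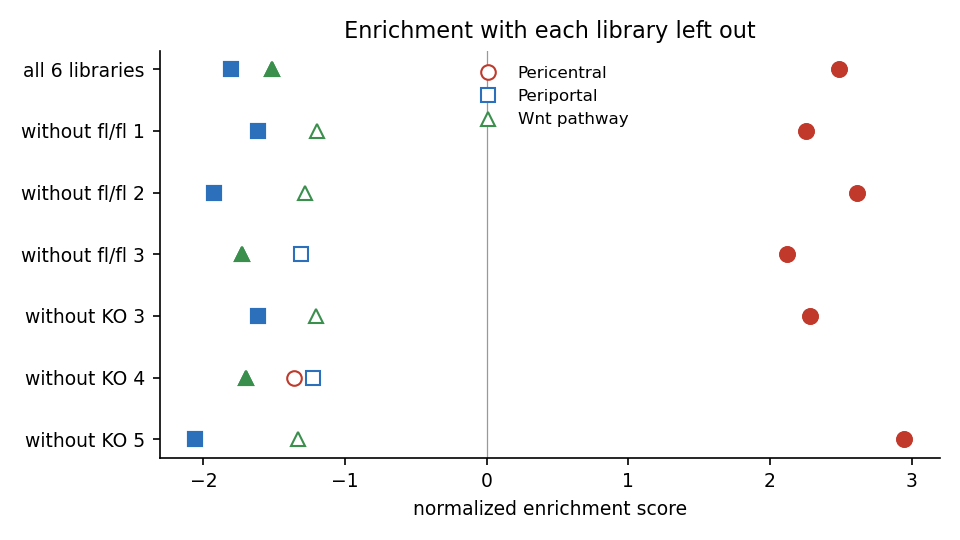
NES of the 3 gene sets with all 6 libraries and with each library left out; filled symbols have an adjusted p below 0.05 in GSEA by permutation of genes. Without Hep-*Sucnr1* KO replicate 4 the pericentral set lies at −1.36.

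The paper states the direction of the 3 sets from its own GSEA, whose scores it gives in Fig. 6E and table S3.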

Our transcriptomic analysis revealed a significant enrichment of pericentral gene expression signatures, whereas periportal markers and canonical Wnt signaling components were markedly down-regulated in *Sucnr1*-deficient hepatocytes (Fig. 6E and table S3). Specifically, GO overrepresentation analysis revealed distinct functional enrichments in the zonated gene sets. Up-regulated pericentral genes were associated to biological processes including cellular modified amino acid metabolism, hormone metabolism, and unsaturated fatty acid metabolism, suggesting roles in detoxification and complex molecule processing. By contrast, periportal genes were linked to TCA cycle metabolic processes, small molecules catabolism, and liver development, among others, reflecting a focus on energy production and biosynthesis. 

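The directions within the 3 pericentral terms rested on the counts as follows. Of the 18 genes that the paper lists for unsaturated fatty acid metabolism, 14 were higher and 4 lower in Hep-*Sucnr1* KO hepatocytes, with a median log2 fold change of 0.23. The largest changes in either direction were those of *Ces2c* (56.7 ± 11.9 CPM in *Sucnr1* fl/fl and 99.6 ± 72.5 CPM in Hep-*Sucnr1* KO, SD, n = 3 each) and of *Cyp2g1*, which was detected at only 0.208 ± 0.058 and 0.132 ± 0.0911 CPM (SD, n = 3 each). Most members of this term belong to the Cyp2a, Cyp2c and Ces2 families, whose near-identical copies can share reads. Of the 9 genes of cellular modified amino acid metabolism, 7 were higher, with a median of 0.25. *Slc1a2* had a log2 fold change of 1.56 (standard error 0.67, FDR 0.998 from edgeR's quasi-likelihood test), from 5.37 ± 1.90 CPM in *Sucnr1* fl/fl to 16.8 ± 18.1 CPM in Hep-*Sucnr1* KO hepatocytes (SD, n = 3 each), so the SD in Hep-*Sucnr1* KO exceeded the mean. *Slc16a10* was the most reduced gene of this term, at −0.18. Of the 7 genes of hormone metabolism, 4 were higher, with *Sult1e1* at 0.74 (standard error 0.84) and *Ugt2b37* at −0.27 (standard error 0.25, and from −0.559 to −0.016 with 1 library left out), both from families with near-identical members. The groups overlapped for each of these named genes. Without Hep-*Sucnr1* KO replicate 4, 8 of the 18 unsaturated fatty acid genes and 3 of the 7 hormone genes had the paper's direction, *Slc1a2* was at 0.28, and the log2 fold change of *Ces2c*, 0.78 with all libraries, was 0.07.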

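The 4 periportal genes listed for TCA metabolism, *Acly*, *Ass1*, *Asl* and *Pck1*, were all lower in Hep-*Sucnr1* KO hepatocytes, with log2 fold changes between −0.16 and −0.02 and a median of −0.03. *Acly* measured 441 ± 250.0 CPM in *Sucnr1* fl/fl and 355 ± 75.8 CPM in Hep-*Sucnr1* KO hepatocytes (SD, n = 3 each, two-sided exact permutation test, p = 0.9). In the day 2 libraries alone, 0 of the 4 periportal genes listed for the term were lower. The count was 0 too without *Sucnr1* fl/fl replicate 1 or without Hep-*Sucnr1* KO replicate 3. Each of these fits keeps 1 day 1 library, which the term for extraction day absorbs. They therefore repeat the comparison of the day 2 libraries and are not separate checks. All 8 genes of small molecule catabolism were lower, with a median of −0.22, and *Hsd17b6* changed most, from 87.8 ± 17.9 to 44.4 ± 20.8 CPM (SD, n = 3 each, log2 fold change −0.99, standard error 0.33, FDR 0.998 from edgeR's quasi-likelihood test). Without *Sucnr1* fl/fl replicate 3 or Hep-*Sucnr1* KO replicate 4, 4 of the 8 were lower. Of the 4 liver development genes, 3 were lower. In the fits that left out *Sucnr1* fl/fl replicate 1 or 3 or Hep-*Sucnr1* KO replicate 3 or 4, 1 of the 4 liver development genes had the paper's direction. *Hes1* was at 25.0 ± 2.98 CPM in *Sucnr1* fl/fl and 18.1 ± 1.58 CPM in Hep-*Sucnr1* KO hepatocytes (SD, n = 3 each), with every Hep-*Sucnr1* KO library below every *Sucnr1* fl/fl library (exact permutation p = 0.1). Its log2 fold change was −0.46 (standard error 0.11, FDR 0.998), and it stayed between −0.52 and −0.41 with each library left out. *Cobl*, the highest of these genes, was at 0.04.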

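All 6 genes of the Wnt pathway set that the paper assigns to regulation of protein localization to the membrane were lower in Hep-*Sucnr1* KO hepatocytes, with a median log2 fold change of −0.31. *Gpc1* fell from 18.7 ± 1.63 to 11.9 ± 4.00 CPM (SD, n = 3 each), and its groups did not overlap (two-sided exact permutation p = 0.1). Its log2 fold change was −0.67 (standard error 0.245, FDR 0.998 from edgeR's quasi-likelihood test), −0.41 without Hep-*Sucnr1* KO replicate 4 and −0.93 without Hep-*Sucnr1* KO replicate 5. Of the 11 genes of morphogenesis of a branching epithelium, 8 were lower, with a median of −0.06, and of the 9 genes of limb development 6 were lower, with a median of −0.22. *Lrp6* measured 98.8 ± 34.6 CPM in *Sucnr1* fl/fl and 73.8 ± 9.12 CPM in Hep-*Sucnr1* KO hepatocytes, and *Rspo3* only 0.382 ± 0.226 and 0.245 ± 0.140 CPM (SD, n = 3 each). The log2 fold change of *Lrp6*, −0.37 with all libraries, was −0.20 without *Sucnr1* fl/fl replicate 1, and that of *Rspo3*, −0.645 with all libraries, was −0.06 without *Sucnr1* fl/fl replicate 2. *Wnt5a*, the gene with the largest rise in the last 2 terms, had a log2 fold change of 0.25 (standard error 0.31, and from 0.101 to 0.473 with 1 library left out). With the library index series as a further term in the fit, 6 of the 11 branching epithelium genes had the paper's direction and *Rspo3* changed sign, to 0.96.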

From the Wnt pathway gene set, genes with reduced expression clustered mainly in biological processes that included but were not limited to regulation of protein localization to the membrane, morphogenesis of a branching epithelium, and limb development, suggesting spatial regulation of developmental and signaling pathways within the liver (Fig. 6F). This transcriptional shift was accompanied by a trend toward increased circulating bile acids in Hep-*Sucnr1* KO mice (fig. S10), consistent with augmented bile acid synthesis, a process predominantly occurring in pericentral hepatocytes. To determine whether these modulations reflected alterations in hepatic zonation, classical zone 1 and zone 3 markers were examined through immunohistochemistry. No differences were found in the stained area for either glutamine synthetase (GLUL, pericentral) or cytochrome P450 2F2 (CYP2F2, periportal) (Fig. 6G). However, Hep-*Sucnr1* KO livers presented higher GLUL mean optical density without differences for CYP2F2 (Fig. 6G), indicating that loss of *Sucnr1* may selectively affect the metabolism of pericentral hepatocytes without disrupting overall liver zonation. Collectively, these findings suggest that SUCNR1 displays zonated expression in the liver and its absence induces compensatory up-regulation of pericentral functions, such as glutamine synthesis, while preserving liver spatial organization.

## DISCUSSION

Succinate is a key metabolite that, beyond its canonical role in mitochondrial energy metabolism, functions as an extracellular signaling molecule capable of orchestrating adaptive physiological responses in multiple organs, including adipose tissue (*13*) and the pancreas (*14*), through activation of its cognate receptor SUCNR1. Extending on this knowledge, this study assigns a direct physiological role to SUCNR1 specifically within hepatocytes. We identify SUCNR1 as an important modulator of hepatic metabolic adaptation, integrating nutrient availability with mitochondrial function and hepatocyte metabolic flexibility.

Our findings demonstrate that the postprandial rise in circulating succinate observed in humans (*12*) is recapitulated in mice, accompanied by increased hepatic succinate and its secretion by hepatocytes upon glucose and glutamine exposure. These results suggest hepatocytes as a relevant source of circulating succinate in the fed state. Moreover, *Sucnr1* expression was nutritionally regulated, increasing during refeeding and ad libitum feeding compared to fasting. Together with prior evidence from adipocytes (*13*), muscle (*23*), and β cells (*14*), these findings support a physiological role for SUCNR1 in hepatocytes in adapting to nutrient availability. Using a hepatocyte-specific *Sucnr1* KO model, we demonstrate that loss of *Sucnr1* results in a metabolic phenotype resembling prolonged energy deprivation. Hep-*Sucnr1* KO mice exhibit enhanced gluconeogenesis, elevated circulating gluconeogenic amino acids, and an impaired metabolic response to refeeding, despite preserved body weight and lipid profiles. These findings suggest that SUCNR1 signaling normally acts to restrain hepatic glucose production and facilitate the metabolic transition from fasting to feeding, thereby contributing to systemic glucose homeostasis.

At the cellular level, our isotope-tracing results demonstrate restricted glucose-derived oxidative flux through the TCA cycle, accompanied by a compensatory reliance on glutamine anaplerosis. These findings align with previous observations of metabolic rewiring under impaired oxidative conditions, such as those associated with mitochondrial DNA mutations (*24*), as well as in highly proliferative cells (*25*, *26*). These studies support a shift toward glutamine-dependent anaplerotic pathways when canonical oxidative glucose metabolism is constrained. Furthermore, this metabolic rewiring is accompanied by the accumulation of glycolytic and TCA cycle intermediates under nutrient-rich conditions, indicating impaired coupling between substrate availability and oxidative metabolism. Together, these data support a model in which SUCNR1 facilitates efficient utilization of glucose-derived carbon for mitochondrial oxidation, thereby sustaining metabolic flexibility.

Consistent with these findings, silencing or pharmacological inhibition of SUCNR1 in murine and human hepatocyte cell lines results in a marked reduction in mitochondrial respiration and membrane polarization, independent of changes in electron transport chain subunit abundance. These pronounced effects likely reflect the high metabolic demand and limited metabolic plasticity of proliferative cell lines, which rely heavily on continuous substrate-driven mitochondrial activity and lack the adaptive buffering mechanisms present in differentiated hepatocytes in vivo (*26*–*28*). By contrast, mitochondrial respiration in primary hepatocytes isolated from global or hepatocyte-specific *Sucnr1* KO mice is preserved, underscoring the importance of cellular context, differentiation state, and substrate availability in shaping the metabolic consequences of SUCNR1 loss. Notably, isolated liver mitochondria from Hep-*Sucnr1* KO mice show enhanced CII-supported respiration, while respiration with CI substrates (malate and pyruvate) is unchanged. This indicates an adaptive increase in succinate-driven electron flow, specifically compensating for reduced TCA cycle flux upstream rather than a global increase in mitochondrial capacity. Unlike intact cells, isolated mitochondria are supplied with saturating substrates and are uncoupled from cytosolic regulation, meaning that this enhanced respiratory capacity reflects intrinsic mitochondrial adaptations rather than physiological respiration in vivo (*29*). Accordingly, previous evidence links SUCNR1 to mitochondrial function (*30*–*34*), but inconsistent findings support a model in which SUCNR1-mediated mitochondrial regulation is tissue-, context-, and substrate-dependent. Collectively, our findings indicate that SUCNR1 modulates cellular energy demand and metabolic state in hepatocytes rather than directly controlling mitochondrial oxidative capacity, with mitochondrial adaptations becoming evident only when cellular-level regulation is removed.

In line with this interpretation, proteomic and ultrastructural analyses reveal evidence of mitochondrial remodeling and activation of cellular stress pathways in Hep-*Sucnr1* KO livers. We observe altered expression of mitochondrial proteins involved in translation, heme biosynthesis, and redox metabolism (*35*, *36*), accompanied by changes in mitochondrial morphology consistent with a fragmented or immature phenotype. Moreover, increased expression of UPR and ISR mediators, including ATF4, ATF6, and CHOP, together with elevated circulating transaminases, indicates mild but chronic hepatic stress (*37*). Accordingly, recent data from human liver biopsies have demonstrated an association between smaller and more rounded cytoplasmic mitochondria with liver enzymes and sensitivity to stress (*38*). These data suggest that SUCNR1 contributes to maintaining mitochondrial homeostasis under physiological nutrient fluctuations, limiting cellular stress associated with inefficient oxidative metabolism.

The impaired metabolic flexibility observed in Hep-*Sucnr1* KO mice becomes particularly evident during the transition from fasting to refeeding. While control livers mount a robust proteomic response to refeeding, characterized by activation of anabolic and organelle-associated pathways, this response is markedly blunted in the absence of *Sucnr1*. In our hepatocyte-specific KO model, we observe reduced mTOR activation, which has been associated with mitochondrial function (*39*) and incomplete glycogen restoration (*40*), aligning with our findings. In addition, altered amino acid handling further supports an affected hepatic nutrient response (*41*–*43*). Together with the divergence in pathway enrichment upon refeeding, these results support a role for SUCNR1 in coordinating nutrient-induced anabolic signaling with mitochondrial engagement during refeeding.

Last, our data indicate that the succinate-SUCNR1 axis exhibits a spatial dimension within the liver lobule. SUCNR1 expression increases during postnatal liver maturation and is enriched in pericentral hepatocytes in the adult liver, as supported by immunohistochemical analyses and reexamination of publicly available transcriptomic datasets (*20*, *21*). This expression pattern coincides with the establishment of hepatic metabolic specialization (*22*), suggesting that SUCNR1 signaling becomes particularly relevant in the mature liver. Specifically, it is enriched in the first layers of hepatocytes surrounding the central vein, corresponding to a distinct hepatocyte subpopulation within the pericentral zone (*44*), characterized by reduced gluconeogenic activity and increased engagement in glycolytic and glutamine-dependent pathways (*1*). In this context, the pericentral expression of SUCNR1 is consistent with a role in restraining gluconeogenesis, in line with the enhanced hepatic glucose production observed upon hepatocyte-specific deletion of *Sucnr1*. In addition, we examined the expression dynamics of the succinate transporter genes *Slc13a3* and *Slc22a7,* which are well-established as pericentral and periportal markers, respectively (*45*, *46*). Our data reveal that both genes are robustly expressed during early postnatal liver development but become markedly down-regulated in adulthood while remaining nutritionally responsive. These findings highlight the relevance of succinate transport and SUCNR1 signaling during postnatal metabolic reprogramming and suggest that this axis may also contribute to the hepatocyte’s adaptive response to nutritional cues, as the immediate postnatal period is marked by a major shift in active metabolic pathways (*16*, *22*).

Consistent with this view, transcriptomic analysis of isolated hepatocytes revealed that loss of *Sucnr1* is associated with modulation of zonation-related gene signatures, including up-regulation of pericentral metabolic genes and down-regulation of periportal markers and components of the Wnt signaling pathway. These changes were not accompanied by alterations in the spatial distribution of classical zonation markers such as GLUL or CYP2F2 (*47*), indicating that *Sucnr1* deletion does not disrupt overall liver zonal architecture but rather affects the functional state of hepatocytes within the pericentral zone. Together, these findings position SUCNR1 as a modulator of spatially defined metabolic functions within the liver lobule, linking succinate signaling to pericentral hepatocyte metabolism without altering the fundamental zonal organization of the tissue.

In conclusion, our study identifies SUCNR1 as a metabolic sensor that links succinate signaling to mitochondrial oxidative flux, cellular stress responses, and nutrient-dependent metabolic adaptation in hepatocytes. By facilitating efficient coupling between substrate availability and mitochondrial function, SUCNR1 supports hepatic metabolic flexibility during physiological fluctuations in nutrient supply. Dysregulation of this axis may therefore contribute to liver pathologies characterized by mitochondrial stress and impaired metabolic adaptability.

## MATERIALS AND METHODS

### Mice

#### Adult WT mice

For the fasting-refeeding experiment, 8- to 12-week-old WT mice (with a C57BL6J background) were subjected to ad libitum feeding, 24-hour fasting, or 24-hour fasting plus 24-hour refeeding, and the livers were harvested. For the caloric restriction experiment, the mice were individualized 5 days before the start of the experiments to monitor their daily food intake of ad libitum standard diet (6% kcal fat, 18% kcal protein, Teklad Global, Inotiv). Thereafter, the mice either continued with ad libitum feeding of standard diet or were subjected to a 60% caloric restriction, which consisted of each mouse being fed at 6:00 p.m. every day with an amount of food equal to 40% of their daily food intake during the period of acclimation. The mice were euthanized at 5.30 p.m. (before feeding) on the 4th day of caloric restriction to collect the liver for analyses. Animal experiments were conducted in accordance with the standards approved by the Faculty Animal Committee at the University of Santiago de Compostela (reference 15012/2023/014).

#### Postnatal development experiment

E19.5 livers were obtained after caesarean section at E19.5 (*48*) and placed on ice for euthanasia. Two milligrams of progesterone (P0130, Sigma-Aldrich) in phosphate-buffered saline (PBS) was injected to the pregnant mums once a day at E17.5 and E18.5 to prevent early delivery. Mice on P5, P10, P14, and P28 were euthanized in ad libitum conditions, and the livers were harvested for mRNA and histological analysis. All mouse procedures carried out at the CNIO were performed according to protocols approved by the CNIO-ISCIII Ethics Committee for Research and Animal Welfare (CEIyBA) and the Autonomous Community of Madrid, protocol numbers PROEX285/15, PROEX15/18 and PROEX225.7/22.

#### *Global Sucnr1 KO *(Sucnr1^−/−^)* mice*

Male C57BL/6J mice (WT) were purchased from The Jackson Laboratory, and *Sucnr1*^−/−^ mice on the same background were provided by K. McCreath (CNIC, Madrid, Spain) and have been previously described (*49*). Mice were maintained at the Faculty of Medicine and Health Science animal facility of Rovira i Virgili University and were housed three to six per cage under controlled conditions of 12-hour light/dark at 22°C with ad libitum access to chow diet (3.1% fat; SAFE diets, A04) and water. Animal studies were supervised and approved by the Universitat Rovira i Virgili Animal Welfare and Governmental Ethics Committee (reference 10970).

#### *Hep-*Sucnr1 *KO mice*

*Alb-Cre*^+/+^ mice with a C57BL6J background were kindly provided by Dr. Guadalupe Sabio (CNIC, Madrid, Spain) and were crossed to *Alb-Cre*^−/−^ *Sucnr1*^fl/fl^ mice to generate Hep-*Sucnr1* KO mice (*Alb-Cre*^+/−^ *Sucnr1*^fl/fl^). *Sucnr1*^fl/fl^ mice were used as controls (fig. S2). The two groups were maintained at the Faculty of Medicine and Health Science animal facility of Rovira i Virgili University and were housed three to six per cage under controlled conditions of 12-hour light/dark at 22°C with ad libitum access to chow diet (3.1% fat; SAFE diets, A04) and water unless otherwise stated. Body weight and food intake were recorded weekly. Before euthanasia, the mice were fasted overnight, followed by 2 hours of refeeding or continued with ad libitum access to food. The mice were then anesthetized with isoflurane, and blood samples were obtained by cardiac puncture. Blood samples, liver, and adipose tissues were harvested. Animal studies were supervised and approved by the Universitat Rovira i Virgili Animal Welfare and Governmental Ethics Committee (reference 10970).

All experimental procedures involving animals conformed to the European Union Directive 2010/63/EU and the European Commission Recommendation 2007/526/EC on the protection of animals used for experimental and other scientific purposes, enacted under the Spanish Royal Decrees 53/2013 and 118/2021.

### Metabolic assays

For the glucose tolerance test (GTT), mice underwent a 6-hour fast. Glucose (2 g/kg of body weight) was intraperitoneally injected, and blood glucose levels were monitored with a glucometer and glucose strips before the injection (time 0) and 15, 30, 60, 90, and 120 min after.

For the ITT, mice were starved for 3 hours before receiving an intraperitoneal infusion of human insulin (Actrapid) (0.75 U/kg of body weight in males and 0.60 U/kg of body weight in females). Glucose levels were determined before the injection and 15, 30, 60, 90, and 120 min after.

For the PTT, mice were fasted for 16 hours before receiving an intraperitoneal injection of sodium pyruvate (P2256-25G, Sigma-Aldrich) (1.5 g of sodium pyruvate/kg). Glucose levels were determined before the injection and 15, 30, 60, 90, and 120 min after. For the fasting studies, blood glucose and β-ketone levels were measured at different fasting time points in blood from the tail vein with a glucometer.

### Plasma lipid profile

Plasma total cholesterol (HICO GEN.2, 03039773190), triglycerides (ref. 20767107322), nonesterified fatty acids (NEFA-HR R1 and R2, 434-91795, 436-91995), ALT (20764957322), and AST (20764949322) were measured enzymatically and colorimetrically using commercial kits adapted for the COBAS C501/6000 autoanalyzer (Roche Diagnostics).

High-density lipoprotein (HDL) cholesterol levels were determined in plasma obtained after the precipitation of apolipoprotein B–containing lipoprotein particles using phosphotungstic acid (0.44 mM; Merck) and magnesium chloride (20 mM; Sigma-Aldrich), followed by enzymatic and colorimetric measurement using the cholesterol reagent adapted for the COBAS C501/6000 autoanalyzer. Very low–density plus low-density lipoprotein (VLDL+LDL) cholesterol was calculated as the difference between total plasma cholesterol and HDL cholesterol.

### Determination of pyruvate, lactate, glycerol, glucagon, and succinate in plasma or liver

Pyruvate, lactate, and glycerol in plasma samples were detected with the Pyruvate Assay Kit (MAK332, Sigma-Aldrich), the EnzyFluoTM l-lactate Assay Kit (EFLLC-100, BioAssay Systems), and the Glycerol Assay Kit (MAK117, Sigma-Aldrich), respectively. Plasma glucagon was evaluated with the Glucagon enzyme-linked immunosorbent assay −10 μl (10-1281-01, Mercodia). Plasma and liver succinate were determined with the EnzyChromTM Succinate Assay Kit (ESNT-100, BioAssay Systems).

### Bile acids determination by LC-MS/MS

Fifty microliters of plasma was mixed with 200 μl of acetonitrile containing internal standards (0.3 μM CA-d5, 0.1 conjugated mix), vortexed, and centrifuged for 10 min at 15000 rpm and 4°C. The supernatant was transferred to a new tube and evaporated in a SpeedVac at 45°C. Fifty microliters of methanol:water was used to reconstitute the samples, which were then transferred to glass vials for analysis. Chromatographic separation was performed on an ultrahigh-performance ultrahigh-performance LC (UHPLC) 1290 Infinity II Series coupled to a QqQ/MS 6490 Series (Agilent Technologies) with a Kinetex EVO C18 (150 mm by 2.1 mm) analytical column (Phenomenex). Mobile phase A was 0.1% ammonium hydroxide (Sigma-Aldrich) and 10 mM ammonium acetate (Sigma-Aldrich), and B was acetonitrile LC–mass spectrometry (LC-MS, Merck). The column temperature was set at 27°C, and the injection volume was 2 μl. Validation of the analytical methodology was carried out by analyzing both human plasma and additions to water mix using internal standards for each analyte.

### Determination of amino acids by LC-MS/MS

Ten microliters of plasma samples were mixed with 5 μl of MeOH containing standards (MSK-A2-S) and 35 μl of MeOH, vortexed, and centrifuged at 15,000 rpm and 4°C. The supernatant was transferred to a new tube and evaporated in a SpeedVac at 45°C. Fifty microliters of borate buffer was used to reconstitute the samples, and 10 μl were derivatized using AccQ-Tag reagent (Waters) following manufacturing protocol. Derivatized amino acids were analyzed by UHPLC–tandem MS (MS/MS) in multiple reaction monitoring acquisition. Chromatographic separation was performed on a UHPLC 1290 Infinity II Series coupled to a QqQ/MS 6490 Series (Agilent Technologies) with an ACQUITY UPLC HSS T3 Column, 100A, 1.8 μm, 2.1 mm by 100 mm (Waters Corporation). Mobile phase A was water with 0.1% formic acid, and B was acetonitrile with 0.1% formic acid. The column temperature was set at 40°C, and the injection volume was 2 μl.

### Liver H&E staining

The left liver lobe was washed in PBS, fixed in 4% paraformaldehyde, dehydrated, and paraffin-embedded. The samples were then sectioned, rehydrated, and stained with hematoxylin and eosin (H&E), following dehydration, mounting, and observation by light microscopy (Leica DM4B microscope) to examine hepatic steatosis. Images were acquired and processed with Leica Application Suite V4.13.

### SUCNR1, GLUL, and CYP2F2 immunohistochemistry in the liver

The left liver lobe was washed in PBS, fixed in 4% paraformaldehyde, dehydrated, and paraffin-embedded. The samples were then sectioned and rehydrated to continue with the immunohistochemistry protocol. The sections were heated to 95°C for 20 min in TE buffer (pH 9) for SUCNR1 and GLUL, or in citrate buffer (pH 6) for CYP2F2. Endogenous peroxidase activity was quenched by incubation with 0.3% H_2_O_2_ (216763, Sigma-Aldrich) for 30 min. The sections were blocked with 2% bovine serum albumin (BSA) (A7030, Sigma-Aldrich), 2% normal goat serum, and 0.2% fish gelatin (G7765, Sigma-Aldrich) in PBS for 30 min and subjected to a background removal process with F(ab’)2-goat anti-mouse IgG (H + L) secondary antibody (A24514, Invitrogen) for 1 hour in a humidified chamber. Primary antibody incubations were performed either overnight at 4°C with anti-SUCNR1 (1:500; ZRB2183, Sigma-Aldrich), overnight at 4°C with anti-glutamine synthetase (GLUL; 1:400; ab64613, Abcam), or for 1 hour at room temperature with anti-CYP2F2 (1:100; sc-374540, Santa Cruz Biotechnology), all diluted in PBS containing 1% BSA. Sections were subsequently incubated for 1 hour with horseradish peroxidase (HRP)–conjugated secondary antibodies: donkey anti-rabbit IgG (1:250; NA934V, ECL) for SUCNR1, or goat anti-mouse IgG (1:250; 62-6520, Invitrogen) for GLUL. Signal was developed using a DAB peroxidase substrate kit (SK-4100, Vector Laboratories). For CYP2F2 staining, the sections were incubated with biotinylated horse anti-mouse IgG (1:250; BA200, Vector Laboratories) for 15 min at room temperature, followed by signal amplification using the VECTASTAIN ABC peroxidase system (PK4000, Vector Laboratories) and detection with DAB substrate (SK-4100, Vector Laboratories). Mayer’s Hematoxylin (MHS32, Sigma-Aldrich) was used for counterstaining in all cases. After dehydration and mounting, the sections were observed in a Leica DM4B microscope and imaged with Leica Application Suite V4.13. Quantification of signal intensity and stained area for GLUL and CYP2F2 was performed using Fiji software in three images per mouse. For signal intensity analysis, color deconvolution was applied to isolate the DAB channel, and the mean gray value was measured and converted to mean optical density, proportional to DAB intensity. For stained area quantification, the DAB channel was isolated, and a default threshold was applied to calculate the percentage of positively stained area in each image.

### Liver proteomics

Liver tissue (20 mg) was lysed in Mammalian Protein Extraction Reagent (M-PER, 78501) supplemented with Halt Protease (1861278) and Phosphatase Inhibitor Cocktail (1861277) plus EDTA (1861275) (all from Thermo Fisher Scientific), and diluted to reach a 1 μg/μl concentration. After protein precipitation, the samples were digested with LysC and Trypsin and analyzed by LC-MS/MS using a 90-min gradient in the Orbitrap Eclipse by data-dependent acquisition. The samples were explored in the SwissProt Mouse database using the Mascot v2.6 algorithm. Peptides were filtered on the basis of false discovery rate (FDR), and only the ones with an FDR lower than 1% were retained. Data were normalized by total peptide amount. Differential protein abundance was determined via linear models with empirical Bayes moderation [R libraries: limma (version 3.60.6) (*50*); default settings]. *P* values lower than 0.05 were considered significant. Filters of a significant *P* value and a log_2_ fold change 0.58 < by < 0.58 (*51*) were applied to select a set of proteins differentially expressed between genotypes and search them in the Mouse MitoCarta 3.0 database (https://personal.broadinstitute.org/scalvo/MitoCarta3.0/mouse.mitocarta3.0.html), which is a collection of 1140 genes, both nuclear and mitochondrial DNA, encoding proteins with strong support of mitochondrial localization (*2*). Pathway analysis was conducted with GSEA with the following parameters: clusterProfiler (version 2.1.6) (*52*) and PathwayPA (version 1.48.0) (*53*) for R libraries; minimal gene set (column setSize) size to be included for analysis of 10 (GO Biological Process, GO Cellular Component) or 15 (WikiPathways, KEGG, Reactome); significance filter of *q* value <0.05; ranked by *q* values and, in case of exact *q* value, ranked by absolute normalized enrichment score value.

### Glycogen content determination in the liver

Intracellular glycogen levels were assessed using the Glycogen Assay Kit (ab65620, Biovision). Liver tissue (10 mg) was homogenized in deionized water on ice with a dounce homogenizer (2404F, GPE Scientific), followed by a 10-min boiling step to inactivate enzymes. The homogenate was then centrifuged at 18,000*g* for 10 min to remove cell debris. The resulting supernatant was collected for the assay. To account for background absorbance from glucose present in the samples, control reactions without the hydrolysis enzyme mixture were conducted for each sample. This ensured accurate determination of glycogen content.

### Liver mitochondria isolation and Seahorse analysis

Mouse liver mitochondria were isolated using an approach based on differential centrifugation. Briefly, half of the left lateral lobe was minced and homogenized using gentleMACS C Tubes (130-093-237, Miltenyi) on the gentleMACS Octo Dissociator (130-095-937, Miltenyi) with the m_mito_tissue_01 program in mitochondrial isolation buffer [70 mM sucrose, 210 mM mannitol, 5 mM Hepes, 1 mM EGTA, and 0.5% (w/v) fatty acid–free BSA (pH 7.2)]. The resultant homogenates were centrifuged twice at 1000*g* for 10 min at 4°C, and the supernatant was collected, which was centrifuged once at 8000*g* and 4°C for 10 min for mitochondrial enrichment. The pellets were resuspended in mitochondrial isolation buffer, and total protein was quantified by Pierce BCA Protein Assay Kit (23225, Thermo Fisher Scientific). Isolated mitochondria were resuspended in mitochondrial assay solution [70 mM sucrose, 220 mM mannitol, 10 mM KH_2_PO_4_, 5 mM MgCl_2_, 2 mM Hepes, 1 mM EGTA, and 0.2% (w/v) fatty acid–free BSA (pH 7.2)] to a final protein concentration of 0.2 mg/ml, and 50 μl was plated to each well (with background correction wells being an exception). The plate was centrifuged at 2000*g* for 20 min at 4°C, and 450 μl (or 500 μl for background wells) of mitochondrial assay solution plus substrates (pH 7.2, 37°C) was added to each well. To block CI and stimulate CII, 2 μM rotenone (R8875, Sigma-Aldrich) and 10 mM succinate (S9512, Sigma-Aldrich) were used as substrates, while 5 mM malate (M1000, Sigma-Aldrich) and 10 mM pyruvate (P2256, Sigma-Aldrich) were the substrates for CI activation. The XF24 sensor cartridge, previously hydrated with 500 μl of calibration buffer overnight at 37°C, was loaded with 40 mM adenosin diphosphate [ADP, from A5285 (pH 7.2)] at port A, oligomycin at port B (25 μg/ml), 40 μM carbonyl cyanide *p*-trfluoromethoxyphenylhydrazone (FCCP) at port C, and 40 μM of antimycin A/rotenone at port D (all from 103016-100, Agilent). The final concentrations in the wells were 4 mM ADP, oligomycin (2.5 μg/ml), 4 μM FCCP, and 4 μM antimycin A/rotenone. The plate was transferred to the XF24 instrument and OCR measured. Data were normalized for mitochondrial DNA of each well using the CyQUANT Cell Proliferation Assay Kit (C7026, Invitrogen) following the manufacturer’s instructions and analyzed using the Wave software. Three mice per genotype were used as biological replicates.

### Mitochondrial analysis through transmission electron microscopy

The liver was cut into pieces of about 1 mm^3^ and fixed with 2.5% glutaraldehyde and 2% paraformaldehyde in phosphate buffer (0.1 M, pH 7). The sample/fixation solution volume ratio was more than 1/10, and the fixation solution was replaced until it had a transparent color without evident blood. Hepatic samples were maintained in the same fixative solution for 24 more hours at 4°C. They were then washed with phosphate buffer (0.1 M, pH 7) and postfixed with 1% osmium tetroxide in the same buffer containing 0.8% potassium ferricyanide at 4°C. Next, the samples were dehydrated in acetone, infiltrated with Epon resin (Electron Microscopy Sciences) for 2 days, embedded in the same resin, orientated for longitudinal sectioning, and polymerized at 60°C for 48 hours. Semithin sections were performed under the light microscope to corroborate that the orientation was satisfactory. Then, the Leica Ultracut UC7 ultramicrotome (Leica Microsystems, Vienna) was used to obtain ultrathin sections, which were mounted on Formvar-coated copper grids. They were stained with UA-Zero (Agar) and lead citrate and then observed under a JEM-1010 electron microscope (Jeol) equipped with a charge-coupled device camera SIS Megaview III and the AnalySIS software at the Scientific and Technological Centers (CCiTUB), Universitat de Barcelona. Images were analyzed using the ImageJ software by manually identifying the mitochondria. Between 21 and 29 images were analyzed per mouse (four per genotype), totaling 215 images and 3885 mitochondria. The parameters under study were area, perimeter, circularity, and number of mitochondria per image.

### Isolation and culture of murine primary hepatocytes

Murine primary hepatocytes were isolated following the protocol described by Poggel *et al.* (*54*) with the Liver Perfusion kit (130-128-030, Miltenyi Biotec) in the gentleMACS Octo Dissociator with Heaters (130-096-427, Miltenyi Biotec). Briefly, the left lateral lobe of the liver was rapidly isolated from the mice and maintained in MACS Tissue Storage Solution (130-100-008, Miltenyi Biotec) supplemented with reagent E (1:200) on ice if not processed at the moment. The liver lobe was washed with sterile PBS and subjected to washes with predigestion buffer in the gentleMACS Perfuser (130-128-151, Miltenyi Biotec) attached to the gentleMACS Perfusion Sleeves (130-128-752, Miltenyi Biotec). Subsequently, after equilibration, enzymatic perfusion and digestion were performed, followed by filtration on a 100-μm strainer and a density gradient centrifugation using debris removal solution (130-109-398, Miltenyi Biotec). The pellet of hepatocytes was washed with attachment medium, a 1:1 mix of Dulbecco’s modified Eagle’s medium (DMEM) high glucose (SH30081.01, Hyclone) with HAM’S F12 (1176-054, Gibco) supplemented with 5 mM sodium pyruvate (11360-039, Gibco), 2 mM glutamine (GlutaMAX-I 100X, 35050-061, Gibco), 0.05% NaHCO_3_ (6329, Merck), 20 mM Hepes (SH40003.01, Cytiva), 1% antibiotic/antimicotic solution (SV30079.01, Cytiva), 20.6 mM (final concentration) glucose (158968, Sigma-Aldrich), 10% fetal bovine serum (FBS) (SH30071.03, Cytiva), 0.02% BSA (A7030-100, Sigma-Aldrich), and 0.1% plasmocyn (ant-mpt, InvivoGen). Cells were then seeded in the same medium in collagen-coated six-well plates at a density of 5*10^5^ cells per well and maintained in the same medium overnight. For RNA-seq, mRNA, and protein analysis, the cells were directly harvested. For the gluconeogenesis experiment, attachment medium was replaced by DMEM without glucose, glutamine, and sodium pyruvate (A1443001, Gibco) plus 5.5 mM glucose and 0.2% BSA for 3 hours. Then, the medium was changed to DMEM supplemented with BSA 0.2% and gluconeogenic precursors: 20 mM sodium pyruvate, 20 mM sodium lactate (71720, Sigma-Aldrich), and 2 mM glutamax. Conditioned medium and cells were harvested after 4 hours for further analyses. Conditioned medium was centrifuged at 400*g* for 5 min to remove cell remnants and tested for glucose concentration using the Glucose Assay Kit (ab65333, Abcam), and cells were used for protein extraction, quantification, and normalization of results.

### AML12 and THLE-2 cell culture

AML12 cells, which are hepatocytes isolated from the normal liver of a 3-month-old mouse, were obtained from the American Type Culture Collection (CRL-2254, ATCC) and were cultured in a humidified 5% CO_2_ incubator at 37°C with DMEM/F12 medium (31330-038, Gibco) supplemented with 10% FBS (SH30071.03, Cytiva), 1% antibiotic/antimycotic solution (SV30079.01, Cytiva), dexamethasone (40 ng/ml; D2915-100MG, Sigma-Aldrich), 1% insulin-transferrin-sodium selenite media (3146-5ML, Sigma-Aldrich) and 0.1% plasmocyn (ant-mpt, InvivoGen).

Human THLE-2 cells (ATCC CRL-2706) were purchased from ATCC and cultured in Bronchial Epithelial Basal Medium (BEBM) (CC-3171, Lonza) supplemented with bovine pituitary extract (BPE) (CC-4009F, Lonza), insulin (CC-4021F, Lonza), hydrocortisone (CC-4031F, Lonza), retinoic acid (CC-4085F, Lonza), transferrin (CC-4205F, Lonza), triiodothyronine (CC-4211F, Lonza), hEGF (CC-4230F, Lonza), epidermal growth factor (6 ng/ml; 354052, Corning), phosphoethanolamine (80 ng/ml; P-0503-1G, Sigma-Aldrich), 1% antibiotic/antimycotic solution (SV30079.01, Cytiva), and 10% FBS (SH30071.03, Cytiva) in a humidified 5% CO_2_ incubator at 37°C in precoated flasks. Coating was performed with plain BEBM medium supplemented with BSA (0.01 mg/ml; A7030-100, Sigma-Aldrich), fibronectin (0.01 mg/ml; F-2006, Sigma-Aldrich), and type I bovine collagen (0.03 mg/ml; 804592, Sigma-Aldrich) in a humidified 5% CO_2_ incubator at 37°C.

### Experiments with glucose, 2-deoxy-d-glucose, and glutamine

AML12 cells were seeded into 12-well plates at 200,000 cells per well and maintained in the supplemented DMEM-F12 medium mentioned above overnight (o/n). Medium was then changed to DMEM-F12 (31330-038, Gibco), only supplemented with 10% FBS (SH30071.03, Cytiva) and 1% antibiotic/antimycotic solution (SV30079.01, Cytiva) for 24 hour. Next, the cells were deprived for 1 hour in DMEM (A14430-01, Gibco) supplemented with 0.2% BSA (A7030, Sigma-Aldrich) and 1% antibiotic/antimycotic solution (SV30079.01, Cytiva). Depending on the specific experiment, the cells were then changed to the same medium containing 0, 5.5, or 25 mM glucose (158968, Sigma-Aldrich), containing or not 10 mM 2-deoxy-d-glucose (D6134, Sigma-Aldrich), and containing or not 2 mM glutamine (GlutaMAX-I 100X, 35050-061, Gibco). After 24 hours of treatment, the conditioned medium was recovered, centrifuged at 400*g* for 5 min to remove cell remnants, and tested for succinate concentration using the EnzyChrom Succinate Assay Kit (ESNT-100, BioAssay Systems). The cells were used to study gene expression.

### Seahorse analysis in AML12, THLE2, and murine primary hepatocytes

AML12, THLE2, and murine primary hepatocytes isolated from WT, *Sucnr1^−/−^*, *Sucnr1*^fl/fl^, and Hep-*Sucnr1* KO mice were seeded the day before the experiment into 24-well Seahorse assay plates at 10,000 to 20,000 cells per well. The next day, the cells were treated before the mitochondrial respiration analysis. AML12 cells were treated with 1 μM *Sucnr1* siRNA (E-040762-01-0050, Dharmacon) or scramble (D-001910-10-50, Dharmacon) diluted in ACCELL siRNA delivery medium (B-005000, Dharmacon) for 24 hours. THLE-2 cells were treated with 1 μM SUCNR1 antagonist NF-56-EJ40 (*55*) (MedChemExpress) for 5 hours or with the same treatment but with the addition of 100 μM SUCNR1 agonist *cis*-epoxysuccinic acid (*56*) (E0449, Tokyo Chemical Industry) for the last 3 hours of treatment in the BEBM medium without added supplements or FBS. Murine primary hepatocytes were seeded in attachment medium overnight and not treated before Seahorse analysis. After the respective protocols, the hepatocytes were washed and incubated in assay medium [10 mM glucose, 2 mM l-glutamine, and 1 mM sodium pyruvate in Seahorse XF base medium (at pH 7.4), 103575-100, Agilent] for 45 to 60 min at 37°C (without CO_2_). For mitochondrial stress tests, the OCR and the ECAR were measured in a Seahorse XFe24 analyzer after the following injections: 1 μM oligomycin, 2 μM FCCP, and 0.5 μM rotenone/antimycin A (103015-100, Agilent). Data were normalized for cellular DNA of each well using the CyQUANT Cell Proliferation Assay Kit (C7026, Invitrogen) following the manufacturer’s instructions and analyzed using the Wave software. Three different passages or at least three mice per genotype were used as biological replicates.

### Mitochondrial membrane polarization

AML12 with silenced *Sucnr1* (via siRNA as performed above) and scrambled controls were used to assess the mitochondrial membrane potential, following the manufacturer’s directions (MAK160, Sigma-Aldrich). In brief, 10^6^ cells were seeded in six-well plates and silenced for 24 hours as previously described. Thereafter, the cells were detached and incubated with JC-10 dye loading solution for 45 min, spun at 1000 rpm for 4 min at room temperature, and resuspended in Pre-Sort Buffer (563503, BD FACS). The fluorescent signal generated by the JC-10 dye (MAK160A, Sigma-Aldrich) was detected via flow cytometry using logarithmic amplification of 633/635-nm excitation and a red emission filter. A total of 50,000 events were counted using a low flow rate during acquisition.

### Isotope-based flux analysis

Murine primary hepatocytes from *Sucnr1*^fl/fl^ and Hep-*Sucnr1* KO mice were seeded in six-well collagen-coated plates overnight in attachment medium. For both experiments, the medium was changed to plain DMEM without glucose, without glutamine, and without sodium pyruvate (A1443001, Gibco) for 1 hour. For the ^13^C-glucose experiment, 5.5 mM ^13^C-glucose (389374, Sigma-Aldrich) was then added for 30 min. For the ^13^C-glutamine experiment, the medium was changed to plain DMEM (A1443001, Gibco) supplemented with 5.5 mM glucose and 2 mM ^13^C-glutamine (HY-N0390S1, MedChemExpress) for 1 hour. The cells were then washed in PBS. Metabolites were extracted from cells by adding 300 μl of cold methanol:water (8:1, v/v) containing d_3_-leucine as an internal standard (5 parts per million final concentration). The samples were vortexed and subjected to three freeze-thaw cycles using liquid nitrogen and then stored at −20°C for 1 hour. After centrifugation at 12,000 rpm for 10 min at 4°C, the supernatants were transferred to glass vials for LC-MS analysis.

Metabolomic profiling was performed on a Thermo Fisher Scientific Orbitrap IDX Tribrid mass spectrometer equipped with a heated electrospray ionization interface and coupled to a Vanquish UHPLC system. Chromatographic separation was achieved using a Waters ACQUITY Premier BEH Amide column (2.1 mm by 100 mm, 1.7 μm). The mobile phases were acetonitrile (A) and 5 mM ammonium acetate in water (B). The gradient program started at 10% B (1 min isocratic), increased to 50% B over 4.5 min, and then to 70% B, followed by reequilibration to 10% B within 0.5 min and held for 3 min; total run time was 10 min.

Column temperature was maintained at 25°C, with a flow rate of 0.4 ml/min and an injection volume of 8 μl. MS was performed in negative ion mode (full scan) using the following parameters: mass/charge ratio (*m*/*z*) range, 70 to 300; spray voltage, −2.8 kV; ion transfer tube and vaporizer temperatures both at 300°C; sheath gas, auxiliary gas, and sweep gas flow rates at 40, 10, and 1 a.u., respectively; S-lens RF level, 60%; resolution, 60,000 (at *m*/*z* 200); AGC target, 2 × 10^5^; and maximum injection time set to Auto. Instrument control and data acquisition were conducted using Xcalibur 4.4 software.

The monitored metabolites (*m*/*z*, retention time, and number of isotopologs) as well as the internal standard are listed in table S4. Total abundance was normalized to the amount of protein in each sample to obtain normalized abundance, and fractional contribution was calculated as the percentage of labeled C in a molecule.

### Gene expression analysis through reverse transcription qPCR

Tissue and cell samples were homogenized and lysed using TRIzol Reagent (15596018, Invitrogen), followed by chloroform extraction. Isopropanol was used to precipitate the RNA, which was then washed with ethanol and dissolved in ribonuclease (RNase)–free water. RNA was quantified with a μDrop Plate (N12391, Thermo Fisher Scientific) on a Varioskan Lux instrument, using the Skanit Microplate Reader software (Thermo Fisher Scientific). The 260:280 ratio was used to assess RNA purity. RNA was then retrotranscribed into cDNA using the High-Capacity cDNA Reverse Transcription Kit with a mix of random primers, deoxyribonucleoside triphosphates, RNase inhibitor, nuclease-free water, and MultiScribe Reverse Transcriptase (all from Applied Biosystems). The expression of target and housekeeping genes was evaluated for each sample by quantitative polymerase chain reaction (qPCR) using the TaqMan Fast Advanced Master Mix (4444554, Thermo Fisher Scientific) and the specific TaqMan probes (table S5) on a Quant Studio 7 Pro instrument (from Applied Biosystems). Results were normalized to *B2m* using the comparative CT method (2^-ΔΔCT^).

### Hepatocyte RNA-seq

Murine primary hepatocytes from *Sucnr1*^fl/fl^ and Hep-*Sucnr1* KO mice were seeded in six-well collagen-coated plates overnight in attachment media. Cells were then lysed, and RNA was extracted and purified with the RNeasy Mini Kit (74104, Qiagen). Total RNA extractions were quantified using a Nanodrop One (Thermo Fisher Scientific), and RNA integrity was assessed with the Bioanalyzer 2100 RNA Nano assay (Agilent). Libraries for RNA-seq were prepared at IRB Barcelona Functional Genomics Core Facility. Briefly, mRNA was isolated from 1.1 μg of total RNA and used to generate dual-indexed cDNA libraries with the Illumina stranded mRNA ligation kit (Illumina) and UD Indexes Set A (Illumina). Ten cycles of PCR amplification were applied to all libraries.

Sequencing-ready libraries were quantified using the Qubit dsDNA HS assay (Invitrogen) and quality controlled with the Bioanalyzer 2100 DNA HS assay (Agilent). An equimolar pool was prepared with the six libraries and submitted for sequencing on a NovaSeq6000 S4 (Illumina). More than 71 Gbp were produced, with a minimum of 36.5 million paired-end reads per sample.

Stranded paired-end reads were processed using Trimgalore (v0.6.7) (*57*) using default parameters. Trimmed reads were aligned to the mouse reference genome version GRCm38 using STAR (v2.7.10a) (*58*) with default parameters. STAR indexes were built using the ENSEMBL annotation version GRCm38.102. SAM files were converted to BAM and sorted using sambamba (v2.098.1) (*59*). Gene counts were obtained with the featureCounts function from the Rsubread package (*60*) with the gtf file corresponding to ENSEMBL version GRCm38.102 and parameters set to isPairedEnd = TRUE and strandSpecific = 2. All RNA-seq data have been uploaded to Gene Expression Omnibus: GSE301098. Analyses were performed in the R programming language version 4.1.3 (*61*) unless otherwise stated. 

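Each gene was tested for a difference between Hep-*Sucnr1* KO and *Sucnr1* fl/fl hepatocytes with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, with extraction day as covariate. Of the genes tested, 0 had an FDR below 0.05. An unadjusted p below 0.05 was reached by 563 genes, 289 higher and 274 lower, where 755 would be reached by chance alone. The smallest FDR was 0.998. The paper used DESeq2 and does not name its test. The alternative that moved the count most was DESeq2's Wald test on the same genes and covariate, which gave 7 genes with an adjusted p below 0.05. Of these, *Tmem176a*, *Tmem176b*, *Fgl1*, *Lbp*, *Gstm3* and *Atp11a* were higher and *Sucnr1* was lower in Hep-*Sucnr1* KO hepatocytes, and all but *Sucnr1* are named after their values were seen. On simulated counts DESeq2 called 44 unchanged genes beside 180 changed ones, a larger share than 0.05 allows. Its adjusted p values may therefore be too small. The count was 0 in each of the 6 edgeR fits that left out 1 library. The common biological coefficient of variation between mice was 0.206. On counts simulated from these libraries with 200 changed genes, the same edgeR test called 66% of the genes changed by a log2 fold change of 1 and 99% of those changed by 2. The changed genes were drawn above an expression limit, genes varied independently, and 200 true changes ease the adjusted threshold. In the real data *Sucnr1* itself, at a log2 fold change of −2.23, was not called by edgeR. The 0 calls therefore do not show that few genes changed. The 2 genotypes did not overlap for 1598 genes, 10.6% of those tested, where 10% is expected by chance for 3 against 3. For the interaction of genotype and extraction day, 0 genes had an FDR below 0.05 and 557 an unadjusted p below 0.05.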

Differential analyses were performed using the DESeq2 package (*62*) with the experimental date of extraction as covariate.

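The exponent of the enrichment score, which the paper's text does not name, and the ranking statistic were varied on the counts. With an exponent of 0, which ignores the size of the fold changes and uses their ranks alone, the NES became 4.92, −2.37 and −1.73 for the pericentral, periportal and Wnt pathway sets, in place of the scores obtained with the exponent of 1. With genes ranked by the signed square root of the F statistic, which takes account of the error of each fold change, the NES was 2.66, −1.94 and −1.64. The competitive test camera with its preset correlation of 0.01 between genes gave p = 5.39e-09, 2.94e-05 and 0.00885. Its calls were not kept by fry, nor by camera with the correlation estimated from the libraries, which was 0.422, 0.277 and 0.032 and gave p = 0.273, 0.258 and 0.137.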

Pathway analysis was conducted on the gene log_2_ fold changes via the GSEA method with the following parameters: clusterProfiler (version 2.1.6) (*52*) and PathwayPA (version 1.48.0) (*53*) for R libraries, default parameters of minimal gene set (column setSize) size to be included for analysis (pericentral, periportal, and Wnt), significance filter of *q* value <0.05, ranked by *q* values, and, in case of exact *q* value, ranked by absolute NES value. Pericentral, periportal, and Wnt gene sets were extracted from Plata-Gómez *et al.* (*15*) (table S2), from which the baseMean ≤5 filter was applied to remove minimally expressed genes.

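After the filter on the mean normalized count, 79 of the 81 listed pericentral genes, 44 of the 46 periportal genes and 46 of the 55 Wnt pathway genes entered the tests. The sets were matched to the count table by gene symbol, and the symbols *Ndr1* and *Adh1b1* matched no gene of the annotation. The NES of the sets depended on the filter. With all genes of at least 1 count in the ranked list, 80, 45 and 52 genes of the sets were included, and the NES was 1.81 for the pericentral set, −1.29 for the periportal set (adjusted p = 0.129 in GSEA) and 0.73 for the Wnt pathway set (adjusted p = 0.954). The median log2 fold changes of the periportal and Wnt pathway sets were −0.15 and −0.082 without the filter, with 10 periportal and 16 Wnt pathway genes higher. With edgeR's own filter on low counts, which kept 13845 genes, the NES was 2.79, −1.87 and −1.62.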

GO overrepresentation analysis was performed on periportal, pericentral, and Wnt gene sets, using the clusterProfiler R package (version 4.12.6). Significantly enriched GO terms were then semantically clustered into parent GO terms, using the rrvgo R package (version 1.16.0). The relationship between enriched parent GO terms and the periportal, pericentral, and Wnt gene sets was represented with chord diagrams, using the circlize R package (version 0.4.16). Connection widths are proportional to the absolute log_2_ fold change of each gene. For visual clarity, only the top five up-regulated or down-regulated genes per parent GO term are represented. Analysis parameters are as follows: org.Mm.eg.db annotation database (version 3.19.1), minimum gene set size of 5, *P* value cutoff of 0.01, semantic similarity threshold of 0.8, and similarity method “relative.”

### Western blot

Liver tissue (20 mg) or cells (5 × 10^5^) were lysed in Mammalian Protein Extraction Reagent (M-PER, 78501) supplemented with Halt Protease (1861278) and Phosphatase Inhibitor Cocktail (1861277) plus EDTA (1861275) (all from Thermo Fisher Scientific). Tissue and cell lysates were then centrifuged at 13,000 rpm for 10 min at 4°C to remove cell debris, and protein was quantified using the Pierce BCA Protein Assay Kit (23225, Thermo Fisher Scientific). For each sample, 15 (cells) 20 to 50 (tissue) μg of protein were loaded onto 8% or 10% SDS polyacrylamide gels for electrophoresis, followed by transfer to polyvinylidene difluoride membranes. Five % (w/v) nonfat dry milk or 5% (w/v) BSA in 1× tris-buffered saline 0.1% Tween 20 was used to block membranes, which were then incubated overnight at 4°C with the specific primary antibodies (refer to table S6). Following washes, the membranes were incubated for 1 hour at room temperature with the appropriate secondary antibody at a 1:2000 dilution (table S6). The Immobilon ECL Ultra Western HRP Substrate (WBULS0500, EMD Millipore Corporation) and the iBright 1500 system (Thermo Fisher Scientific) were used to visualize protein bands, which were analyzed using ImageJ software (NIH). Band intensities were normalized to loading controls (β-actin or glyceraldehyde-3-phosphate dehydrogenase).

### Statistics

In all the experiments, normality was assessed with the Shapiro-Wilk test. In the two-group comparisons, significant differences between normal distributions were determined using unpaired *t* tests (two-tailed, 95% confidence interval), and the Mann-Whitney test was used for nonnormal distributions. One-way analysis of variance (ANOVA) plus Tukey’s or Šídák’s multiple comparisons test was used to analyze the differences between more than two groups with normal distribution, and Kruskal-Wallis plus Dunn’s multiple comparison test was used for more than two groups with a nonnormal distribution. Two-way ANOVA was used to test statistical significance in the GTT, PTT, ITT, and the fasting experiment. The ROUT method (*Q* = 1%) from GraphPad Prism was used to identify outliers. Scatter dot plots and time-course graphs data are presented in graphs as means ± SEM. The results were considered significant at *P* < 0.05. GraphPad Prism 9 software was used for statistical analysis and graphical representations. See Liver proteomics and Hepatocytes RNA-seq for specific statistical analyses and graph representation.

## References

[1] T. Martini, F. Naef, J. S. Tchorz, Spatiotemporal metabolic liver zonation and consequences on pathophysiology. Annu. Rev. Pathol. 18, 439–466 (2023).10.1146/annurev-pathmechdis-031521-02483136693201

[2] S. W. S. Kang, R. P. Cunningham, C. B. Miller, L. A. Brown, C. M. Cultraro, A. Harned, K. Narayan, J. Hernandez, L. M. Jenkins, A. Lobanov, M. Cam, N. Porat-Shliom, A spatial map of hepatic mitochondria uncovers functional heterogeneity shaped by nutrient-sensing signaling. Nat. Commun. 15, 1799 (2024).10.1038/s41467-024-45751-9PMC1090238038418824

[3] S. Fernández-Veledo, A. Marsal-Beltran, J. Vendrell, Type 2 diabetes and succinate: Unmasking an age-old molecule. Springer Science and Business Media Deutschland GmbH [Preprint] (2024); 10.1007/s00125-023-06063-7.PMC1084435138182909

[4] S. Fernández-Veledo, V. Ceperuelo-Mallafré, J. Vendrell, Rethinking succinate: An unexpected hormone-like metabolite in energy homeostasis. Trends Endocrinol. Metab. 32, 680–692 (2021).10.1016/j.tem.2021.06.00334301438

[5] S. Fernández-Veledo, J. Vendrell, Gut microbiota-derived succinate: Friend or foe in human metabolic diseases? Rev. Endocr. Metab. Disord. 20, 439–447 (2019).10.1007/s11154-019-09513-zPMC693878831654259

[6] C. Serena, V. Ceperuelo-Mallafré, N. Keiran, M. I. Queipo-Ortuño, R. Bernal, R. Gomez-Huelgas, M. Urpi-Sarda, M. Sabater, V. Pérez-Brocal, C. Andrés-Lacueva, A. Moya, F. J. Tinahones, J. M. Fernández-Real, J. Vendrell, S. Fernández-Veledo, Elevated circulating levels of succinate in human obesity are linked to specific gut microbiota. ISME J. 12, 1642–1657 (2018).10.1038/s41396-018-0068-2PMC601880729434314

[7] V. Ceperuelo-Mallafre, G. Llaurado, N. Keiran, E. Benaiges, B. Astiarraga, L. Martinez, S. Pellitero, J. M. Gonzalez-Clemente, A. Rodriguez, J. M. Fernandez-Real, A. Lecube, A. Megia, N. Vilarrasa, J. Vendrell, S. Fernandez-Veledo, Preoperative circulating succinate levels as a biomarker for diabetes remission after bariatric surgery. Diabetes Care 42, 1956–1965 (2019).10.2337/dc19-011431375523

[8] J. A. van Diepen, J. H. Robben, G. J. Hooiveld, C. Carmone, M. Alsady, L. Boutens, M. Bekkenkamp-Grovenstein, A. Hijmans, U. F. H. Engelke, R. A. Wevers, M. G. Netea, C. J. Tack, R. Stienstra, P. M. T. Deen, SUCNR1-mediated chemotaxis of macrophages aggravates obesity-induced inflammation and diabetes. Diabetologia 60, 1304–1313 (2017).10.1007/s00125-017-4261-zPMC548758928382382

[9] A. Marsal-Beltran, A. Rodríguez-Castellano, B. Astiarraga, E. Calvo, P. Rada, A. Madeira, M.-M. Rodríguez-Peña, G. Llauradó, C. Núñez-Roa, B. Gómez-Santos, E. Maymó-Masip, R. Bosch, M. D. Frutos, J. M. Moreno-Navarrete, B. Ramos-Molina, P. Aspichueta, J. Joven, J.-M. Fernández-Real, J. C. Quer, Á. M. Valverde, A. Pardo, J. Vendrell, V. Ceperuelo-Mallafré, S. Fernández-Veledo, Protective effects of the succinate/SUCNR1 axis on damaged hepatocytes in NAFLD. Metabolism 145, 155630 (2023).10.1016/j.metabol.2023.15563037315889

[10] S. Chashmniam, M. Ghafourpour, A. Rezaei Farimani, A. Gholami, B. F. Nobakht Motlagh Ghoochani, Metabolomic biomarkers in the diagnosis of non-alcoholic fatty liver disease. Hepat. Mon. 19, e92244 (2019).PMC653601731191836

[11] R. Loomba, V. Seguritan, W. Li, T. Long, N. Klitgord, A. Bhatt, P. S. Dulai, C. Caussy, R. Bettencourt, S. K. Highlander, M. B. Jones, C. B. Sirlin, B. Schnabl, L. Brinkac, N. Schork, C.-H. Chen, D. A. Brenner, W. Biggs, S. Yooseph, J. C. Venter, Gut microbiome based metagenomic signature for non-invasive detection of advanced fibrosis in human nonalcoholic fatty liver disease. Cell Metab. 25, 1054–1062.e5 (2017).10.1016/j.cmet.2017.04.001PMC550273028467925

[12] B. Astiarraga, L. Martínez, V. Ceperuelo-Mallafré, G. Llauradó, M. Terrón-Puig, M. M. Rodríguez, A. Casajoana, S. Pellitero, A. Megía, N. Vilarrasa, J. Vendrell, S. Fernández-Veledo, Impaired succinate response to a mixed meal in obesity and type 2 diabetes is normalized after metabolic surgery. Diabetes Care 43, 2581–2587 (2020).10.2337/dc20-0460PMC751004832737141

[13] T. Villanueva-Carmona, L. Cedó, A. Madeira, V. Ceperuelo-Mallafré, M.-M. Rodríguez-Peña, C. Núñez-Roa, E. Maymó- Masip, M. Repollés-de-Dalmau, J. Badia, N. Keiran, M. Mirasierra, C. Pimenta-Lopes, J. Sabadell-Basallote, R. Bosch, L. Caubet, J. C. Escolà- Gil, J.-M. Fernández-Real, N. Vilarrasa, F. Ventura, M. Vallejo, J. Vendrell, S. Fernández-Veledo, SUCNR1 signaling in adipocytes controls energy metabolism by modulating circadian clock and leptin expression. Cell Metab. 35, 601–619.e10 (2023).10.1016/j.cmet.2023.03.00436977414

[14] J. Sabadell-Basallote, B. Astiarraga, C. Castaño, M. Ejarque, M. Repollés-De-Dalmau, I. Quesada, J. Blanco, C. Núñez-Roa, M. M. Rodríguez-Peña, L. Martínez, D. F. De Jesus, L. Marroquí, R. Bosch, E. Montanya, F. X. Sureda, A. Tura, A. Mari, R. N. Kulkarni, J. Vendrell, S. Fernández-Veledo, SUCNR1 regulates insulin secretion and glucose elevates the succinate response in people with prediabetes. J. Clin. Invest. 134, e173214 (2024).10.1172/JCI173214PMC1117853338713514

[15] A. B. Plata-Gómez, L. de Prado-Rivas, A. Sanz, N. Deleyto-Seldas, F. García, C. de la Calle Arregui, C. Silva, E. Caleiras, O. Graña-Castro, E. Piñeiro-Yáñez, J. Krebs, L. Leiva-Vega, J. Muñoz, A. Jain, G. Sabio, A. Efeyan, Hepatic nutrient and hormone signaling to mTORC1 instructs the postnatal metabolic zonation of the liver. Nat. Commun. 15, 1878 (2024).10.1038/s41467-024-46032-1PMC1094877038499523

[16] S. Wang, B. Xu, J. Liang, Y. Feng, P. Han, J. Shen, X. Li, M. Zheng, T. Zhang, C. Zhang, P. Mi, Y. Zhang, Z. Liu, S. Li, D. Yuan, Spatial transcriptomic study reveals heterogeneous metabolic adaptation and a role of pericentral PPARα/CAR/Ces2a axis during fasting in mouse liver. Adv. Sci. 11, e2405240 (2024).10.1002/advs.202405240PMC1153866839234807

[17] N. Keiran, V. Ceperuelo-Mallafré, E. Calvo, M. I. Hernández-Alvarez, M. Ejarque, C. Núñez-Roa, D. Horrillo, E. Maymó-Masip, M. M. Rodríguez, R. Fradera, J. V. de la Rosa, R. Jorba, A. Megia, A. Zorzano, G. Medina-Gómez, C. Serena, A. Castrillo, J. Vendrell, S. Fernández-Veledo, SUCNR1 controls an anti-inflammatory program in macrophages to regulate the metabolic response to obesity. Nat. Immunol. 20, 581–592 (2019).10.1038/s41590-019-0372-730962591

[18] E. Gaude, C. Schmidt, P. A. Gammage, A. Dugourd, T. Blacker, S. P. Chew, J. Saez-Rodriguez, J. S. O’Neill, G. Szabadkai, M. Minczuk, C. Frezza, NADH shuttling couples cytosolic reductive carboxylation of glutamine with glycolysis in cells with mitochondrial dysfunction. Mol. Cell 69, 581–593.e7 (2018).10.1016/j.molcel.2018.01.034PMC582397329452638

[19] M. P. Murphy, E. T. Chouchani, Why succinate? Physiological regulation by a mitochondrial coenzyme Q sentinel. Nat. Chem. Biol. 18, 461–469 (2022).10.1038/s41589-022-01004-8PMC915060035484255

[20] D. Inverso, J. Shi, K. H. Lee, M. Jakab, S. Ben-Moshe, S. R. Kulkarni, M. Schneider, G. Wang, M. Komeili, P. A. Vélez, M. Riedel, C. Spegg, T. Ruppert, C. Schaeffer-Reiss, D. Helm, I. Singh, M. Boutros, S. Chintharlapalli, M. Heikenwalder, S. Itzkovitz, H. G. Augustin, A spatial vascular transcriptomic, proteomic, and phosphoproteomic atlas unveils an angiocrine Tie–Wnt signaling axis in the liver. Dev. Cell 56, 1677–1693.e10 (2021).10.1016/j.devcel.2021.05.001PMC819149434038707

[21] K. B. Halpern, R. Shenhav, H. Massalha, B. Toth, A. Egozi, E. E. Massasa, C. Medgalia, E. David, A. Giladi, A. E. Moor, Z. Porat, I. Amit, S. Itzkovitz, Paired-cell sequencing enables spatial gene expression mapping of liver endothelial cells. Nat. Biotechnol. 36, 962–970 (2018).10.1038/nbt.4231PMC654659630222169

[22] Y. Liang, K. Kaneko, B. Xin, J. Lee, X. Sun, K. Zhang, G. S. Feng, Temporal analyses of postnatal liver development and maturation by single-cell transcriptomics. Dev. Cell 57, 398–414.e5 (2022).10.1016/j.devcel.2022.01.004PMC884299935134346

[23] A. Reddy, L. H. M. Bozi, O. K. Yaghi, E. L. Mills, H. Xiao, H. E. Nicholson, M. Paschini, J. A. Paulo, R. Garrity, D. Laznik-Bogoslavski, J. C. B. Ferreira, C. S. Carl, K. A. Sjøberg, J. F. P. Wojtaszewski, J. F. Jeppesen, B. Kiens, S. P. Gygi, E. A. Richter, D. Mathis, E. T. Chouchani, pH-gated succinate secretion regulates muscle remodeling in response to exercise. Cell 183, 62–75.e17 (2020).10.1016/j.cell.2020.08.039PMC777878732946811

[24] Q. Chen, K. Kirk, Y. I. Shurubor, D. Zhao, A. J. Arreguin, I. Shahi, F. Valsecchi, G. Primiano, E. L. Calder, V. Carelli, T. T. Denton, M. F. Beal, S. S. Gross, G. Manfredi, M. D’Aurelio, Rewiring of glutamine metabolism is a bioenergetic adaptation of human cells with mitochondrial DNA mutations. Cell Metab. 27, 1007–1025.e5 (2018).10.1016/j.cmet.2018.03.002PMC593221729657030

[25] R. J. Deberardinis, A. Mancuso, E. Daikhin, I. Nissim, M. Yudkoff, S. Wehrli, C. B. Thompson, Beyond aerobic glycolysis: Transformed cells can engage in glutamine metabolism that exceeds the requirement for protein and nucleotide synthesis. Proc. Natl. Acad. Sci. U.S.A. 104, 19345–19350 (2007).10.1073/pnas.0709747104PMC214829218032601

[26] M. G. V. Heiden, L. C. Cantley, C. B. Thompson, Understanding the Warburg effect: The metabolic requirements of cell proliferation. Science 324, 1029–1033 (2009).10.1126/science.1160809PMC284963719460998

[27] S. R. Nagarajan, M. Paul-Heng, J. R. Krycer, D. J. Fazakerley, A. F. Sharland, X. Andrew, J. Hoy, Lipid and glucose metabolism in hepatocyte cell lines and primary mouse hepatocytes: A comprehensive resource for in vitro studies of hepatic metabolism. Am. J. Physiol. Endocrinol. Metab. 316, 578–589 (2019).10.1152/ajpendo.00365.201830694691

[28] R. Uzhachenko, K. Boyd, D. Olivares-Villagomez, Y. Zhu, J. S. Goodwin, T. Rana, A. Shanker, W. J. T. Tan, T. Bondar, R. Medzhitov, A. V. Ivanova, Mitochondrial protein Fus1/Tusc2 in premature aging and age-related pathologies: Critical roles of calcium and energy homeostasis. Aging 9, 627–649 (2017).10.18632/aging.101213PMC539122328351997

[29] A. S. Divakaruni, M. Jastroch, A practical guide for the analysis, standardization and interpretation of oxygen consumption measurements. Nat. Metab. 4, 978–994 (2022).10.1038/s42255-022-00619-4PMC961845235971004

[30] M. Liu, N. Ma, S. Li, Z. Kang, M. Wang, D. Wang, J. Zhao, H. Jiao, Y. Zhou, X. Wang, H. Li, H. Lin, Prevotella-produced succinate alleviates hepatic steatosis by enhancing mitochondrial function in layer-type chickens. J. Nutr. 155, 1751–1767 (2025).10.1016/j.tjnut.2025.04.01840274237

[31] A. D. Liebing, P. Rabe, P. Krumbholz, C. Zieschang, F. Bischof, A. Schulz, S. Billig, C. Birkemeyer, T. Pillaiyar, M. Garcia-Marcos, R. Kraft, C. Stäubert, Succinate receptor 1 signaling mutually depends on subcellular localization and cellular metabolism. FEBS J. 292, 2017–2050 (2025).10.1111/febs.17407PMC1200120739838520

[32] Y. Zhang, H. Gong, L. Jin, P. Liu, J. Fan, X. Qin, Q. Zheng, Succinate predisposes mice to atrial fibrillation by impairing mitochondrial function via SUCNR1/AMPK axis. Redox Biol. 81, 103576 (2025).10.1016/j.redox.2025.103576PMC1191517340031129

[33] P. Rabe, A. D. Liebing, P. Krumbholz, R. Kraft, C. Stäubert, Succinate receptor 1 inhibits mitochondrial respiration in cancer cells addicted to glutamine. Cancer Lett. 526, 91–102 (2022).10.1016/j.canlet.2021.11.02434813893

[34] M. Riou, A. L. Charles, I. Enache, C. Evrard, C. Pistea, M. Giannini, A. Charloux, B. Geny, Acute severe hypoxia decreases mitochondrial chain complex II respiration in human peripheral blood mononuclear cells. Int. J. Mol. Sci. 26, 705 (2025).10.3390/ijms26020705PMC1176566239859418

[35] M. Grings, B. Seminotti, A. Karunanidhi, L. Ghaloul-Gonzalez, A.-W. Mohsen, P. Wipf, J. Palmfeldt, J. Vockley, G. Leipnitz, ETHE1 and MOCS1 deficiencies: Disruption of mitochondrial bioenergetics, dynamics, redox homeostasis and endoplasmic reticulum-mitochondria crosstalk in patient fibroblasts. Sci. Rep. 9, 12651 (2019).10.1038/s41598-019-49014-2PMC671868331477743

[36] L. Bramasole, A. Sinha, S. Gurevich, M. Radzinski, Y. Klein, N. Panat, E. Gefen, T. Rinaldi, D. Jimenez-Morales, J. Johnson, N. J. Krogan, N. Reis, D. Reichmann, M. H. Glickman, E. Pick, Proteasome lid bridges mitochondrial stress with Cdc53/Cullin1 NEDDylation status. Redox Biol. 20, 533–543 (2019).10.1016/j.redox.2018.11.010PMC627995730508698

[37] M. E. Fusakio, J. A. Willy, Y. Wang, E. T. Mirek, R. J. T. A. Baghdadi, C. M. Adams, T. G. Anthony, R. C. Wek, Transcription factor ATF4 directs basal and stress-induced gene expression in the unfolded protein response and cholesterol metabolism in the liver. Mol. Biol. Cell 27, 1536–1551 (2016).10.1091/mbc.E16-01-0039PMC485004026960794

[38] H. Kawecka, N. Imai, Y. Ohsaki, J. Cheng, D. Liu, J. Zhang, F. Mizuno, T. Tanaka, S. Yokoyama, K. Yamamoto, T. Ito, Y. Ishizu, T. Honda, T. Ishikawa, M. Woźniak, H. Wake, H. Kawashima, Morphological alterations of peridroplet mitochondria in human liver biopsy. Sci. Rep. 15, 38650 (2025).10.1038/s41598-025-22496-zPMC1258643941188377

[39] M. Morita, S. P. Gravel, V. Chénard, K. Sikström, L. Zheng, T. Alain, V. Gandin, D. Avizonis, M. Arguello, C. Zakaria, S. McLaughlan, Y. Nouet, A. Pause, M. Pollak, E. Gottlieb, O. Larsson, J. St-Pierre, I. Topisirovic, N. Sonenberg, MTORC1 controls mitochondrial activity and biogenesis through 4E-BP-dependent translational regulation. Cell Metab. 18, 698–711 (2013).10.1016/j.cmet.2013.10.00124206664

[40] K. Uehara, W. D. Lee, M. Stefkovich, D. Biswas, D. Santoleri, A. G. Whitlock, W. Quinn, T. Coopersmith, K. T. Creasy, D. J. Rader, K. Sakamoto, J. D. Rabinowitz, P. M. Titchenell, mTORC1 controls murine postprandial hepatic glycogen synthesis via *Ppp1r3b*. J. Clin. Investig. 134, e173782 (2024).10.1172/JCI173782PMC1097799038290087

[41] E. G. Frame, The levels of individual free amino acids in the plasma of normal man at various intervals after a high-protein meal. J. Clin. Invest. 37, 1710–1723 (1958).10.1172/JCI103763PMC106285713611038

[42] L. M. Rogers, A. E. Belfield, M. Korzepa, A. Gritsas, T. A. Churchward-Venne, L. Breen, Postprandial plasma aminoacidemia and indices of appetite regulation following pea-rice blend, pea isolate and whey protein ingestion in healthy young adults. Br. J. Nutr. 132, 691–700 (2024).10.1017/S0007114524001958PMC1155728639387207

[43] N. Ji, L. Xiang, B. Zhou, Y. Lu, M. Zhang, Hepatic gene expression profiles during fed–fasted–refed state in mice. Front. Genet. 14, 1145769 (2023).10.3389/fgene.2023.1145769PMC1002037236936413

[44] C. H. Ang, P. Arandjelovic, J. Cheng, J. Yang, F. Guo, Y. Yu, S. Nelameham, L. Whitehead, J. Li, D. L. Silver, N. Barker, J. E. Visvader, P. K. H. Chow, G. K. Smyth, Y. Chen, D. M. Virshup, N. Y. Fu, Self-maintenance of zonal hepatocytes during adult homeostasis and their complex plasticity upon distinct liver injuries. Cell Rep. 44, 115093 (2025).10.1016/j.celrep.2024.11509339721024

[45] K. B. Halpern, R. Shenhav, O. Matcovitch-Natan, B. Tóth, D. Lemze, M. Golan, E. E. Massasa, S. Baydatch, S. Landen, A. E. Moor, A. Brandis, A. Giladi, A. Stokar-Avihail, E. David, I. Amit, S. Itzkovitz, Single-cell spatial reconstruction reveals global division of labour in the mammalian liver. Nature 542, 352–356 (2017).10.1038/nature21065PMC532158028166538

[46] H. Massalha, K. Bahar Halpern, S. Abu-Gazala, T. Jana, E. E. Massasa, A. E. Moor, L. Buchauer, M. Rozenberg, E. Pikarsky, I. Amit, G. Zamir, S. Itzkovitz, A single cell atlas of the human liver tumor microenvironment. Mol. Syst. Biol. 16, e9682 (2020).10.15252/msb.20209682PMC774622733332768

[47] S. Hu, S. Liu, Y. Bian, M. Poddar, S. Singh, C. Cao, J. McGaughey, A. Bell, L. L. Blazer, J. J. Adams, S. S. Sidhu, S. Angers, S. P. Monga, Single-cell spatial transcriptomics reveals a dynamic control of metabolic zonation and liver regeneration by endothelial cell Wnt2 and Wnt9b. Cell Rep. Med. 3, 100754 (2022).10.1016/j.xcrm.2022.100754PMC958899636220068

[48] A. Efeyan, R. Zoncu, S. Chang, I. Gumper, H. Snitkin, R. L. Wolfson, O. Kirak, D. D. Sabatini, D. M. Sabatini, Regulation of mTORC1 by the Rag GTPases is necessary for neonatal autophagy and survival. Nature 493, 679–683 (2013).10.1038/nature11745PMC400070523263183

[49] K. J. McCreath, S. Espada, B. G. Gálvez, M. Benito, A. de Molina, P. Sepúlveda, A. M. Cervera, Targeted disruption of the SUCNR1 metabolic receptor leads to dichotomous effects on obesity. Diabetes 64, 1154–1167 (2015).10.2337/db14-034625352636

[50] M. E. Ritchie, B. Phipson, D. Wu, Y. Hu, C. W. Law, W. Shi, G. K. Smyth, *limma* powers differential expression analyses for RNA-sequencing and microarray studies. Nucleic Acids Res. 43, e47 (2015).10.1093/nar/gkv007PMC440251025605792

[51] Y. Majeed, N. Halabi, A. Y. Madani, R. Engelke, A. M. Bhagwat, H. Abdesselem, M. V. Agha, M. Vakayil, R. Courjaret, N. Goswami, H. Ben Hamidane, M. A. Elrayess, A. Rafii, J. Graumann, F. Schmidt, N. A. Mazloum, SIRT1 promotes lipid metabolism and mitochondrial biogenesis in adipocytes and coordinates adipogenesis by targeting key enzymatic pathways. Sci. Rep. 11, 8177 (2021).10.1038/s41598-021-87759-xPMC804699033854178

[52] S. Xu, E. Hu, Y. Cai, Z. Xie, X. Luo, L. Zhan, W. Tang, Q. Wang, B. Liu, R. Wang, W. Xie, T. Wu, L. Xie, G. Yu, Using clusterProfiler to characterize multiomics data. Nat. Protoc. 19, 3292–3320 (2024).10.1038/s41596-024-01020-z39019974

[53] G. Yu, Q. Y. He, ReactomePA: An R/Bioconductor package for reactome pathway analysis and visualization. Mol. Biosyst. 12, 477–479 (2016).10.1039/c5mb00663e26661513

[54] C. Poggel, T. Adams, R. Janzen, A. Hofmann, O. Hardt, E. Roeb, S. K. Schröder, C. G. Tag, M. Roderfeld, R. Weiskirchen, Isolation of hepatocytes from liver tissue by a novel, semi-automated perfusion technology. Biomedicines 10, 2198 (2022).10.3390/biomedicines10092198PMC949634936140299

[55] M. Haffke, D. Fehlmann, G. Rummel, J. Boivineau, M. Duckely, N. Gommermann, S. Cotesta, F. Sirockin, F. Freuler, A. Littlewood-Evans, K. Kaupmann, V. P. Jaakola, Structural basis of species-selective antagonist binding to the succinate receptor. Nature 574, 581–585 (2019).10.1038/s41586-019-1663-831645725

[56] P. Geubelle, J. Gilissen, S. Dilly, L. Poma, N. Dupuis, C. Laschet, D. Abboud, A. Inoue, F. Jouret, B. Pirotte, J. Hanson, Identification and pharmacological characterization of succinate receptor agonists. Br. J. Pharmacol. 174, 796–808 (2017).10.1111/bph.13738PMC538699628160606

[57] Felix Krueger, TrimGalore. https://github.com/FelixKrueger/TrimGalore.

[58] A. Dobin, C. A. Davis, F. Schlesinger, J. Drenkow, C. Zaleski, S. Jha, P. Batut, M. Chaisson, T. R. Gingeras, STAR: Ultrafast universal RNA-seq aligner. Bioinformatics 29, 15–21 (2013).10.1093/bioinformatics/bts635PMC353090523104886

[59] A. Tarasov, P. Prins, Sambamba v0.5.0. Zenodo (2014); 10.5281/zenodo.13200.

[60] Y. Liao, G. K. Smyth, W. Shi, The R package Rsubread is easier, faster, cheaper and better for alignment and quantification of RNA sequencing reads. Nucleic Acids Res. 47, e47 (2019).10.1093/nar/gkz114PMC648654930783653

[61] R Core Team, R: A language and environment for statistical computing. R Foundation for Statistical Computing, Vienna, Austria (2021); https://r-project.org/.

[62] M. I. Love, W. Huber, S. Anders, Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol. 15, 550 (2014).10.1186/s13059-014-0550-8PMC430204925516281

# Supplementary material for: SUCNR1 coordinates metabolic flux, mitochondrial function, and nutrient-dependent adaptation in hepatocytes
**Source:** Sci Adv. 2026 Jun 12;12(24):eaec8873. doi: 10.1126/sciadv.aec8873
**Supplement:** Supplementary file 1 — Figs. S1 to S10 Tables S1 to S6 Legends for data S1 to S15

Supplementary Materials for  
**SUCNR1 coordinates metabolic flux, mitochondrial function, and nutrient-dependent adaptation in hepatocytes**

Anna Marsal-Beltran *et al.*

*Sci. Adv.* **12**, eaec8873 (2026)  
DOI: 10.1126/sciadv.aec8873

**The PDF file includes:**

Figs. S1 to S10  
Tables S1 to S6  
Legends for data S1 to S15

**Other Supplementary Material for this manuscript includes the following:**

Data S1 to S15

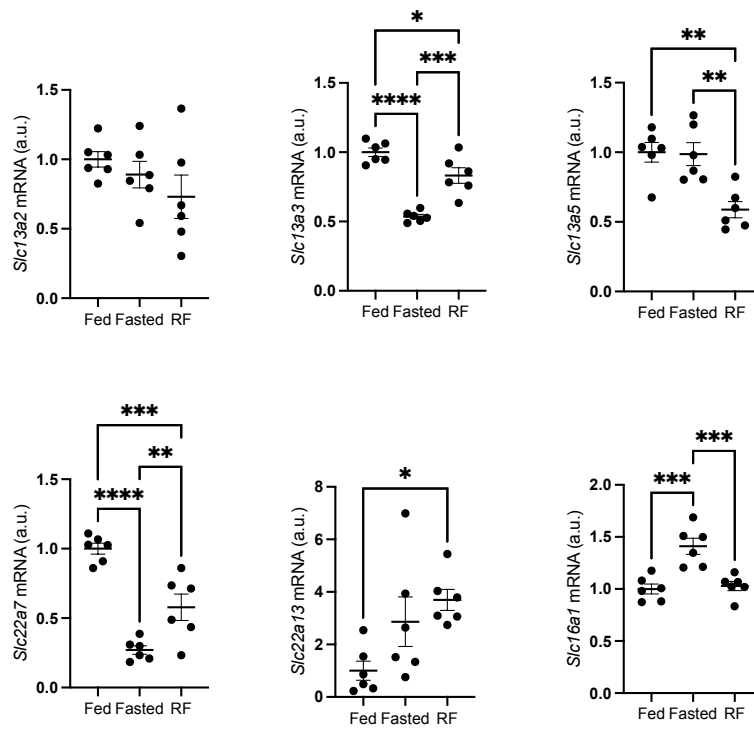

**Fig. S1. Succinate transporters expression in response to fasting and refeeding.** RT-qPCR of succinate transporters in livers of 8-12-week-old WT mice in three conditions: *ad libitum*-fed, fasted for 24h, or fasted for 24h +24h refed (RF) ( $n=5-6$ ). Results are presented as mean  $\pm$  SEM; \*  $p < 0.05$ ; \*\*  $p < 0.01$ ; \*\*\*  $p < 0.001$ ; \*\*\*\*  $p < 0.0001$  (one-way ANOVA plus Tukey's multiple comparisons test).

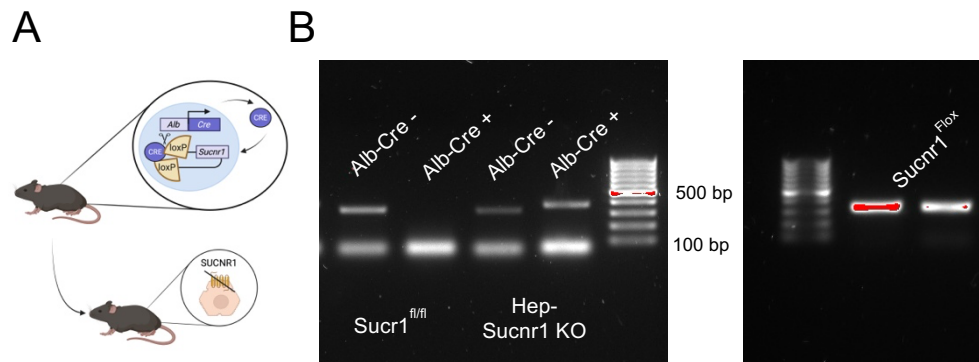

**Fig. S2. Hep-*Sucnr1* KO mouse model generation and genotyping.** Schematic representation of Cre recombinase action on loxP sequences in Hep-*Sucnr1* KO hepatocytes. Created in BioRender. Fernández-Veledo, S. (2026) <https://BioRender.com/glod1lx> (A). PCR products of the *Alb-Cre*<sup>-</sup>, *Alb-Cre*<sup>+</sup> and *Sucnr1*<sup>fl/fl</sup> amplifications (B).

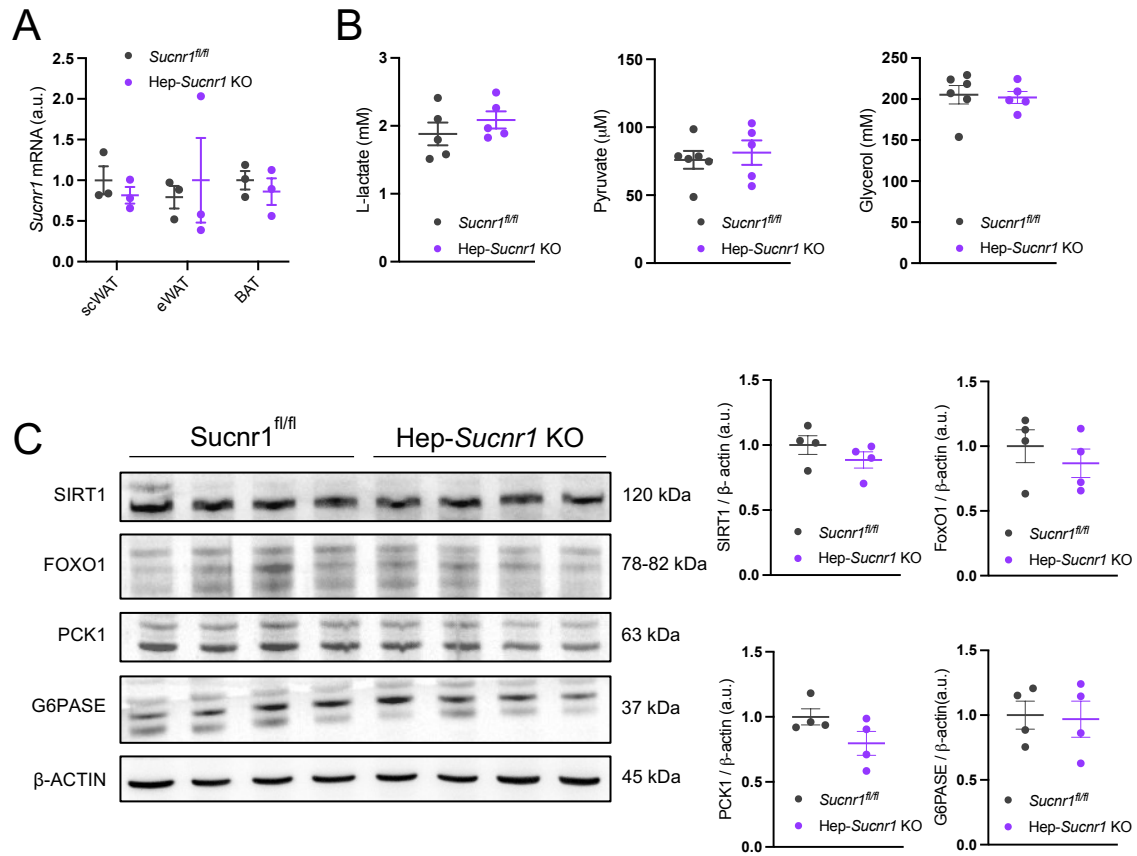

**Fig. S3. Hep-*Sucnr1* KO mice do not show changes in *Sucnr1* expression in adipose tissue depots, alterations in plasma lactate, pyruvate, and glycerol, nor dysregulated gluconeogenic markers expression in primary hepatocytes.** RT-qPCR of *Sucnr1* in subcutaneous (scWAT), epididymal (eWAT) and brown adipose tissue (BAT) from Hep-*Sucnr1* KO mice compared to *Sucnr1*<sup>fl/fl</sup> mice ( $n=3-3$ ) (A). Plasma L-lactate ( $n=5-5$ ), pyruvate ( $n=6-5$ ), and glycerol ( $n=6-5$ ) in Hep-*Sucnr1* KO mice compared to *Sucnr1*<sup>fl/fl</sup> mice after an overnight fasting (B). Immunoblot of gluconeogenic markers in hepatocytes isolated from *Sucnr1*<sup>fl/fl</sup> and Hep-*Sucnr1* KO mice ( $n=4-4$ ) (C). Results are presented as mean  $\pm$  SEM (two-tailed unpaired  $t$  test).

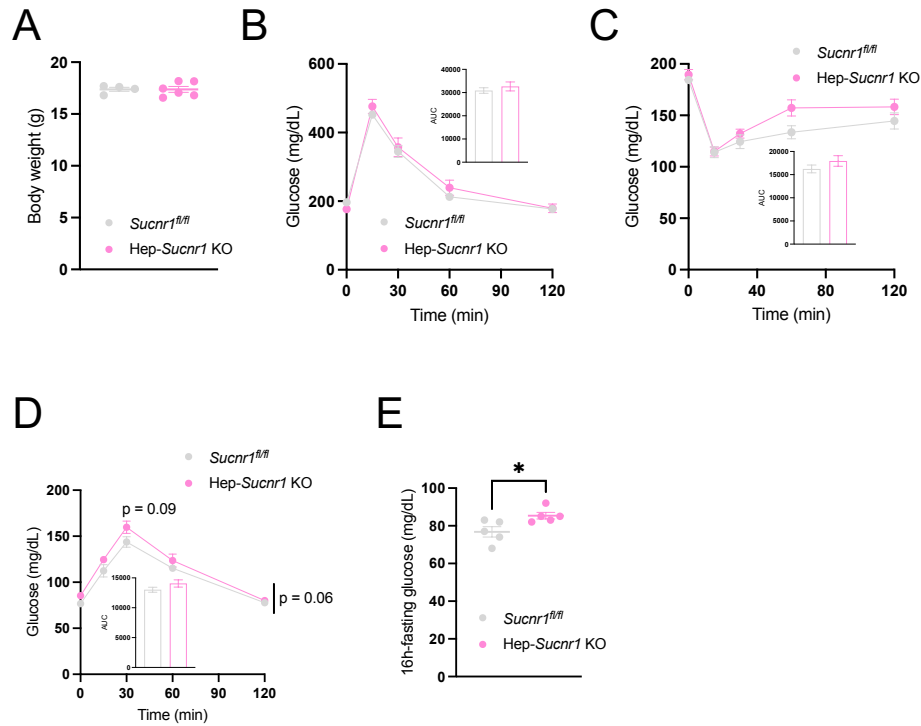

**Fig. S4. Hep-*Sucnr1* KO female mice show a similar phenotype to male mice.** *Sucnr1<sup>fl/fl</sup>* and Hep-*Sucnr1* KO female mice were studied at 10 weeks of age. Body weight ( $n=4-6$ ) (A). Glucose tolerance test and area under the curve ( $n=4-4$ ) (B). Insulin tolerance test and area under the curve ( $n=6-10$ ) (C). Pyruvate tolerance test and area under the curve ( $n=5-5$ ) (D). Plasma glucose after an overnight fasting ( $n=5-5$ ) (E). Results are presented as  $\pm$  SEM \*  $p < 0.05$  (two-tailed unpaired  $t$  test for bar graphs and scatter dot plots; two-way ANOVA for  $x$ - $y$  graphs).

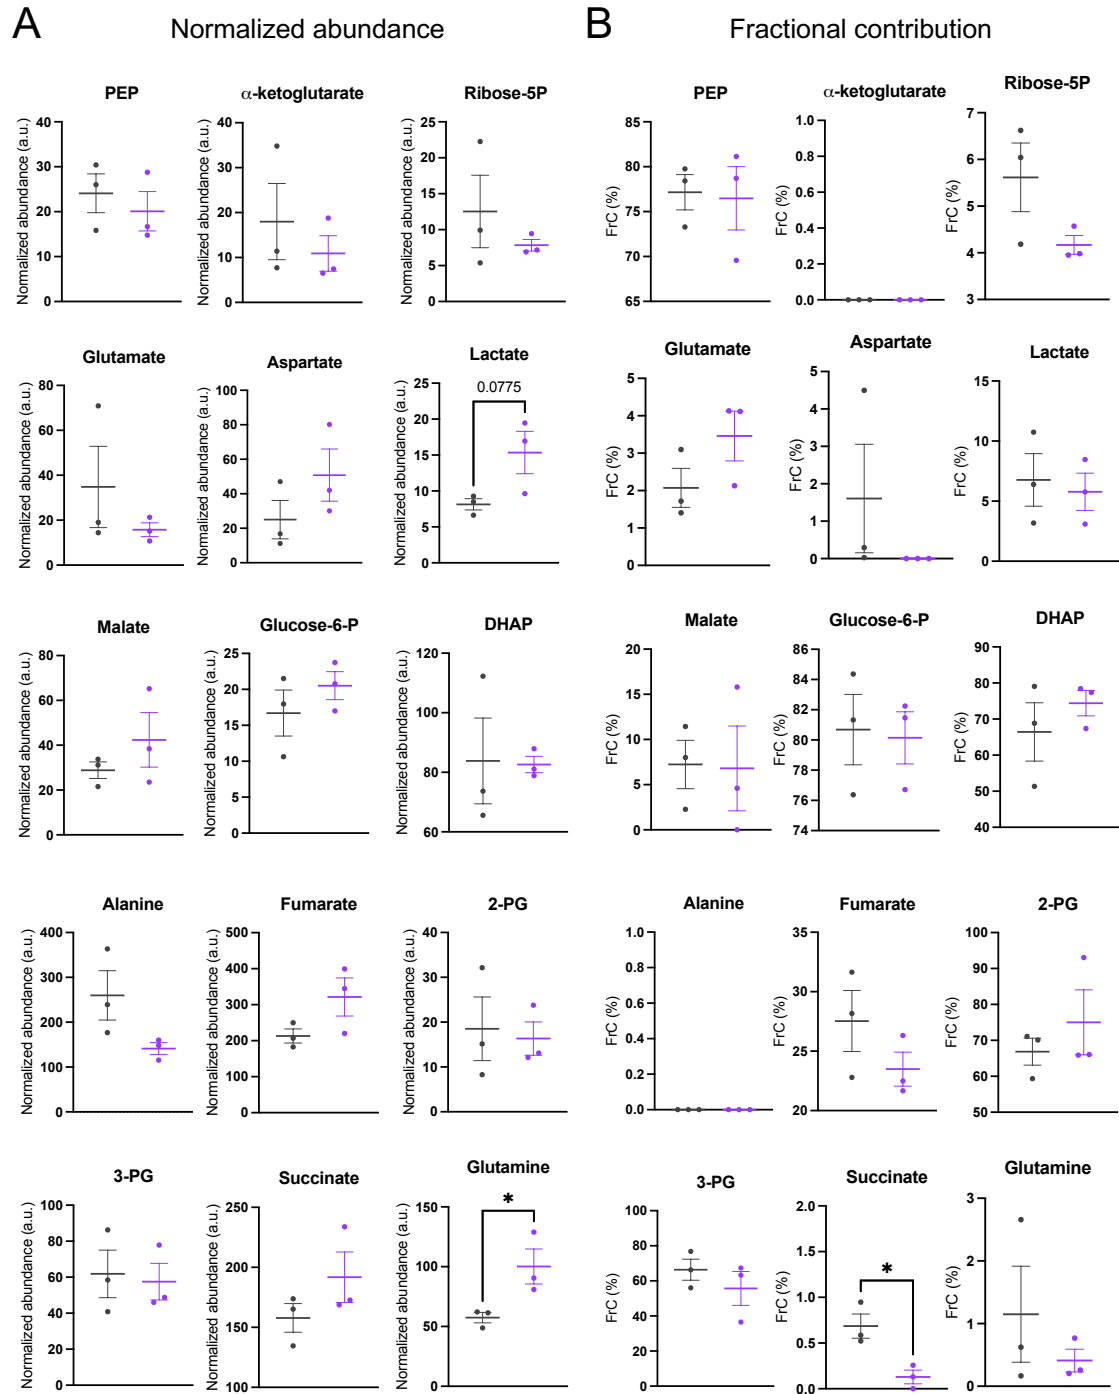

**Fig. S5. Isotope-based flux analysis in hepatocytes from *Sucnr1<sup>fl/fl</sup>* and Hep-*Sucnr1* KO mice treated with  $^{13}\text{C}$ -glucose.** Normalized abundance (A). Fractional contribution (B). Results are presented as mean  $\pm$  SEM ( $n=3-3$ ). \* $p<0.05$  (two-tailed unpaired  $t$  test or Mann-Whitney test).

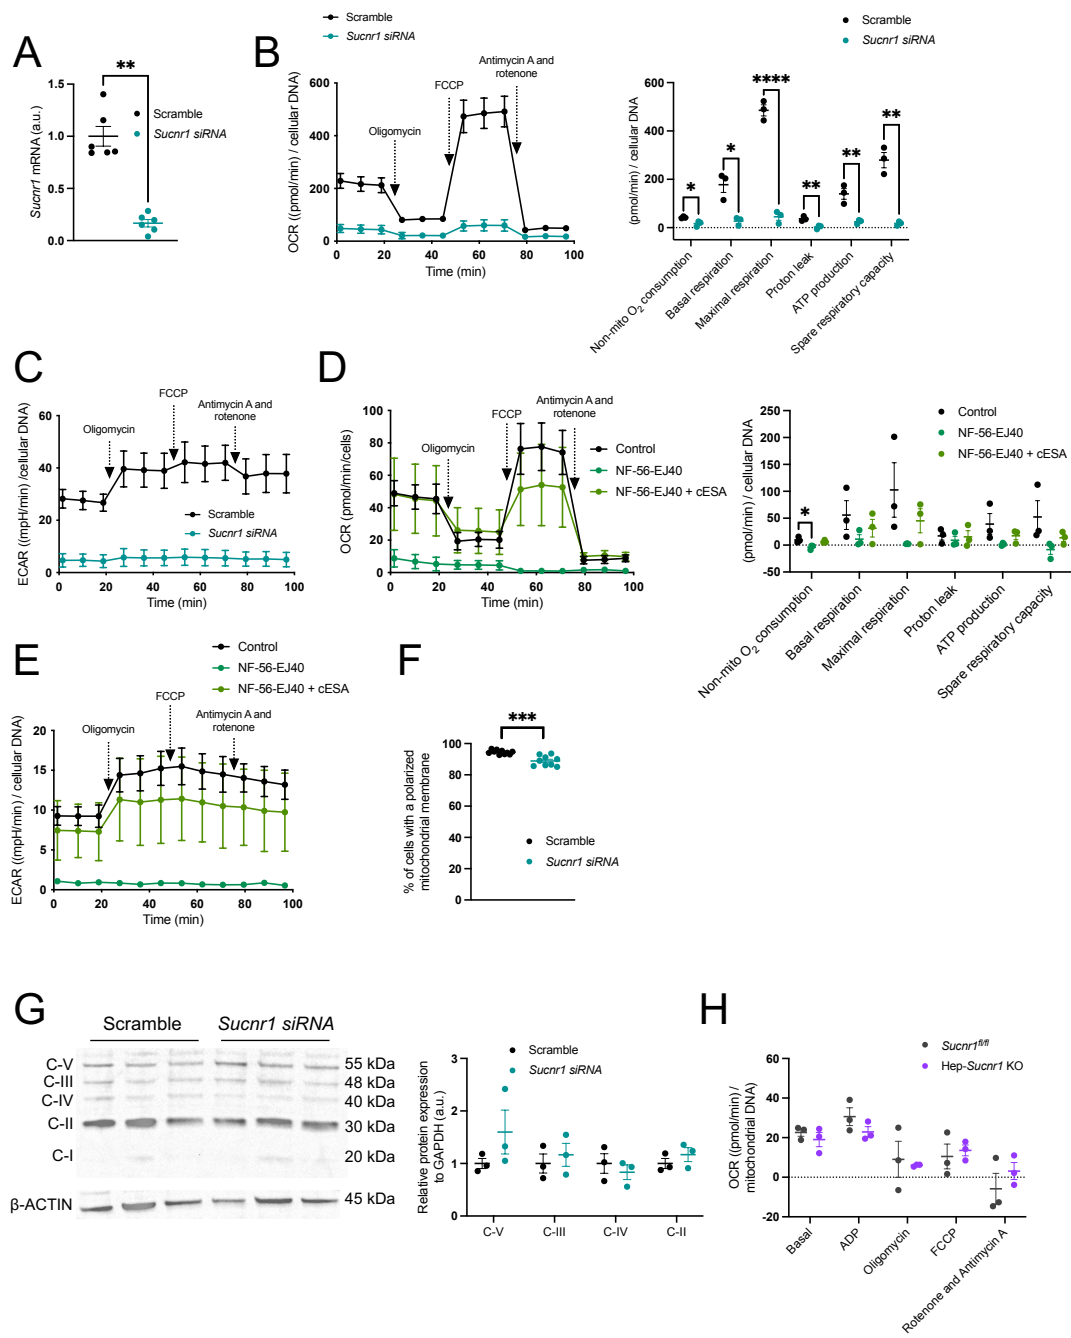

**Fig. S6. *Sucnr1* knockdown and blocking in hepatocytes alters mitochondrial function.** *Sucnr1* mRNA expression levels in response to 24h of *Sucnr1* siRNA treatment in AML12 cells ( $n=6-6$ ) (A). Oxygen consumption rate (OCR), non-mitochondrial O<sub>2</sub> production, basal respiration, maximal respiration, proton leak, ATP production, and spare respiratory capacity in AML12 in response to *Sucnr1* siRNA treatment for 24h ( $n=3-3$ ) (B). Extracellular acidification rate (ECAR) in response to *Sucnr1* siRNA treatment for 24h ( $n=3-3$ ) (C). OCR, non-mitochondrial O<sub>2</sub> production, basal respiration, maximal respiration, proton leak, ATP production, and spare respiratory capacity in response to SUCNR1 antagonist (5h) or SUCNR1 antagonist (5h) + cESA (3h) in THLE-2 ( $n=3-3$ ) (D). ECAR in response to SUCNR1 antagonist or SUCNR1 antagonist (5h) + cESA (3h) in THLE-2 ( $n=3-3$ ) (E). Mitochondrial membrane polarization in AML12 cells in response to 24h of *Sucnr1* siRNA treatment ( $n=3-3$ ) (F). Immunoblot of total OXPHOS antibody cocktail in AML12 cells in response to 24h of *Sucnr1* siRNA treatment ( $n=3-3$ ) (G). Basal, ADP-induced, oligomycin-inhibited, FCCP-induced and Rotenone/Antimycin A-inhibited OCR in response to CI-substrates malate and pyruvate in isolated mitochondria from *Sucnr1*<sup>fl/fl</sup> and Hep-*Sucnr1* KO mice ( $n=3-3$ ) (H). Numeric results are presented as mean  $\pm$  SEM and statistical significance studied by two-tailed unpaired *t* test; \* $p<0.05$ ; \*\* $p<0.01$ ; \*\*\* $p<0.001$ ; \*\*\*\* $p<0.0001$ .

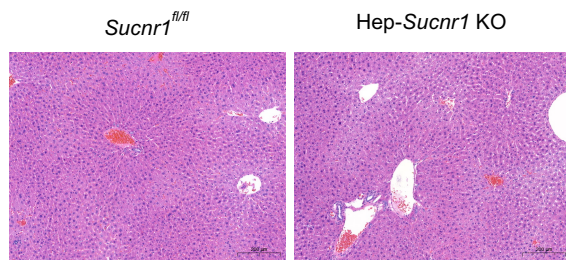

**Fig. S7. *Sucnr1* deficiency in hepatocytes does not affect hepatic histology.** Liver H&E staining of *Sucnr1<sup>fl/fl</sup>* and *Hep-Sucnr1* KO mice.

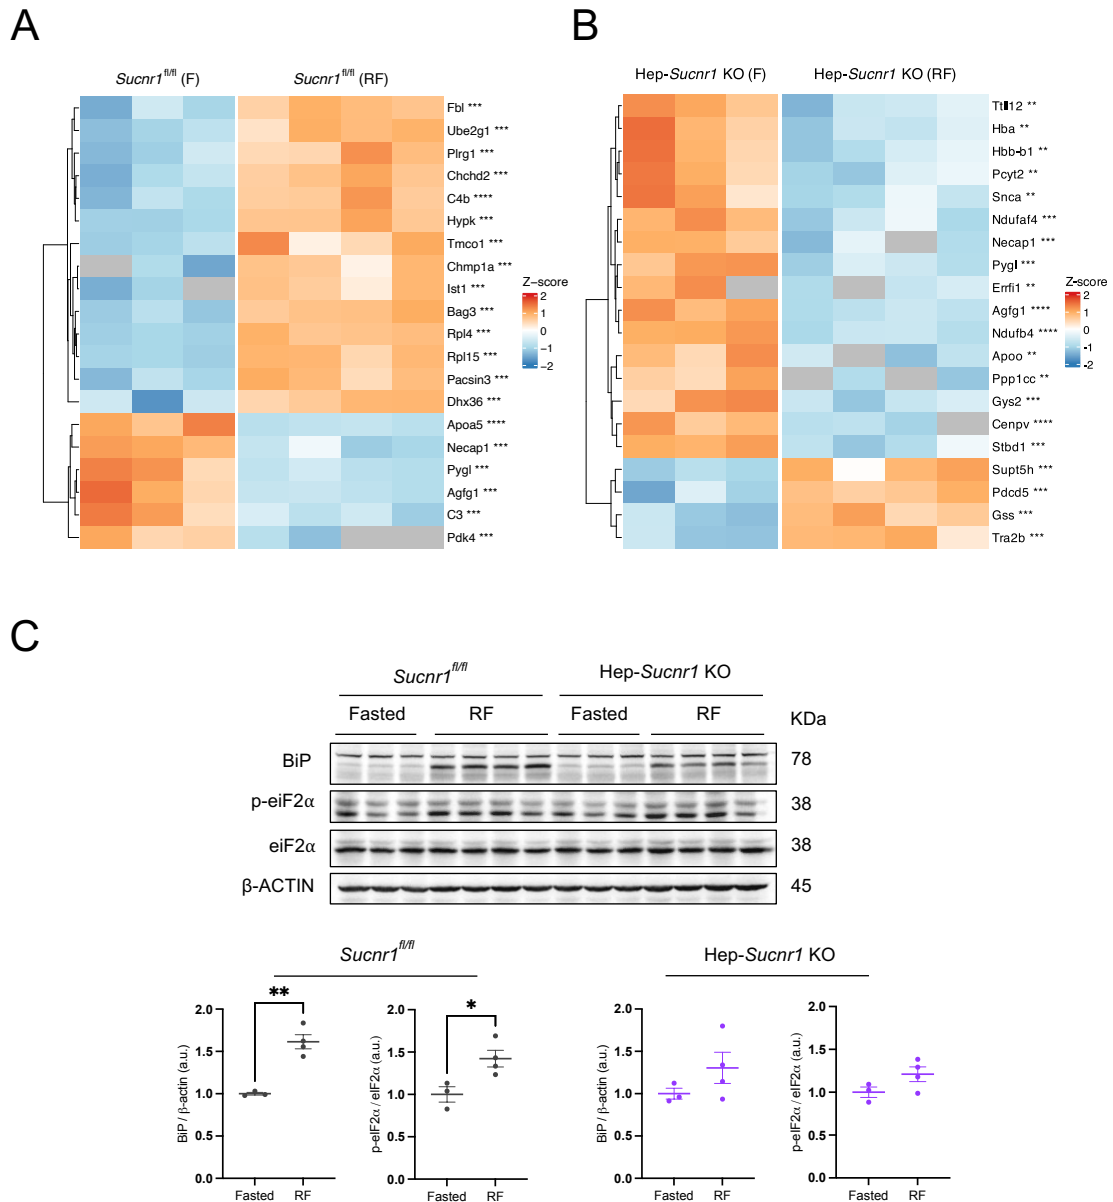

**Fig. S8. Refeeding induces a distinct and attenuated hepatic response in Hep-*Sucnr1* KO mice.** Heatmap of the top 20 most regulated proteins in refeeding (RF) vs fasting (F) in the livers of *Sucnr1*<sup>fl/fl</sup> mice ( $n=4-3$ ) (**A**) and Hep-*Sucnr1* KO mice ( $n=3-4$ ) (**B**). Immunoblot analysis of ER stress markers binding immunoglobulin protein (BiP), phosphorylated eukaryotic translation initiation factor 2 alpha (p-eIF2 $\alpha$ ), and total eIF2 $\alpha$  in response to RF in *Sucnr1*<sup>fl/fl</sup> ( $n=3-4$ ) and Hep-*Sucnr1* KO mice ( $n=3-4$ ), with densitometric quantification of BiP and the p-eIF2 $\alpha$ /eIF2 $\alpha$  ratio normalized to  $\beta$ -actin (**C**). Results are presented normalized as Z-score (A, B) or as mean  $\pm$  SEM (C), and statistical significance studied by limma's empirical Bayes moderated  $t$  statistics (A, B) or two-tailed unpaired  $t$  test (C).

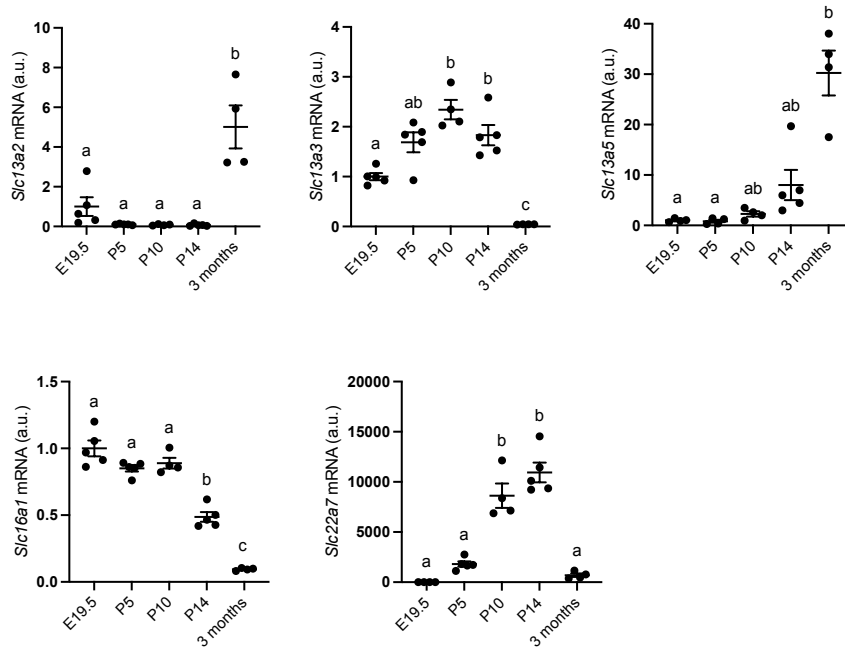

**Fig. S9. Succinate transporters are modulated during early postnatal development.** Gene expression analysis of succinate transporters at E19.5, P5, P10, P14, and 3 months of age ( $n=4-5$ ). Results are presented as mean  $\pm$  SEM, and statistical significance studied by one-way ANOVA plus Tukey's multiple comparisons test or Kruskal-Wallis plus Dunn's multiple comparisons test. Significantly different groups ( $p < 0.05$ ) are shown with different letters, while non-significant comparisons show the same letter.

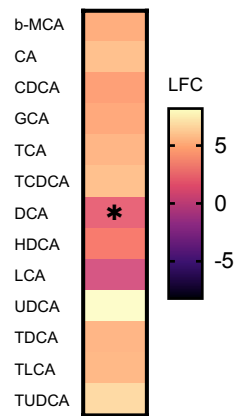

**Fig. S10. Hep-*Sucnr1* KO mice show increased bile acids in circulation.** Bile acids determination in plasma in fasting conditions. Data are presented as log<sub>2</sub> fold change (LFC) of the mean of Hep-*Sucnr1* KO mice vs. *Sucnr1*<sup>fl/fl</sup> mice ( $n=3-3$ ). \* $p<0.05$  (two-tailed unpaired  $t$  test). B-MCA, b-Muricholic acid; CA, cholic acid; CDCA, chenodeoxycholic acid; GCA, glycocholic acid; TCA, taurocholic acid; TCDCA, taurochenodeoxycholic acid; DCA, deoxycholic acid; HDCA, hyodeoxycholic acid; LCA, lithocholic acid; UDCA, ursodeoxycholic acid; TDCA, taurodeoxycholic acid; TLCA, tauroolithocholic acid; TUDCA, tauroursodeoxycholic acid.

**Table S1. Summary of significant proteins per comparison in the proteomics study**

| Significant proteins per comparison                                        |                      |                      |                          |                          |
|----------------------------------------------------------------------------|----------------------|----------------------|--------------------------|--------------------------|
| Comparison                                                                 | <i>p</i> values      |                      | Adjusted <i>p</i> values |                          |
|                                                                            | <i>p</i> value <0.05 | <i>p</i> value <0.01 | Adj <i>p</i> value <0.1  | Adj <i>p</i> value <0.05 |
| <b>Hep-<i>Sucnr1</i> KO F vs<br/><i>Sucnr1</i><sup>n/n</sup> F</b>         | 147                  | 35                   | 1                        | 0                        |
| <b><i>Sucnr1</i><sup>n/n</sup> RF vs<br/><i>Sucnr1</i><sup>n/n</sup> F</b> | 475                  | 146                  | 22                       | 0                        |
| <b>Hep-<i>Sucnr1</i> KO F vs<br/>Hep-<i>Sucnr1</i> KO RF</b>               | 195                  | 52                   | 3                        | 1                        |

Abbreviations: F, fasted; RF, refed

**Table S2. Pericentral, periportal, and Wnt pathway gene sets**

| Pericentral genes |                 |                |                |              |              |               |                 |                |
|-------------------|-----------------|----------------|----------------|--------------|--------------|---------------|-----------------|----------------|
| <i>Acot1</i>      | <i>Ces2d-ps</i> | <i>Cyp2a5</i>  | <i>Cyp2e1</i>  | <i>Glul</i>  | <i>Hpgd</i>  | <i>Oat</i>    | <i>Rnf43</i>    | <i>Slc22a1</i> |
| <i>Adh6-ps1</i>   | <i>Ces2h</i>    | <i>Cyp2c29</i> | <i>Cyp2g1</i>  | <i>Gsta3</i> | <i>Lcn2</i>  | <i>Orm2</i>   | <i>Saa2</i>     | <i>Slc22a3</i> |
| <i>Ahr</i>        | <i>Cib2</i>     | <i>Cyp2c37</i> | <i>Cyp3a59</i> | <i>Gstm1</i> | <i>Lect2</i> | <i>Pcp4l1</i> | <i>Saa3</i>     | <i>Sntb1</i>   |
| <i>Akr1b7</i>     | <i>Cxcl1</i>    | <i>Cyp2c38</i> | <i>Cyp7a1</i>  | <i>Gstm2</i> | <i>Lgr5</i>  | <i>Pdk4</i>   | <i>Scd2</i>     | <i>Sult1b1</i> |
| <i>Akr1c20</i>    | <i>Cxcl9</i>    | <i>Cyp2c39</i> | <i>Endod1</i>  | <i>Gstm3</i> | <i>Lhpp</i>  | <i>Pfkfb1</i> | <i>Slc13a3</i>  | <i>Sult1e1</i> |
| <i>Axin2</i>      | <i>Cyp1a2</i>   | <i>Cyp2c50</i> | <i>Fam89a</i>  | <i>Gstm6</i> | <i>Ncald</i> | <i>Plbd1</i>  | <i>Slc16a10</i> | <i>Tbx3</i>    |
| <i>Blvrb</i>      | <i>Cyp27a1</i>  | <i>Cyp2c54</i> | <i>Gbp11</i>   | <i>Gulo</i>  | <i>Ndr1</i>  | <i>Por</i>    | <i>Slc16a7</i>  | <i>Ube2e2</i>  |
| <i>Ces2b</i>      | <i>Cyp2a22</i>  | <i>Cyp2c55</i> | <i>Gck</i>     | <i>Hip1r</i> | <i>Npr2</i>  | <i>Rec8</i>   | <i>Slc1a2</i>   | <i>Ugt2b37</i> |
| <i>Ces2c</i>      | <i>Cyp2a4</i>   | <i>Cyp2d40</i> | <i>Gda</i>     | <i>Hopx</i>  | <i>Nr1i3</i> | <i>Rhbg</i>   | <i>Slc1a4</i>   | <i>Vnn1</i>    |

| Periportal genes |               |                 |                 |                |                     |                |
|------------------|---------------|-----------------|-----------------|----------------|---------------------|----------------|
| <i>Acly</i>      | <i>Bdh2</i>   | <i>Cryl1</i>    | <i>Cyp4a12a</i> | <i>Hsd17b6</i> | <i>Scnn1a</i>       | <i>Slc7a2</i>  |
| <i>Alb</i>       | <i>Cd5l</i>   | <i>Ctnnbip1</i> | <i>Enho</i>     | <i>Igfbp2</i>  | <i>Sds</i>          | <i>Sult5a1</i> |
| <i>Adh1b1</i>    | <i>Cdh1</i>   | <i>Ctsc</i>     | <i>Gas2</i>     | <i>Mafk</i>    | <i>Sdsl</i>         | <i>Tbc1d30</i> |
| <i>As3mt</i>     | <i>Celsr1</i> | <i>Cux2</i>     | <i>Gls2</i>     | <i>Mfsd2a</i>  | <i>Serpina12</i>    | <i>Ugt2b38</i> |
| <i>Asl</i>       | <i>Clec2h</i> | <i>Cyp17a1</i>  | <i>Gpc1</i>     | <i>Mmd2</i>    | <i>Serpina4-ps1</i> |                |
| <i>Aspg</i>      | <i>Clec4f</i> | <i>Cyp2f2</i>   | <i>Gsta2</i>    | <i>Mup20</i>   | <i>Setd7</i>        |                |
| <i>Ass1</i>      | <i>Cobl</i>   | <i>Cyp2u1</i>   | <i>Hes1</i>     | <i>Pck1</i>    | <i>Slc13a2</i>      |                |

| Wnt pathway genes |             |                |              |               |              |              |              |
|-------------------|-------------|----------------|--------------|---------------|--------------|--------------|--------------|
| <i>Ahr</i>        | <i>Fzd3</i> | <i>Glul</i>    | <i>Lgr5</i>  | <i>Lrp2bp</i> | <i>Reck</i>  | <i>Sdc2</i>  | <i>Wnt2</i>  |
| <i>Ascl2</i>      | <i>Fzd4</i> | <i>Gpc1</i>    | <i>Lrp1</i>  | <i>Lrp3</i>   | <i>Rnf43</i> | <i>Sdc3</i>  | <i>Wnt4</i>  |
| <i>Axin2</i>      | <i>Fzd5</i> | <i>Gpc3</i>    | <i>Lrp10</i> | <i>Lrp4</i>   | <i>Ror1</i>  | <i>Sdc4</i>  | <i>Wnt5a</i> |
| <i>Ccnd1</i>      | <i>Fzd6</i> | <i>Gpc4</i>    | <i>Lrp11</i> | <i>Lrp5</i>   | <i>Rspo1</i> | <i>Sfr1</i>  | <i>Wnt5b</i> |
| <i>Cd44</i>       | <i>Fzd7</i> | <i>Igfbp4</i>  | <i>Lrp12</i> | <i>Lrp6</i>   | <i>Rspo3</i> | <i>Sfrp1</i> | <i>Wnt9b</i> |
| <i>Dkk3</i>       | <i>Fzd8</i> | <i>Kremen1</i> | <i>Lrp1b</i> | <i>Myc</i>    | <i>Ryk</i>   | <i>Sfrp5</i> | <i>Znrf3</i> |
| <i>Fzd1</i>       | <i>Fzd9</i> | <i>Lgr4</i>    | <i>Lrp2</i>  | <i>Notum</i>  | <i>Sdc1</i>  | <i>Sox9</i>  |              |

**Table S3. Gene set enrichment analysis specifications**

| DESCRIPTION | SET SIZE | ENRICHMENT SCORE | NES               | <i>P</i> VALUE | <i>P</i> ADJUST | <i>Q</i> VALUE | RANK | LEADING EDGE                         |
|-------------|----------|------------------|-------------------|----------------|-----------------|----------------|------|--------------------------------------|
| PERICENTRAL | 80       | 0.5383977        | 4.67<br>3525      | 1.00e-10       | 3.00e-10        | NA             | 2630 | tags=64%,<br>list=17%,<br>signal=53% |
| PERIPORTAL  | 45       | -0.3357927       | -<br>2.43<br>8300 | 4.65e-04       | 6.97e-04        | NA             | 3602 | tags=51%,<br>list=24%,<br>signal=39% |
| WNT         | 46       | -0.2374091       | -<br>1.73<br>7559 | 2.05e-02       | 2.05e-02        | NA             | 6647 | tags=65%,<br>list=44%,<br>signal=37% |

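Table S3 gives, for each gene set, the result of the enrichment analysis of the hepatocyte libraries. NES is the enrichment score divided by the mean score of random gene sets of the same size, so that sets of different size can be compared, the p value comes from those random sets, and the rank is the position at which the running score was farthest from 0, counted from the top of the ranked gene list for a positive score and from its bottom for a negative score. On the counts, the unadjusted p was 6.78e-12 for the pericentral, 0.00133 for the periportal and 0.0217 for the Wnt pathway set, and the ranks at the maximum were 1648, 3510 and 3902 in a list of 15101 gene symbols. The paper's p values in this table are 1.00e-10, 4.65e-04 and 2.05e-02, and its ranks are 2630, 3602 and 6647.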

Abbreviations: NES, normalized enrichment score.

**Table S4. m/z, retention time, and number of isotopologues for each metabolite in the isotope-based flux analysis**

| Metabolite                               | m/z      | Retention time | Number of isotopologues |
|------------------------------------------|----------|----------------|-------------------------|
| <b>Pyruvate</b>                          | 87.0088  | 3.78 min       | 4                       |
| <b>Citrate</b>                           | 191.0197 | 4.38 min       | 7                       |
| <b>Aconitate</b>                         | 173.0092 | 3.71 min       | 7                       |
| <b><math>\alpha</math>-Ketoglutarate</b> | 145.0142 | 3.80 min       | 6                       |
| <b>Succinate</b>                         | 117.0193 | 2.95 min       | 5                       |
| <b>Fumarate</b>                          | 115.0037 | 3.92 min       | 5                       |
| <b>Malate</b>                            | 133.0142 | 4.39 min       | 5                       |
| <b>Phosphoenolpyruvate</b>               | 166.9751 | 4.20 min       | 4                       |
| <b>Glucose</b>                           | 179.0567 | 3.76 min       | 7                       |
| <b>Glucose-6-phosphate</b>               | 259.0224 | 4.38 min       | 7                       |
| <b>Fructose-6-phosphate</b>              | 259.0224 | 4.22 min       | 7                       |
| <b>Dihydroxyacetone phosphate</b>        | 168.9907 | 4.09 min       | 4                       |
| <b>Glyceraldehyde-3-phosphate</b>        | 168.9907 | 4.24 min       | 4                       |
| <b>2-Phosphoglycerate</b>                | 184.9857 | 4.19 min       | 4                       |
| <b>3-Phosphoglycerate</b>                | 184.9857 | 4.36 min       | 4                       |
| <b>Ribose</b>                            | 149.0455 | 3.70 min       | 6                       |
| <b>Ribose-5-phosphate</b>                | 229.0119 | 4.21 min       | 6                       |
| <b>6-Phosphogluconate</b>                | 275.0179 | 4.53 min       | 7                       |
| <b>Alanine</b>                           | 88.0404  | 4.03 min       | 4                       |
| <b>Valine</b>                            | 116.0717 | 3.68 min       | 6                       |
| <b>Glycine</b>                           | 74.0248  | 4.32 min       | 3                       |
| <b>Serine</b>                            | 104.0353 | 4.33 min       | 4                       |
| <b>Aspartic acid</b>                     | 132.0302 | 4.23 min       | 5                       |
| <b>Lactate</b>                           | 89.0244  | 2.60 min       | 4                       |
| <b>Glutamine</b>                         | 145.0619 | 4.28 min       | 6                       |
| <b>Glutamate</b>                         | 146.0459 | 4.19 min       | 6                       |
| <b>d<sub>3</sub>-Leucine</b>             | 133.1062 | 3.33 min       | Internal standard       |

**Table S5. TaqMan probes for mRNA expression**

| <b>Gene</b>     | <b>Description</b>                                                    | <b>TaqMan probe</b> |
|-----------------|-----------------------------------------------------------------------|---------------------|
| <i>B2m</i>      | Beta-2-microglobulin                                                  | Mm00437762_m1       |
| <i>Slc13a2</i>  | Solute carrier family 13, member 2                                    | Mm00452095_m1       |
| <i>Slc13a3</i>  | Solute carrier family 13, member 3                                    | Mm00475289_m1       |
| <i>Slc13a5</i>  | Solute carrier family 13, member 5                                    | Mm01334459_m1       |
| <i>Slc16a1</i>  | Solute carrier family 16 (monocarboxylic acid transporters), member 1 | Mm01306379_m1       |
| <i>Slc22a13</i> | Solute carrier family 22 (organic anion transporter), member 13       | Mm07299946_g1       |
| <i>Slc22a7</i>  | Solute carrier family 22 (organic anion transporter), member 7        | Mm00468672_m1       |
| <i>Sucnr1</i>   | Succinate receptor 1                                                  | Mm02620543_s1       |

**Table S6. Antibodies for Western Blot**

| <b>Antibody</b>                                    | <b>Dilution</b> | <b>Host species</b> | <b>Reference and source</b>       |
|----------------------------------------------------|-----------------|---------------------|-----------------------------------|
| Anti-ATF4 antibody                                 | 1:1000          | Rabbit              | #ab216839, Abcam                  |
| Anti-beta-Actin antibody                           | 1:2000          | Mouse               | #A1978, Sigma-Aldrich             |
| Anti-Fox01 (C29H4)                                 | 1:1000          | Rabbit              | #2880, Cell Signaling Technology  |
| Anti-GADD 153 (CHOP)<br>polyclonal rabbit antibody | 1:1000          | Rabbit              | #sc-575, Santa Cruz Biotechnology |
| Anti-G-6-Pase                                      | 1:1000          | Rabbit              | #ab83690, Abcam                   |
| Anti-mouse IgG Secondary<br>Antibody, HPR          | 1:2000          | Goat                | #62-6520, Invitrogen              |
| Anti-PCK1 (D12F5)                                  | 1:1000          | Rabbit              | #12940, Cell Signaling Technology |
| Anti-phospho-mTOR<br>(Ser2448)                     | 1:1000          | Rabbit              | #2971, Cell Signaling Technology  |
| Anti-rabbit IgG HRP linked<br>whole antibody       | 1:2000          | Donkey              | #NA934V, ECL                      |
| Anti-SirT1 (1F3)                                   | 1:1000          | Mouse               | #8469, Cell Signaling TEchnology  |
| ATF6 Antibody                                      | 1:1000          | Rabbit              | #NBP1-40256SS, Novus Biologicals  |
| BiP (C50B12) Rabbit<br>Monoclonal Antibody         | 1:1000          | Rabbit              | #3177, Cell Signaling Technology  |
| eIF2 alpha Antibody                                | 1:1000          | Rabbit              | #9722, Cell Signaling Technology  |
| GAPDH Loading Control<br>Antibody (GA1R)           | 1:1000          | Mouse               | #MA5-15738, Thermo Scientific     |
| mTOR Antibody                                      | 1:1000          | Rabbit              | #2972, Cell Signaling Technology  |
| OxPhos Rodent WB Antibody<br>Cocktail              | 1:250           | Mouse               | #45-8099, Invitrogen              |
| Phospho-eIF2 alpha (Ser51)<br>Antibody             | 1:1000          | Rabbit              | #9721, Cell Signaling Technology  |

## **Supplemental auxiliary files (separate files)**

### Excel tables

**Data S1.** Raw data for Fig. 1

**Data S2.** Raw data for Fig. 2

**Data S3.** Raw data for Fig. 3

**Data S4.** Raw data for Fig. 4

**Data S5.** Raw data for Fig. 5

**Data S6.** Raw data for Fig. 6

**Data S7.** Raw data for Fig. S1

**Data S8.** Raw data for Fig. S3

**Data S9.** Raw data for Fig. S4

**Data S10.** Raw data for Fig. S5

**Data S11.** Raw data for Fig. S6

**Data S12.** Raw data for Fig. S8

**Data S13.** Raw data for Fig. S9

**Data S14.** Raw data for Fig. S10

**Data S15.** Proteomics raw data

How the deposited data were processed for this re-analysis (not part of the article)

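Gene expression was measured by stranded paired-end mRNA sequencing in primary hepatocytes, cultured overnight, of 3 *Sucnr1* fl/fl and 3 Hep-*Sucnr1* KO mice. *Sucnr1* fl/fl mice carry alleles of *Sucnr1*, the gene of the succinate receptor SUCNR1, with exon 2 floxed. In Hep-*Sucnr1* KO mice that exon is deleted in hepatocytes. The libraries were mapped to genotype, replicate number and extraction day from their labels and the paper. Both genotypes were extracted on day 1 (1 library each) and on day 2 (2 libraries each).

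The authors trimmed the reads, aligned them to GRCm38 and counted read pairs per gene with the Ensembl annotation, using strand, and deposited these raw counts in 1 table of 25184 genes, each with at least 1 count in the 6 libraries together. The deposited counts are not normalized. The paper's text does not state how read pairs that match several genes were counted, and values of near-identical paralogs and pseudogenes are therefore uncertain. Of the gene identifiers, 25096 had a symbol in the annotation used here and 88 had none. Coordinates are those of GRCm38, the build of the counts.

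The totals lay between 30504248 and 38770694 counts per library. At this depth a gene at 1 CPM (counts scaled to the library total) had more than 30 counts in each library. Near and below that level counting added to the spread between mice, and for abundant genes that spread set the precision. The common biological coefficient of variation was 0.206.

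CPM were computed from the counts with TMM factors in edgeR 4.0.16 (R 4.3.3). Genes with a mean of DESeq2-normalized counts above 5 were kept, after the paper's own filter, which left 15105 genes. The paper tested single genes with DESeq2, with the extraction date as covariate. Here the genotype effect was tested with edgeR's quasi-likelihood test in a model of extraction day and genotype, with Benjamini-Hochberg adjustment and a threshold of 0.05, and DESeq2 was run as an alternative. Log2 fold changes are of Hep-*Sucnr1* KO against *Sucnr1* fl/fl. The pericentral, periportal and Wnt pathway sets of table S2 were tested with preranked GSEA on the log2 fold changes (fgsea 1.28.0, exponent 1, minimum set size 10), with adjusted p values over the 3 sets, and with fry on the same fit. The score of a list in a library is the median over its genes of the deviation of log2 CPM (prior count 2) from the mean of the 6 libraries. Medians were also placed among 10000 random lists of the same size, matched on mean expression in 20 bins. Single values of the 2 genotypes were compared with two-sided exact permutation tests, which cannot give a p below 0.1 for 3 against 3. For the GO terms the genes that the paper lists per term were used, and the overrepresentation analysis itself was not redone. Tables were made with Python 3, pandas and SciPy.

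The 27 gene lists, the genes named and most alternatives were set before the data were examined. The lists were those of Kupffer cells, liver sinusoidal endothelial cells, stellate cells, cholangiocytes, angiocrine Wnt ligands, strict pericentral and strict periportal landmarks, hepatocyte identity, dedifferentiation in culture, targets of CAR and PXR, of NRF2 and of AHR, female-biased, male-biased and Y-linked genes, the circadian clock, immediate early genes, the acute phase response, the gluconeogenic genes of fig. S3C, bile acid synthesis, the unfolded protein and integrated stress responses, succinate transporters, TCA cycle enzymes, glutamine metabolism, neighbours of *Sucnr1* on its chromosome, and the proteins marked lower and higher in Fig. 4I. Lists of neutrophil and erythroid genes were added later. The genes named were *Sucnr1*, *Glul*, *Cyp2f2*, the genes of fig. S3C, *Cyp7a1*, *Cyp27a1*, *Lgr5*, *Axin2*, the succinate transporters, the genes with the largest changes among those past an FDR of 0.05 (0 genes met this rule), and in each named GO term the gene with the largest change in each direction. *Slc22a13*, one of the succinate transporters, was below the filter. Genes named outside this rule are marked as chosen after their values were seen.

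The alternatives covered DESeq2 1.42.0, the paper's package, in place of edgeR, and DESeq2's size factors or library size alone in place of TMM. They also covered no filter or edgeR's own filter on low counts, no covariate, the day 2 libraries alone and each library left out. With 1 day 1 library left out, the term for extraction day absorbs the other, so that fit also compares the day 2 libraries alone. Other alternatives were another exponent, ranking or composition of the sets, camera (limma 3.58.1) in place of fry, and another FDR or a fold change threshold. The last were a robust fit and the removal of trends of the fold change on expression level and gene length. The tests were checked on simulated data: on counts drawn from the real means, dispersions and library sizes with 200 changed genes, edgeR called 165 of the 200 and 20 of the unchanged genes among 14869 tested, and DESeq2 called 180 and 44. Raw reads were not analysed here.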

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

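The paper reports no result for the acute phase genes as a group, for the clock genes or for *Tmem176a*, and these separate the genotypes beyond the *Sucnr1* fl/fl libraries. Apart from the medians and fry tests of the lists, the tests of these results were chosen after the results were seen.

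The 14 genes of the acute phase list, which include *Saa1*, *Saa2*, *Orm1*, *Hp* and *Lbp*, were all higher in Hep-*Sucnr1* KO hepatocytes, with a median log2 fold change of 0.415 at percentile 100 of matched random lists. The score of the list was −0.24, −0.29 and −0.09 in *Sucnr1* fl/fl replicates 1, 2 and 3 and 0.192, 0.155 and 0.237 in Hep-*Sucnr1* KO replicates 3, 4 and 5, so the groups did not overlap (two-sided exact permutation p = 0.1, the smallest that 3 against 3 allow). *Hp* was at 4960 ± 264 CPM in *Sucnr1* fl/fl and 6600 ± 183 CPM in Hep-*Sucnr1* KO hepatocytes (SD, n = 3 each). The fry p was 0.0138 and its FDR over the 27 lists 0.187, so the list fails the correction. With 1 library left out the fry p ranged from 0.00454 without *Sucnr1* fl/fl replicate 3 to 0.0743 without *Sucnr1* fl/fl replicate 1, and it was above 0.05 in 4 of the 6 fits. Of these 4, the fits without *Sucnr1* fl/fl replicate 1 and without Hep-*Sucnr1* KO replicate 3 both rest on the day 2 libraries alone. The FDR was below 0.05 over all genes tested for 0 of the 14 genes, 7 had an unadjusted p below 0.05, and adjusted over the list alone 3 passed 0.05.

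Several explanations of the acute phase shift were excluded as its whole cause. Extraction day would leave no shift within day 2, where the median was 0.368. A single library would remove it when left out, but the medians stayed between 0.370 and 0.488. It was 0.386 with library size as the only scaling, 0.331 after removal of the gene length trend, 0.404 after removal of the GC content trend, and 0.334 without families of near-identical paralogs such as Saa and Orm. Of its genes, 5, among them *Saa2*, are also in the paper's pericentral set. The median was 0.403 without the genes of the 3 sets, and without Hep-*Sucnr1* KO replicate 4, where the pericentral set lost its shift, the median was 0.461. Neutrophil RNA would bring abundant neutrophil transcripts, and the most abundant gene of a neutrophil list was at 3.66 CPM. That list of 7 tested genes was higher too, with a median of 0.52, and was written after 2 of its genes, *Prtn3* and *Ngp*, had been seen among the largest changes. The library index series stays open: with it in the fit the median was 0.289, in a comparison that rests on 1 *Sucnr1* fl/fl library. Chance stays open too: 2 of the 10 splits of the 6 libraries into 3 and 3, the real one among them, gave a median as large. The other was *Sucnr1* fl/fl replicates 1 and 2 with Hep-*Sucnr1* KO replicate 3 against the rest (0.416). That split puts both day 1 libraries, and both libraries of the smaller index series, in 1 group, and the within-day and index series values are those given above. The 10 splits cannot give a share under 0.05. An acute phase response to loss of *Sucnr1*, or to isolation and culture, may remain as a hypothesis, and was not tested otherwise.

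The clock list had a median log2 fold change of −0.477, with 12 of 14 genes lower in Hep-*Sucnr1* KO hepatocytes. Its score was 0.40, 0.27 and −0.07 in *Sucnr1* fl/fl replicates 1, 2 and 3 and −0.112, −0.413 and −0.115 in Hep-*Sucnr1* KO replicates 3, 4 and 5 (exact permutation p = 0.1). The fry p was 0.0846 and its FDR 0.571, and with 1 library left out the fry p ranged from 0.0579 to 0.268. *Dbp* (−0.982), *Per2* (−0.94), *Per1* (−0.86) and *Tef* (−0.54) were lower and *Npas2* (1.125) was higher without overlap of the groups, which chance gives for 10% of genes, and *Arntl* was at 0.69. These 6 genes were named after their values were seen.

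For the clock list, extraction day (median −0.374 within day 2), a single library (from −0.603 to −0.352), the scaling (−0.517 with library size alone), the gene length trend (−0.409) and the GC content trend (−0.477) were excluded as the whole cause. The index series was not: with it in the fit the median was −0.118 and the fry p 0.417, as would follow if the shift came with the libraries of that series. This fit leaves 1 *Sucnr1* fl/fl library for the comparison. A difference in the time of day at which the mice were killed would move *Dbp* and the Per genes (−0.982 for *Dbp*) against *Arntl* and *Npas2*, as was found, but no time is given for the libraries, so it cannot be told apart from an effect of the genotype. Of the 10 splits, 1, the real one, gave a median as large.

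*Tmem176a* (ENSMUSG00000023367, chromosome 6 of GRCm38 from 48840919 to 48847071) had the smallest p of all genes. It was at 68.4 ± 2.78 CPM in *Sucnr1* fl/fl and 126 ± 5.24 CPM in Hep-*Sucnr1* KO hepatocytes (SD, n = 3 each), a log2 fold change of 0.883 (standard error 0.105, unadjusted p = 7.46e-05, FDR 0.998 from edgeR's quasi-likelihood test). DESeq2's Wald test gave an adjusted p of 2.4e-08, and the adjusted p over the other settings ranged from 0.108 to 1. Its neighbour *Tmem176b*, which overlaps it on the opposite strand and was counted by strand, was at 110 ± 7.53 and 188 ± 16.7 CPM (SD, n = 3 each). The rise was seen in 3 of 3 Hep-*Sucnr1* KO libraries.

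The difference in *Tmem176a* was 0.830 in the day 2 libraries and 0.852 with library size as the only scaling. With 1 library left out it lay between 0.830 and 0.928. These values argue against extraction day, scaling and a single library. With the index series in the fit the difference was 0.831, but that comparison rests on 1 *Sucnr1* fl/fl library and cannot exclude the series. Kupffer cell RNA would bring its own abundant transcripts, and the most abundant gene of the Kupffer list, *Lyz2*, reached 30.4 CPM, less than *Tmem176a* in any library. Selection of the smallest p among all genes stays open, since the FDR of the quasi-likelihood test was 0.998. A variant near the gene that differs between the mice was not tested, nor was an effect of *Sucnr1* itself.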

How the results depend on the processing

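The alternatives were planned, except the removal of the GC content trend, the sets without acute phase genes, DESeq2 combined with an exponent of 0, the library index series as a further term, and the settings of the lists and of *Tmem176a*, which were chosen after seeing the data. No paired analysis was possible because the 2 genotypes share only replicate number 3. DESeq2 has no fry test, and no synonym table resolved the 2 unmatched symbols to 1 gene each, so these alternatives were not run. The cause of a change was not tested unless one is given.

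The number of genes with an FDR below 0.05 was 0 with edgeR under each normalization, filter, covariate, threshold and left-out library that was run, and in a robust fit. At an unadjusted p below 0.05 the count of 563, with 289 higher and 274 lower under TMM, was 250 higher and 324 lower with DESeq2's size factors, 185 and 293 with library size alone, and 169 and 266 with DESeq2's own test. The total became 312 without *Sucnr1* fl/fl replicate 1 and in the day 2 libraries alone, 832 without Hep-*Sucnr1* KO replicate 5, and 94 with the index series in the fit. With the Wald test of DESeq2, the package that the paper used, 7 genes passed 0.05, 6 higher and 1 lower. *Sucnr1* (log2 fold change −2.315) was among them, with an adjusted p of 0.0328. With edgeR the adjusted p was 0.998, and it ranged from 0.348 to 1 over the edgeR alternatives. The log2 fold change of Sucnr1 was negative in all of these settings.

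The enrichment of the pericentral set rested on Hep-*Sucnr1* KO replicate 4. Its NES ranged from −1.364 without that library to 2.948 without Hep-*Sucnr1* KO replicate 5, the number of its genes that were higher from 32 without replicate 4 to 68 without *Sucnr1* fl/fl replicate 1, and its fry p from 0.0984 without Hep-*Sucnr1* KO replicate 5 to 0.787 without replicate 4. In the other settings that were run the pericentral NES was positive with an adjusted p below 0.05. The periportal NES ranged from −2.060 without Hep-*Sucnr1* KO replicate 5 to −1.225 without replicate 4, with 6 and 21 of its genes higher in these fits, and its adjusted p was above 0.05 in the latter fit and without *Sucnr1* fl/fl replicate 3 (NES −1.310). The Wnt pathway NES ranged from −1.726 without *Sucnr1* fl/fl replicate 3 to −1.201 without *Sucnr1* fl/fl replicate 1, with 7 genes higher without Hep-*Sucnr1* KO replicate 4 and 23 without Hep-*Sucnr1* KO replicate 3. The fry p ranged from 0.158 without Hep-*Sucnr1* KO replicate 5 to 0.752 without replicate 4 for the periportal set, and from 0.0545 without replicate 4 to 0.477 without replicate 3 of Hep-*Sucnr1* KO for the Wnt pathway set.

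Without a filter on low counts the NES of the Wnt set was 0.7336, and the periportal NES was −1.291. The genes of these sets stayed lower as a whole in that setting, with medians of −0.082 and −0.150 and with 16 of 52 Wnt pathway and 10 of 45 periportal genes higher. The cause was not tested. In the day 2 libraries the Wnt pathway NES was −1.209, with 23 genes higher, and 19 periportal genes were higher. It was −1.228 after removal of the gene length trend and 0.9162 with the index series in the fit, where the median of the set was −0.011 and 21 of its 46 genes were higher. Fry called none of the 3 sets. Camera with a preset correlation called all of them, with p = 5.39e-09, 2.94e-05 and 0.00885. With the correlations between genes estimated from the libraries, 0.422, 0.277 and 0.032, camera called none of them (p = 0.273, 0.258 and 0.137).

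The number of GO term genes with the paper's direction, 62 with all libraries, ranged from 40 without Hep-*Sucnr1* KO replicate 4 to 54 without *Sucnr1* fl/fl replicate 2. Across the 6 fits it ranged from 8 to 15 for unsaturated fatty acid metabolism and from 3 to 7 for hormone metabolism, lowest without Hep-*Sucnr1* KO replicate 4. It ranged from 0 to 4 for TCA metabolism, lowest without 1 of the day 1 libraries, in fits that compare the day 2 libraries alone. For liver development it ranged from 1 to 4, with 1 in the fits without *Sucnr1* fl/fl replicate 1 or 3 or Hep-*Sucnr1* KO replicate 3 or 4. For small molecule catabolism it ranged from 4 to 8, lowest without *Sucnr1* fl/fl replicate 3 and without Hep-*Sucnr1* KO replicate 4. In the day 2 libraries these last 3 counts were 0, 1 and 5. With the index series in the fit, 6 genes of branching epithelium morphogenesis kept the paper's direction.

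Of the 31 single genes examined, 17 had the same direction in all their settings and 14 did not. The log2 fold changes with 1 library left out ranged from −0.391 to 0.394 for *Glul*, −0.46 to 0.039 for *Cyp2f2*, −0.445 to 0.025 for *G6pc*, −0.19 to 0.156 for *Pck1*, −0.339 to 0.767 for *Cyp7a1*, −0.002 to 0.404 for *Cyp27a1*, −0.659 to 0.698 for *Lgr5*, −0.44 to 0.392 for *Axin2*, −0.304 to 0.358 for *Slc13a2*, −0.461 to 0.063 for *Slc16a10*, −0.039 to 1.755 for *Sult1e1*, −0.477 to 0.307 for *Acly* and −0.154 to 0.271 for *Cobl*. The end opposite to the fit of all libraries was reached without Hep-*Sucnr1* KO replicate 4 for *Glul*, *Cyp2f2*, *Cyp7a1*, *Cyp27a1*, *Lgr5*, *Axin2* and *Sult1e1*. In the day 2 libraries the values were 0.015 for *G6pc*, 0.149 for *Pck1*, −0.102 for *Lgr5*, −0.057 for *Axin2*, −0.304 for *Slc13a2*, 0.299 for *Acly* and −0.154 for *Cobl*. With the index series in the fit the values reversed too: the log2 fold change of G6pc was 0.154, the log2 fold change of Slc13a2 was −0.561, and *Slc16a10* was at 0.00, *Acly* at 0.079 and *Rspo3* at 0.961. With library size as the only scaling, *Cobl* was at −0.002. None of these genes had an adjusted p below 0.05 in any of these fits. Other genes kept their direction with 1 library left out and moved by over 1.5 times, from −0.251 to −0.097 for *Sirt1*, 0.952 to 2.642 for *Slc13a3*, −0.549 to −0.134 for *Slc13a5*, 0.064 to 0.369 for *Slc16a1*, 0.158 to 0.624 for *Slc22a7*, 0.07 to 1.126 for *Ces2c*, −1.185 to −0.103 for *Cyp2g1*, 0.283 to 2.017 for *Slc1a2*, −0.559 to −0.016 for *Ugt2b37*, 0.101 to 0.473 for *Wnt5a*, −1.27 to −0.062 for *Rspo3*, −0.462 to −0.198 for *Lrp6* and −0.933 to −0.407 for *Gpc1*.

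The depth limits *Rspo3*, *Cyp2g1*, *Sult1e1* and *Wnt5a* most, with group means between 0.132 and 1.20 CPM.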

Differences from the paper's values

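The paper's NES of the pericentral set is 4.674, against 2.484 here. With a GSEA exponent of 0 it was 4.921, and with DESeq2 and an exponent of 0 together, a combination chosen after seeing the values, 4.944. None of the other alternatives set before the data were examined closed this gap. The paper gives 2 p values for this set. The value is 1.43e-12 in the data of Fig. 6E, whereas table S3 has the value 1.00e-10, against 6.78e-12 here, and none of the alternatives came within 1.5 times of either. The paper's rank at the maximum of the pericentral set is 2630, or 17% of its ranked list, against 1648, or 10.9%, here. With an exponent of 0 these were 2660 and 17.6%, and with ranking by the signed square root of F they were 3152 and 20.9%. The gap was also below 1.5 times in the day 2 libraries (2173 and 14.4%) and after removal of the gene length trend (1858 and 12.3%). The same was true of the fits that left out 1 library other than Hep-*Sucnr1* KO replicate 4 or 5. Without Hep-*Sucnr1* KO replicate 4 the enrichment score was negative (−0.385). Its rank of 2150 is therefore counted from the bottom of the list and cannot be compared with the paper's. Of the alternatives added after seeing the values, DESeq2 with an exponent of 0 gave 2627 and 17.4%, and the sets without acute phase genes gave 2660 and 17.6%. The others set before the data were examined kept the gap.

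The paper's enrichment score of the periportal set is −0.336, against −0.546 here. It was −0.302 with an exponent of 0, −0.470 without a filter on low counts, −0.478 in the day 2 libraries, and between −0.478 and −0.380 in the 4 fits that left out *Sucnr1* fl/fl replicate 1 or 3 or Hep-*Sucnr1* KO replicate 3 or 4. DESeq2 with an exponent of 0, chosen after seeing the values, gave −0.298. The other alternatives set before the data were examined did not close the gap. The paper's p value of this set is 4.65e-04, in both the data of Fig. 6E and table S3, against 0.00133 here. It was 0.000459 with an exponent of 0, 0.000553 with edgeR's own filter and 0.000397 with ranking by the signed square root of F, and the other alternatives set before the data were examined did not close the gap. The exponent of 0 moved other periportal values away from the paper's. The paper's rank at the maximum is 3602, at 24% of its list, with 51% of the set in the leading edge. The values here were 3510, 23.2% and 50.0%, and with an exponent of 0 they were 8844, 58.6% and 88.6%.

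The paper's enrichment score of the Wnt pathway set is −0.237, against −0.4535 here. It was −0.215 with an exponent of 0, −0.349 without *Sucnr1* fl/fl replicate 1, −0.353 without Hep-*Sucnr1* KO replicate 3 and −0.354 in the day 2 libraries. The paper's rank at the maximum of this set is 6647, or 44% of its list, against 3902, or 25.8%, here. With an exponent of 0 these were 7591 and 50.3%. DESeq2 with an exponent of 0, chosen after seeing the values, gave a score of −0.212, a rank of 6653 and 44.1%. The other alternatives set before the data were examined closed none of these 3 gaps.

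In the data of Fig. 6F, *Cyp2a22* is among the lower genes of unsaturated fatty acid metabolism, and here its log2 fold change was 0.02 (standard error 0.22). With DESeq2, which the paper's methods name, all 18 genes of this term had the paper's direction, as they did with DESeq2's size factors in edgeR, with library size alone and without a filter on low counts. The paper describes the Wnt pathway set as reduced, and here its NES was negative, except without a filter on low counts (0.73) and with the index series in the fit, an alternative chosen after seeing the data (0.92). The median log2 fold change of the set was negative in both, at −0.082 and −0.011.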

Other observations

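The tests of the explanations for the direction of the 3 gene sets were planned, except those of extraction day, circadian time, non-parenchymal cells within day 2, the GC content trend, the index series, single libraries, correlation between genes, the relation between landmark scores, and the separate tests of the Wnt pathway set, which were chosen after the results were seen.

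For the pericentral set, the explanation by 1 library has the value it needs: without Hep-*Sucnr1* KO replicate 4 the NES was −1.364. Its small p in GSEA follows from correlation between its genes, since 9 of the 10 splits of the 6 libraries into 3 and 3, the real one among them, gave a GSEA p below 0.05 for this set. This was so in 6 of 10 splits for the periportal and 2 of 10 for the Wnt pathway set. An NES as large as the real one was found in 6 of the 10 splits for the pericentral, 4 for the periportal and 2 for the Wnt pathway set, and all 10 gave as many genes with an FDR below 0.05, namely 0.

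The scores of 10 strict pericentral and 10 strict periportal landmark genes, which share no gene, ran opposite across the 6 libraries (Pearson's r = −0.96, exact permutation p = 0.00139, adjusted p = 0.00556 over 4 relations; Spearman's rho = −1.0, exact p = 0.00278, adjusted p = 0.0111). Without Hep-*Sucnr1* KO replicates 4 and 5, the 2 libraries farthest from the median, r was −0.915. Extraction day 1 holds 2 libraries and day 2 holds 4, too few for a correlation within days. The strict pericentral score was −0.29, 0.19 and −0.38 in *Sucnr1* fl/fl replicates 1, 2 and 3 and 0.19, 1.18 and −0.84 in Hep-*Sucnr1* KO replicates 3, 4 and 5. A candidate explanation is that the libraries differ in the share of pericentral hepatocytes that were recovered and attached, which would give r below 0 as found (−0.96). A regulated change of zonation that differs from mouse to mouse would give the same. No relation to the strict pericentral score was detected for log2 CPM of *Sucnr1* (r = 0.156, exact p = 0.726, adjusted p = 0.869, rho = 0.143, exact p = 0.803, and r = −0.551 without the same 2 libraries). The same holds for the acute phase list (r = 0.087, exact p = 0.869, rho = −0.371, exact p = 0.497, and r = 0.271 without the 2 libraries) and the clock list (r = −0.441, exact p = 0.367, adjusted p = 0.734, rho = −0.143, exact p = 0.803, and r = −0.106 without them). The adjusted p of these 3 values of rho was 0.803.

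Whether the zone of origin lies behind the difference between the genotypes stays open: the strict pericentral landmarks had a median log2 fold change of 0.369, with 9 of 10 genes higher, and the strict periportal landmarks −0.08, with 9 of 10 lower, but without Hep-*Sucnr1* KO replicate 4 the first was −0.376 and the second 0.054, and without replicate 5 they were 0.801 and −0.396. All 10 of the first and 7 of the second list are in the sets themselves. Activation of xenobiotic receptors stays open too, with a median of 0.08 over CAR and PXR targets whose members went both ways, as does a loss of differentiation in culture, with a median of 0.103 over the dedifferentiation list and 0.01 over the hepatocyte identity list. Fewer non-parenchymal cells stay open too. Leaving out their markers takes 0 pericentral, 2 periportal and 2 Wnt pathway genes from the sets and so tests little, and the marker lists, lower over all libraries, were not all lower within day 2 (Kupffer cells 0.472), where 2 libraries of each genotype are too few to decide. Extraction day stays open for the Wnt pathway set, which had an NES of −1.209 (adjusted p 0.165 in GSEA) in the day 2 libraries and medians of −0.152 within day 1 and −0.024 within day 2. Reads shared between near-identical paralogs were not tested for this set, which holds no gene of the families that were left out (NES −1.514 before and after). A difference in circadian time stays open for the 3 sets, with *Npas2* at 1.125. Without Hep-*Sucnr1* KO replicate 4 the clock list kept a median of −0.409 while the pericentral set lost its shift, but that library had both the lowest clock score (−0.413) and the highest pericentral score (0.713), so 1 library decides nothing here. The index series stays open for the pericentral and periportal sets. With the series in the fit their NES kept its sign, at 2.42 for the pericentral and −2.235 for the periportal set. That comparison rests on 1 *Sucnr1* fl/fl library, so it cannot exclude the series.

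Other explanations were excluded as the whole cause of the direction of the sets. A difference in sex was excluded because all libraries were male, with at least 1818 counts of *Ddx3y* and at most 1 of *Xist* in each. A trend on expression level (pericentral NES 2.591 after its removal) and a trend on GC content (2.50) were excluded because the enrichment stayed. For the pericentral and periportal sets, the gene length trend (pericentral NES 2.524) and reads shared between paralogs (2.248 without such families) were excluded in the same way. Extraction day was excluded for these 2 sets because each genotype has 1 library of day 1 and 2 of day 2, and in the day 2 libraries alone the NES was 2.28 (adjusted p 6.68e-09 in GSEA) for the pericentral and −1.613 (adjusted p 0.0147) for the periportal set. The spread between mice is another matter, and in these libraries the fry p of the Pericentral set was 0.575 and the fry p of the Periportal set was 0.654. For the Wnt pathway set, the gene length trend (NES −1.228 after its removal) and the index series (NES 0.9162 with it in the fit, which leaves 1 *Sucnr1* fl/fl library in the comparison) each remain a possible explanation.

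None of the 27 lists had a fry FDR below 0.05, and 3 had an unadjusted fry p below 0.05. One is the acute phase list. The neighbours of *Sucnr1* had a median of −0.31, with 6 of 6 tested genes lower (fry p 0.00749, FDR 0.187, exact permutation p of the score 0.1). The immediate early genes had a median of −0.16, with 9 of 10 lower (fry p 0.0325, FDR 0.293, exact permutation p of the score 0.3). Adjusted over the list alone, 1 of the NRF2 targets passed 0.05, as did 3 acute phase genes. The neighbours of *Sucnr1* lie near the deleted gene, and no technical or biological explanation of their direction was tested.

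The lists of Kupffer cells (median −0.40), liver sinusoidal endothelial cells (−0.30) and stellate cells (−0.45) were lower, with fry p of 0.655, 0.483 and 0.457, and their medians on day 1 were −2.07, −1.37 and −1.27 against 0.47, 0.12 and −0.05 on day 2. Day 1 has 1 library of each genotype, and the interaction of genotype and day had an FDR of 0.689 over the lists for each of the 3. The most abundant gene was *Cdh5* at 43.4 CPM for endothelial cells, *Ecm1* at 12.1 CPM for stellate cells and *Spp1* at 526 CPM for cholangiocytes. The median was 0.06 for cholangiocytes and −0.645 for the 1 angiocrine Wnt ligand tested, *Rspo3*. Erythroid genes had a median of −0.13. The medians were 0.04 for NRF2 targets, 0.24 for AHR targets, 0.09 for the 2 female-biased genes tested, 0.27 for male-biased and −0.07 for Y-linked genes, 0.07 for the stress responses, 0.06 for TCA cycle enzymes and −0.04 for glutamine metabolism, with fry p between 0.394 and 0.817 for these lists.

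Some lists and genes bear on other figures of the paper, for which other samples were used. The gluconeogenic genes of fig. S3C, which the paper measured as proteins, had a median of −0.16 (fry p = 0.186, exact permutation p of the score 0.2), with *G6pc* at −0.15, *Pck1* at −0.02, *Sirt1* at −0.17 and *Foxo1* at −0.21. RNA of the mitochondrial proteins marked lower in Fig. 4I had a median of 0.06 (fry p = 0.427, exact permutation p of the score 0.1) and RNA of those marked higher 0.10 (fry p = 0.318, exact permutation p of the score 0.5). Bile acid synthesis genes had a median of 0.22, with 9 of 9 higher (fry p = 0.343, exact permutation p of the score 0.6). *Cyp7a1* was at 0.22 and *Cyp27a1* at 0.215, and both fell below 0 without Hep-*Sucnr1* KO replicate 4. RNA of the markers stained in the paper was 541 ± 104 CPM in *Sucnr1* fl/fl and 608 ± 342 CPM in Hep-*Sucnr1* KO hepatocytes for *Glul* (exact permutation p = 1.0) and 1370 ± 240 and 1230 ± 357 CPM for *Cyp2f2* (exact permutation p = 0.7; SD, n = 3 each). *Lgr5* was at 0.175 and *Axin2* at 0.045, with group means of at most 4.44 CPM. The succinate transporters had a median of 0.23 (fry p = 0.287, exact permutation p of the score 0.3), led by *Slc13a3*, at 2.24 ± 0.933 and 9.22 ± 8.65 CPM (SD, n = 3 each), whose groups overlapped and whose log2 fold change fell from 2.09 to 0.95 without Hep-*Sucnr1* KO replicate 4. The others were *Slc22a7* at 0.39 (from 0.158 to 0.624 with 1 library left out), *Slc16a1* at 0.23 (from 0.064 to 0.369), *Slc13a2* at 0.03 (from −0.304 to 0.358) and *Slc13a5* at −0.27 (from −0.549 to −0.134).

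The first 3 principal components held 41.7, 27.0 and 14.7% of the variance, and the first placed *Sucnr1* fl/fl replicates 1 and 2 and Hep-*Sucnr1* KO replicate 3 on one side and the other 3 libraries on the other. Of the 15 pairs of libraries, *Sucnr1* fl/fl replicate 3 and Hep-*Sucnr1* KO replicate 5 were the most alike (Spearman's rho across 7626 genes 0.9887).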
